# MicroRNA-27b-3p down-regulates *FGF1* and aggravates pathological cardiac remodelling

**DOI:** 10.1093/cvr/cvab248

**Published:** 2021-08-06

**Authors:** Guoqi Li, Yihui Shao, Hong Chang Guo, Ying Zhi, Bokang Qiao, Ke Ma, Jie Du, Yong Qiang Lai, Yulin Li

**Keywords:** Heart failure, Genetics, Inflammation, Cardiac remodelling

## Abstract

**Aims:**

The heart undergoes pathological remodelling under increased stress and neuronal imbalance. MicroRNAs (miRNAs) are involved in post-transcriptional regulation of genes in cardiac physiology and pathology. However, the mechanisms underlying miRNA-mediated regulation of pathological cardiac remodelling remain to be studied. This study aimed to explore the function of endogenous microRNA-27b-3p (miR-27b-3p) in pathological cardiac remodelling.

**Methods and results:**

miR-27b-3p expression was elevated in the heart of a transverse aortic constriction (TAC)-induced cardiac hypertrophy mouse model. miR-27b-knockout mice showed significantly attenuated cardiac hypertrophy, fibrosis, and inflammation induced by two independent pathological cardiac hypertrophy models, TAC and Angiotensin II (Ang II) perfusion. Transcriptome sequencing analysis revealed that miR-27b deletion significantly down-regulated TAC-induced cardiac hypertrophy, fibrosis, and inflammatory genes. We identified fibroblast growth factor 1 (*FGF1*) as a miR-27b-3p target gene in the heart which was up-regulated in miR-27b-null mice. We found that both recombinant FGF1 (rFGF1) and inhibition of miR-27b-3p enhanced mitochondrial oxidative phosphorylation (OXPHOS) and inhibited cardiomyocyte hypertrophy. Importantly, rFGF1 administration inhibited cardiac hypertrophy and fibrosis in TAC- or Ang II-induced models and enhanced OXPHOS by activating PGC1α/β.

**Conclusions:**

Our study demonstrated that miR-27b-3p induces pathological cardiac remodelling and suggests that inhibition of endogenous miR-27b-3p or administration of FGF1 might have the potential to suppress cardiac remodelling in a clinical setting.

## 1. Introduction

Heart failure (HF) is a leading cause of death worldwide.^1^ HF is characterized by progressive myocardial hypertrophy, apoptosis, ventricular dilation, and fibrosis.^2,3^ During the early stages of cardiac hypertrophy, an increase in myocardial contractility is a short-term adaptive mechanism. Over time, however, persistent stress will result in ventricular dilation and decreased contractile function, eventually leading to HF.^4^ However, the molecular pathways that regulate this process are not fully understood.

Increasing evidence shows that microRNAs (miRNAs) are involved in post-transcriptional regulation of gene expression in cardiac physiology and pathology.^5^ Cardiac biological processes are tightly regulated by different non-coding RNAs to maintain cardiac homeostasis.^6^ miRNA levels change during pathological cardiac remodelling,^7^ and systemic or cardiac-specific knockout of selected miRNAs can affect this process.^8,9^ For example, miR-22-null mice show attenuated cardiac hypertrophy and remodelling in response to two independent stressors, isoproterenol infusion and calcineurin transgene activation.^10^ Additionally, loss of miR-155 prevents the progression of HF and substantially extends the survival of calcineurin transgenic mice.^11^ miR-27b is enriched in the heart^12^; moreover, serum levels of miR-27b-3p significantly increase in patients with left ventricular hypertrophy.^13,14^ In addition, cardiac-specific knockout of Smad4 aggravates cardiac hypertrophy and causes up-regulation of miR-27b.^15^ Since miR-27b-3p might be a key regulator of cardiomyocyte remodelling, it is important to elucidate its role in pathological cardiac remodelling.

In this study, we found that systemic knockout of miR-27b attenuates pathological cardiac remodelling, including cardiac hypertrophy, myocardial fibrosis, and inflammation, caused by transverse aortic constriction (TAC) and Angiotensin (Ang) II. We also found that *FGF1*, a target gene of miR-27b-3p, increases mitochondrial oxidative phosphorylation and that supplementation with recombinant FGF1 attenuates pathological cardiac remodelling caused by TAC and Ang II.

## 2. Methods

### 2.1 Generation of miR-27b knockout transgenic mice

The miR-27b knockout mice were generated by Transcription activator-like effector nuclease (TALEN)-mediated gene targeting at Cyagen Biosciences (Guangzhou, China). Briefly, the 3P mature sequence of mMiR-27b (mirBase Accession number: MIMAT0000126, mouse chromosome 8) was selected as the TALEN target site. TALEN mRNAs were generated by *in vitro* transcription and injected into fertilized eggs of C57BL/6 mice. mMiR-27b knockout (KO) founders were identified by PCR and Sanger sequencing analyses of genomic DNA isolated from mouse tail biopsies. Homozygous mMiR-27bKO mice were born from a heterozygous intercross. Finally, we obtained mMir27b KO mice carrying a 10-bp deletion (TAAGTTCTGC) using primers 5′-ATGACAGACAGATCCCTCCTATCTCC-3′ and 5′-TCAGCACG CTGTTTGCACTCTT-3′. 

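Mir27b lies on chromosome 13 of GRCm38 (GENCODE M21), on the plus strand, where its hairpin of 73 bases spans 63300712 to 63300784. The hairpin sits inside Aopep, an aminopeptidase gene listed there as 2010111I01Rik, which spans 62964893 to 63326096. The deleted bases, TAAGTTCTGC, matched the hairpin at 63300771 to 63300780, and because of repeated bases 3 placements of a 10-base deletion give the same sequence. All 10 deleted bases lie in mature miR-27b-3p, TTCACAGTGGCTAAGTTCTGC, which spans 63300760 to 63300780, and they are its bases 12 to 21. The bases TCACAGT, which pair with the seed site in target mRNAs, are bases 2 to 8 of the mature sequence, at 63300761 to 63300767, outside the deletion. The deletion leaves a sequence of 63 bases from the hairpin. The hairpin of Mir27a, the paralog of Mir27b, holds the same 7 pairing bases.

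**Figure D1:**
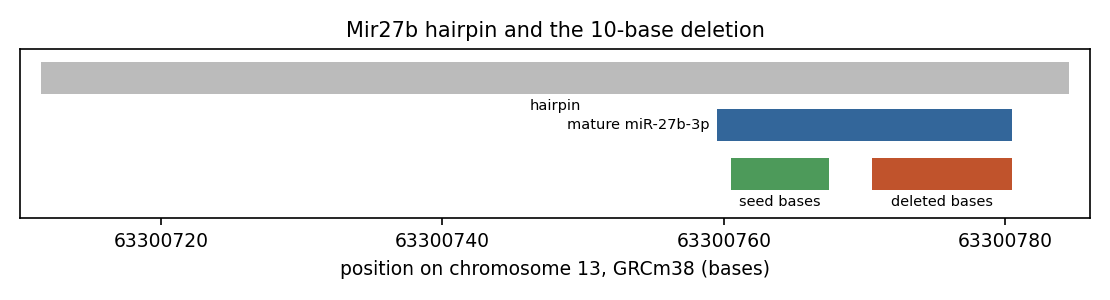
Map to scale of the Mir27b hairpin, with the position on chromosome 13 of GRCm38 in bases on the horizontal axis and bars for the hairpin, mature miR-27b-3p, its seed bases and the deleted bases. The deleted bases end at the same base as mature miR-27b-3p and do not reach its seed bases.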

The schematic diagram for the generation of the miR-27b KO mice is shown in Supplementary material online, *Figure S1A*. All mice were maintained in specific pathogen-free conditions in the Beijing Institute of Heart Lung and Blood Vessel Diseases. All animal studies were approved by the Animal Care and Utilisation Committee of Capital Medical University.

### 2.2 Animal models and echocardiography

All mouse experiments were performed according to the local relevant guidelines. All mice were kept under specific pathogen-free conditions in the Beijing Institute of Heart Lung and Blood Vessel Diseases and given free access to food and water. The investigation conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, 1996, revised 2011; available from www.nap.edu/catalog/5140.html). miR-27b KO and wild-type (WT) C57Bl/6J mice (10–12 weeks old) were subjected to sham or TAC operation for eight weeks, as described before.^16^ Subsequently, mice were euthanized with pentobarbital administration (200 mg/kg, ip, once) (Sigma-Aldrich), and blood and hearts were collected for histological, protein, and RNA analyses. Pulsed-wave Doppler imaging was used for the non-invasive assessment of the pressure gradient across the aortic constriction generated by TAC or sham operation in mice.

Experiments were performed using miR-27b transgenic mice and WT littermates as controls. The mice were anaesthetized with 2% isoflurane and maintained with 1.5% isoflurane (RWD Life Science, Catalogue: R510-22, Shenzhen, China), and each mouse was infused with AngII (Sigma-Aldrich, Catalogue: 05-23-0101, Darmstadt, Germany) (1500 ng/kg/min) or saline for 14 days subcutaneously by implantation of an osmotic mini-pump (ALZET Model 1002D, DURECT, Cupertino, CA, USA) through a small pocket made in the skin between the scapulae. The echocardiography was carried out with the Vevo2100 High-Resolution Imaging System (Vevo2100; Visual Sonics, Toronto, ON, Canada) for each mouse after anaesthesia with 2% isoflurane. All measurements were performed for five consecutive cardiac cycles. The values of intraventricular septal (IVS) thickness, left ventricular internal dimension (LVID), and left ventricular posterior wall (LVPW) thickness at diastole and systole, as well as LV fractional shortening (FS) and LV ejection fraction (EF%) were calculated.

### 2.3 MiRNA mimics, inhibitor, or FGFR1-siRNA design and transfection

The miR-27b mimics was a short double-stranded RNA; the inhibitor miR-27b was a single-stranded antisense RNA against miRNAs with 2’-O-Me modification, in which a single-stranded RNA identical to mature miRNAs would be incorporated into the RNA-induced silencing complex to mimic the effects of endogenous miRNAs. Primary cardiomyocytes or H9c2 cells were transfected with a mixture containing 50 nM mimic or 50 nM inhibitor, 2 μL Lipofectamine 3000 regent, and 50 µL Opti-MEM. Forty-eight hours after transduction, cardiomyocytes or H9c2 cells were subjected to isoproterenol (ISO) or phenylephrine (PE). Cells transfected with negative control (NC) mimic or NC inhibitor were used as controls. The sequences of the miR mimic/inhibitor are provided in Supplementary material online, *Table S1*. HEK293T cells were transfected with 50 ng of the appropriate luciferase reporter construct and 50 nM miR-27b-3p mimic or NC mimic. HEK293T cells were harvested and lysed for luciferase assay 48 h after transfection. FGFR1-targeted small interfering RNA (siRNA) or negative control siRNA was purchased from Santa Cruz Biotechnology. H9c2 cells were seeded at a density of 2.0 × 10^5^/well in a six-well dish for 24 h until they reached approximately 80% confluence and washed. Serum-free medium was added. Transient transfection of siRNA (100 nM) was performed using Lipofectamine 3000 reagent as per the manufacturer’s instructions.

### 2.4 Luciferase reporter assay

Luciferase assays were performed on a Synergy4 microplate reader following manufacturer’s instructions (BioTek, Winooski, VT, USA). The NM_010197-3utr-(miR-27b-3p) with SV40-firefly-luciferase-MCS vector was purchased from GENECHEM and contained the full-length 3ʹ-UTR of *Mmu FGF1*. The NM_010197-3utr-(miR27b-3p)-mut with SV40-firefly-luciferase-MCS vector contained the 3ʹ- UTR of *Mmu FGF1* mutated by two-site-directed mutagenesis (943, 1415) (GENE, Catalogue: 00010294, Shanghai, China) or three-site-directed mutagenesis (943, 1415, 2938) (GENE, Catalogue: 00016834, Shanghai, China). A luciferase assay was performed as described previously^15,17^ to detect the binding ability of miR-27b-3p mimic or NC mimic with *FGF1* in HEK293T cells.

### 2.5 Western blot analysis

Protein extracts (40∼80 μg) were electrophoresed at 80 volts on 10% or 12% SDS/PAGE, and then transferred onto nitrocellulose filter membrane (PALL BioTrace, Port Washington, NY, USA). Immunoblotting was performed according to the manufacturer’s instructions using the following antibodies: brain natriuretic peptide (BNP, abcam), ANP32E (abcam), FGF1 (abcam), Smad3 (Cell Signalling Technology), Phospho-Smad3 (CST), GAPDH (Zhong Shan Golden Bridge ZSGB), PGC1α (abcam), PGC1β (abcam), FGFR1 (abcam), Mac-2(Santa Cruz Biotechnology), IL-1β (abcam, Catalogue: ab9722), and NF-κB p65 (abcam). A Bio-Rad Imager facility was used to detect the expression of proteins.

### 2.6 Regents or kits

The catalogue numbers and manufacturers of all reagents and antibodies have been provided in Supplementary material online, *Table S1*.

### 2.7 FGF1 intraperitoneal injection in mice that underwent pressure overload and Ang II infusion

KO and WT mice were injected intraperitoneally with rFGF1 (0.5 mg/kg) every other day for 8 weeks after TAC or 2 weeks after Ang II infusion. rFGF1, which is approved for clinical use,^18^ was provided by Dr. Zhi Feng Huang (School of Pharmaceutical Sciences and Centre for Structural Biology, Wenzhou Medical University, Zhejiang, China). There was no peptide/protein modification in rFGF1.

### 2.8 Histology and immunohistochemistry

Samples were fixed in 10% formalin, processed, and paraffin-embedded. Multiple sections (5 μm) were prepared and stained with haematoxylin and eosin for general morphological observation. For Sirius Red (Solarbio, Catalogue: G1470, Beijing, China) staining, sections were stained for 1 h. For wheat germ agglutinin (WGA) (CytoFlamma, Catalogue: RCS113, Korea) staining, sections were incubated with WGA at 37°C for 1 h after serum blocking. For immunocytochemistry staining, sections were incubated with primary antibody at 4°C overnight. The signals were detected using a biotinylated corresponding secondary antibody in combination with DAB Substrate (Thermo Fisher Scientific, Catalogue: 34002, Boston, MA, USA). Samples were visualized with a Nikon Eclipse 80i upright microscope (Nikon, Tokyo, Japan). For histological assessment of fibrosis, paraffin-embedded sections of the LV were stained with picrosirius red and the collagen content calculated as the percentage of fibrotic areas in each LV section. For IL-1β levels, IHC-positive areas were measured in 8–10 visual fields in each section from similar positions, averaged, and presented as a percentage of the LV section.

### 2.9 Establishment of mouse cardiomyocyte hypertrophy model

All procedures were performed in accordance with the Guide for the Care and Use of Laboratory Animals. Neonatal mice of 1–2 days old were euthanized by decapitation. Cardiomyocytes and cardiac fibroblasts were isolated from neonatal mice as previously reported.^19,20^ Briefly, the ventricles were excised, washed three times, and cut into small pieces in sterile PBS plus penicillin/streptomycin (PS), and then digested with Neonatal Heart Dissociation Kit in a CO_2_ incubator to keep the reaction temperature at 37°C. After digestion for 15 min, 10 mL PBS solution was added to terminate the reaction. The mixture was filtered and centrifuged at 1000 rpm for 10 min. After culturing the cells in DMEM in a cell incubator for 2 h, the supernatant was removed, and then cardiac myocyte medium with 10% FBS and 100 µM BrdU was added for primary cardiomyocytes; for primary cardiac fibroblasts, adherent cells were further cultured in DMEM with 10% FBS. After 48 h, the medium was replaced with a serum-free maintenance medium for follow-up experiments. Cardiomyocytes and cardiac fibroblasts were treated with PBS or 10 µM ISO or 200 µM PE for 48 h.

### 2.10 Measurement of oxygen consumption

Primary cardiomyocytes were layered on a XF24 plate. Oxygen consumption rates (OCRs) in differentiated cells treated (PBS and rFGF1(100 ng/mL) for 24 h were measured using an XF24 respirometer (Seahorse Bioscience, Santa Clara, CA, USA) and seahorse XF Cell Mito Stress Test Kit (Agilent Technologies, Catalogue: 103015-100, CA, USA). Basal oxygen consumption was determined along with oxygen consumption in the presence of drugs disrupting the mitochondrial respiratory chain: oligomycin (OL, ATP synthase inhibitor, 1 mM) and carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP, uncoupler, 1 mM). Finally, mitochondrial respiration was blocked with rotenone (Rot, 1 mM).

### 2.11 Human heart samples

Human hypertrophic heart tissue samples were obtained from patients previously diagnosed with hypertrophic cardiomyopathy (HCM) undergoing septal myectomy. Control samples were obtained from normal-heart donor left ventricles. All specimens were processed immediately after surgery and stored at temperatures below −80°C, until total RNA and protein were extracted. All patients or their relatives gave written informed consent before operation. The local Institutional Review Board of the Institute of Biophysics and Anzhen Hospital approved all studies involving human heart tissue samples. The investigation conformed to the principles outlined in the Declaration of Helsinki. Detailed information, such as age, sex, HF severity, control and HCM groups, application of medications, comorbidities, and familial genetic diseases, is presented in Supplementary material online, *Table S2*.

### 2.12 RNA transcriptome sequencing and analysis

Eight weeks after TAC, total mRNA from miR-27b-null and WT mice was extracted with Trizol (Invitrogen, Carlsbad, CA, USA). Two micrograms of total RNA was used for first-strand cDNA synthesis with avian myeloblastosis virus reverse transcriptase (Promega, Catalogue: M5108, Madison, USA), according to manufacturer’s protocol. Special Taqman probes were used for cDNA synthesis of miRNAs and oligo-dT for mRNA. The products of RT reaction were used for qRT-PCR. The expression levels of target genes were determined with SYBR master mix (Thermo Fisher Scientific, Catalogue: 4309155, USA) and analysed by CFX-96 (Bio-Rad, Hercules, CA, USA) system. Transcript levels of mRNA or miRNA were compared using the relative Ct method, where the amount of target gene was normalized to the amount of endogenous control (GAPDH or U6) and presented as 2^−^^ΔCt^. For example, the miR-27b-3p expression was calculated according to the following formula: quantity = 2^-difference in (miR-27b-3p—U6)^. The list of primer sequences for mRNA is shown in Supplementary material online, *Table S1*.

### 2.13 ELISA

FGF1 concentration was measured using ELISA with specific anti-mouse ELISA kits (Bio-Techne, Catalogue: DY4686-05, MN, USA) from R&D Systems. Assays were performed per the manufacturer’s protocol and read at 450 nm in a microplate reader (BioTek, Winooski, VT, USA). The concentrations were calculated from six samples as mean ± standard deviation.

### 2.14 Statistics

Continuous variables are presented as mean±SEM, and categorical variables are presented as number and percentage. Differences between two groups were evaluated using the two-sample *t*-test or χ2 test. Specifically, the data in *Figures 2P*, *3A, C–H*, *4B, D–I, 5E–G, 6B–I, K–R*, and Supplementary material online, *Figure S1B–D*, *S2F–G*, and *K–L* were analysed by two-sample *t*-test, and the data in Table S2 were analysed by χ2 test. One-way ANOVA or two-way ANOVA was conducted followed by Bonferroni *post hoc* test for comparisons among multiple groups. Specifically, the data in *Figures 1B, D–E*, *4J*, *5B* and *H*, Supplementary material online, *Figure S2B–E, J, S3A–D*, and *S4C* and *D* were analysed by one-way ANOVA, and those in *Figure 2B*–*D*, *F, H, J, L*, and Supplementary material online, *Figure S1E* and *F* were analysed by two-way ANOVA. *P*-values < 0.05 were considered statistically significant.

**Figure 1:**
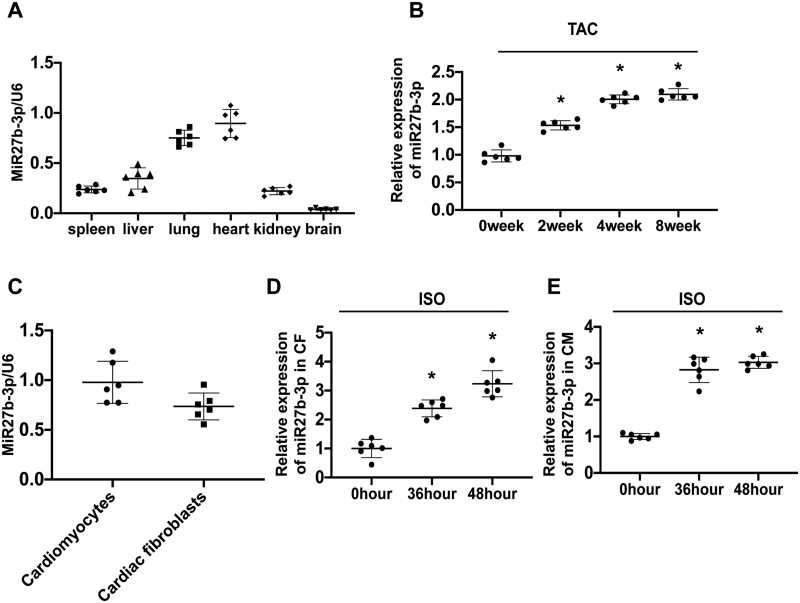
miR-27b-3p expression is elevated in cardiac hypertrophy. (*A*) Quantitative polymerase chain reaction (qPCR) of miR-27b-3p shows expression of miR-27b-3p in multiple organs of mice (*n* = 6). (*B*) miR-27b-3p is significantly up-regulated in whole heart tissue from mice 2, 4, and 8 weeks after TAC (*n* = 6). (*C*) miR-27b-3p is expressed in cardiomyocytes and cardiac fibroblasts from mice (*n* = 6). (*D*) miR-27b-3p is significantly up-regulated in ISO-treated isolated cardiac fibroblasts from mice (*n* = 6). (*E*) miR-27b-3p is significantly up-regulated in ISO-treated isolated cardiac myocytes from mice (*n* = 6). All data are shown as mean ± SD.*P < 0.05 compared to 0 week (*B*) or 0 h (*D, E*); for more than two groups, data were compared by one-way ANOVA with Bonferroni *post hoc* test (*B, D, E*).

**Figure 2:**
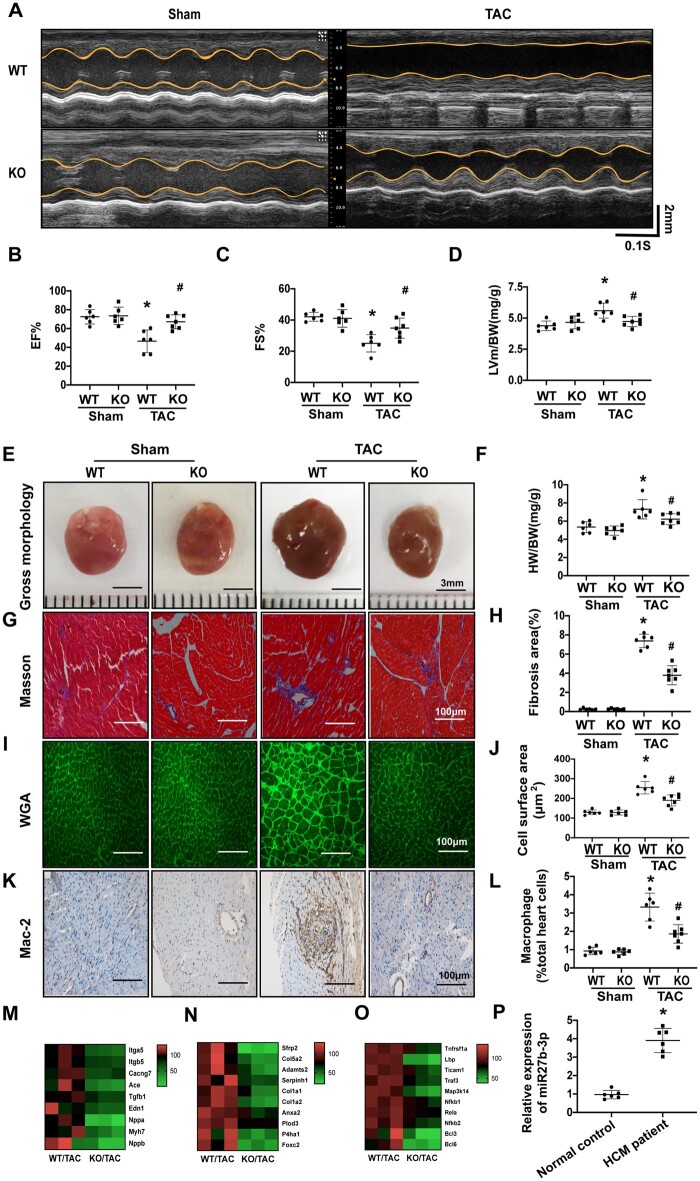
Loss of miR-27b attenuates cardiac pathological remodelling induced by pressure overload. (*A*) Representative examples of M-mode echocardiography of wild-type and miR-27b-null hearts under pressure overload or sham operation. Scale bar, 2 mm. (*B*–*C*) Quantification of left ventricular ejection fraction (EF%; *B*) and fraction shortening (FS%; *C*) in wild-type and miR-27b-null mice after TAC or sham operation. (*D*–*F*) Quantification of left ventricular mass-to-body weight (LV mass/BW; *D*) or heart weight-to-body weight ratio (HW/BW; *F*) 8 weeks after sham or TAC operation (WT *n* = 6, KO *n* = 6, and 7 for sham or TAC, respectively). The heart size (representative images of gross heart morphology; *E*) of wild-type and miR-27b-null mice after TAC or sham operation (WT *n* = 6; KO *n* = 7). Scale bar, 3 mm. (*G*–*H*) Representative images of heart sections from wild-type and miR-27b-null mice were stained with Masson’s trichrome after TAC or sham operation (WT *n* = 6, KO, *n* = 7; *G*). Quantification of the fibrosis area in wild-type and miR-27b-null mice after TAC or sham operation (WT *n* = 6, KO *n* = 7; *H*). (*I* and *J*) Representative images of heart sections from wild-type and miR-27b-null mice were immunostained with WGA after TAC or sham operation (WT *n* = 6, KO *n* = 7; *I*). Quantification of cell surface area in wild-type and miR-27b-null mice after TAC or sham operation (WT *n* = 6, KO *n* = 7; *J*). (*K* and *L*) Representative images of heart sections from wild-type and miR-27b-null mice were immunostained with Mac-2 antibody after TAC or sham operation (WT *n* = 6, KO *n* = 7; *K*). Quantification of MAC-2 expression in wild-type and miR-27b-null mice after TAC or sham operation (WT *n* = 6, KO *n* = 7; *L*). (*M*–*O*) Transcriptome analysis shows the expression of hypertrophic cardiomyopathy (HCM)-, TGF-beta signalling-, and NF-κB signalling-related genes. (*P*) miR-27b-3p is significantly up-regulated in left ventricular tissue from patients with cardiac hypertrophy (*n* = 6). Scale bar, 100 nm. All data are shown as mean ± SD.*P < 0.05 compared to WT/Sham; ^#^*P* < 0.05 compared to WT/TAC. For more than two groups, data were compared by two-way ANOVA with Bonferroni *post hoc* test. For two groups, data were compared by two-sample *t*-test.

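The values behind panels M to O are means ± SD of FPKM in 3 hearts per group, WT/TAC first. Among the genes of panel M, Nppa and Nppb, which encode the natriuretic peptides ANP and BNP, fell, Nppa from 22559 ± 28784 to 666 ± 531 (log2 fold change -4.91, standard error 1.24, adjusted p = 0.278) and Nppb from 1583 ± 690 to 387 ± 321 (log2 fold change -2.21, standard error 0.60, adjusted p = 0.288). Itga5, a fibronectin receptor subunit, fell from 30.9 ± 2.27 to 17.8 ± 1.46 and Ace, which makes angiotensin II, from 51.1 ± 10.7 to 22.1 ± 4.56. Itgb5, Cacng7, Tgfb1 and Edn1 also fell, Tgfb1 from 25.3 ± 1.10 to 19.0 ± 2.08. Myh7, the slow myosin heavy chain, was at 505 ± 716 in WT/TAC and 71.8 ± 24.6 in KO/TAC (log2 fold change -1.12, standard error 1.46, adjusted p = 0.806) and did not pass the thresholds, but it did without WT/TAC replicate 1 (-2.80). In only the libraries with Myl7 under 1 FPKM, WT/TAC replicate 2 and KO/TAC replicates 1 and 3, its log2 fold change was -4.34. That value rests on 1 WT/TAC heart, where Myh7 was at 1327 FPKM. Nppa, an atrial gene in the healthy heart, was at 55795 FPKM in WT/TAC replicate 1, where atrial Myl4 was at 11725 FPKM, and at 6236 and 5647 FPKM in WT/TAC replicates 2 and 3, where Myl4 was at 2.34 and 1522 FPKM.
Of the genes of panel N, all 10 fell. Col1a1 and Col1a2, the chains of type I collagen, fell from 49.1 ± 6.84 to 27.7 ± 8.63 and from 70.0 ± 8.51 to 32.1 ± 6.98 FPKM, and Sfrp2, a secreted Wnt modulator made by fibroblasts, from 7.18 ± 1.67 to 1.75 ± 0.278 (log2 fold change -1.76, standard error 0.19, adjusted p = 0.109). Of the 10 genes of panel O, 9 fell. Lbp, which binds lipopolysaccharide, fell from 7.13 ± 0.110 to 3.48 ± 0.448 (log2 fold change -0.95, standard error 0.13, adjusted p = 0.148), and Map3k14, the kinase of the non-canonical NF-κB pathway, from 3.44 ± 0.258 to 1.96 ± 0.351. Rela, the p65 subunit, was at 26.5 ± 1.78 and 22.0 ± 0.696 FPKM, short of the fold limit. Groups did not overlap for 8 of 9 genes in panel M, 10 of 10 in panel N and 10 of 10 in panel O, where chance alone separates 10% of genes on average over all splits. No gene of the 3 panels passed an adjusted p of 0.05 by limma, and since the study chose these genes on the same libraries, their direction is not independent evidence. With a library left out 5 to 9 genes of panel M passed, the fewest without KO/TAC replicate 2, where Tgfb1 (log2 fold change -0.36) and Edn1 (-0.52) no longer did, 9 or 10 of panel N, and of panel O 3 without KO/TAC replicate 3 and 5 without WT/TAC replicate 3 or KO/TAC replicate 2.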

## 3. Results

### 3.1 miR-27b-3p expression is elevated in cardiac hypertrophy

To explore the role of miR-27-3p in cardiac remodelling, we first examined its expression by qPCR analysis. We examined the distribution of miR-27b-3p in different mouse tissues (heart, spleen, liver, kidney, brain, and lung) and observed that it is highly expressed in the heart (*Figure 1A*). Furthermore, the expression of miR-27b-3p increased with hypertrophy in a TAC-induced model (*Figure 1B*).

miR-27b-3p was also expressed in cardiomyocytes and cardiac fibroblasts (*Figure 1C*). Furthermore, miR-27b-3p expression increased in ISO-treated cardiomyocytes and cardiac fibroblasts relative to that in the vehicle control (*Figure 1D and E*).

### 3.2 Loss of miR-27b attenuates pathological cardiac remodelling induced by pressure overload

Next, we explored the functional role of miR-27b-3p in TAC-reduced pathological cardiac remodelling. In the TAC model, the aortic pressure gradient was higher in the TAC-operated group than in the sham-operated group (Supplementary material online, *Figure S1B*). miR-27b-3p expression was not detected in multiple tissues of KO mice (Supplementary material online, *Figure S1C*). We also evaluated the expression of miR-23-27-24 cluster members (including miR-27a, miR-23a, miR-23b, and miR-24) in the heart of WT and miR-27b KO mice. The expression of other miR-23-27-24 cluster members was not different between the two groups, indicating that miR-27b KO does not affect the expression of other members (Supplementary material online, *Figure S1D*). Echocardiography analysis of the cardiac function eight weeks after TAC showed shorter LVIDd, alongside higher LV EF%, and shortening rates (FS%) in miR-27b-null mice than in WT mice (*Figure 2B and C*). Echocardiography analysis of cardiac function eight weeks after TAC showed that the LV wall thickness during systole (LVPWs) and diastole (LVPWd) was significantly lower in miR-27b-null mice than in WT mice. The LV end-diastolic diameter (LVIDd)/LV end-systolic diameter (LVIDs), which expanded after TAC, was significantly reduced in miR-27b-null mice compared to that in WT mice (Supplementary material online, *Figure S1E*). Cardiac hypertrophy was also repressed in miR-27b-null mice, as shown by the heart weight/body weight ratio (*Figure 2D and E*). Cardiac size map showed that, after TAC, the heart was smaller in miR-27b-null than in WT mice (*Figure 2F*). We also found reduced fibrillary collagen deposition (Supplementary material online, *Figure S1F* and *Figure S2G–H*,) and Smad3 activation (a pro-fibrotic signalling) in miR-27b-null mice (Supplementary material online, *Figure S2A–C*). Moreover, the increased cross-sectional area of cardiomyocytes induced by TAC was significantly reduced in the absence of miR-27b (*Figure 2I and J*). Importantly, the expression of the inflammatory factors IL-β and MAC-2 (a marker of macrophages), which are pivotal during cardiac remodelling (15-16), was significantly down-regulated in miR-27b-null mice (Supplementary material online, *Figure S2D–E, K*–*L*).

To confirm improvement in cardiac remodelling in the absence of miR-27b-3p, RNA-sequencing was performed on cardiac tissues from WT and miR-27b-null mice post-TAC. 

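RNA from the hearts of 3 WT and 3 miR-27b-null mice was sequenced 8 weeks after TAC, with a separate library for each heart (WT/TAC and KO/TAC). The authors deposited FPKM, fragments per kilobase of transcript and 1000000 fragments, for 17570 genes given by Entrez Gene ID, and 17441 of the IDs matched a RefSeq symbol. The submitters name a KAPA stranded library kit, HISAT2 2.0.5 and StringTie 1.3.3, and their settings are not given in the sources used here. Read totals are not in the values either, so depth was estimated from the even steps that single fragments leave among FPKM of 0.03 to 0.4 in 1194 genes with a single transcript under 1500 bases. The estimate, in units of 1000000 fragments and searched between 10 and 20 of them, was 15.4, 14.8 and 14.9 for WT/TAC replicates 1, 2 and 3 and 13.3, 12.9 and 13.0 for KO/TAC replicates 1, 2 and 3, and 66.5% to 74.4% of the low values lay within 0.2 of a step, where 40% would by chance.
The deleted miRNA, Xist and the mitochondrially encoded genes are not among the genes listed. Aopep, the host gene of Mir27b, was at 18.7 ± 6.35 FPKM (SD, n = 3) in WT/TAC and 18.8 ± 3.78 FPKM (SD, n = 3) in KO/TAC. Markers of the heart's chambers, chosen after their values were seen, set WT/TAC replicate 1 apart. Its Myl7, the atrial regulatory light chain, was at 8140 FPKM, against 1135 in WT/TAC replicate 3, 333 in KO/TAC replicate 2 and 0.23, 0.25 and 0.66 in WT/TAC replicate 2 and KO/TAC replicates 1 and 3. The ventricular light chains Myl2 and Myl3 were at 81.0 and 188 FPKM in WT/TAC replicate 1 and at no less than 9735 and 7011 FPKM in the other libraries.
Genes with a mean of at least 0.5 FPKM over the 6 libraries, 12520 in number, were tested with limma on log2(FPKM + 0.5) with a variance trend, and p was adjusted by the Benjamini-Hochberg method. In the Supplemental Data every gene has a P under 0.05 and a ratio of means of at least 1.2, and the same pair of limits was set here on the unadjusted limma p and the fitted fold. The paper's text names a 2-sample test and the limit on P but no fold limit or software for these genes. Genes past this pair here are called DEGs at the study's thresholds, and a gene rose or fell only if it passed them. In simulated libraries of this size, with noise independent between genes, 5.00% of unchanged genes passed them, and of genes changed by a log2 of 1, 91% passed them and 41.2% passed an adjusted p of 0.05. The first share follows from the limit on p. Genes of the real libraries vary together, as the atrial genes do, so these shares are not error rates or power for the real data. Gene lists were compared with all other genes by camera with a preset correlation of 0.01. The test, the filter, the lists and the rule for the genes named were set before the deposited values were examined, but after the paper's tables of folds from these libraries had been seen.

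**Figure D2:**
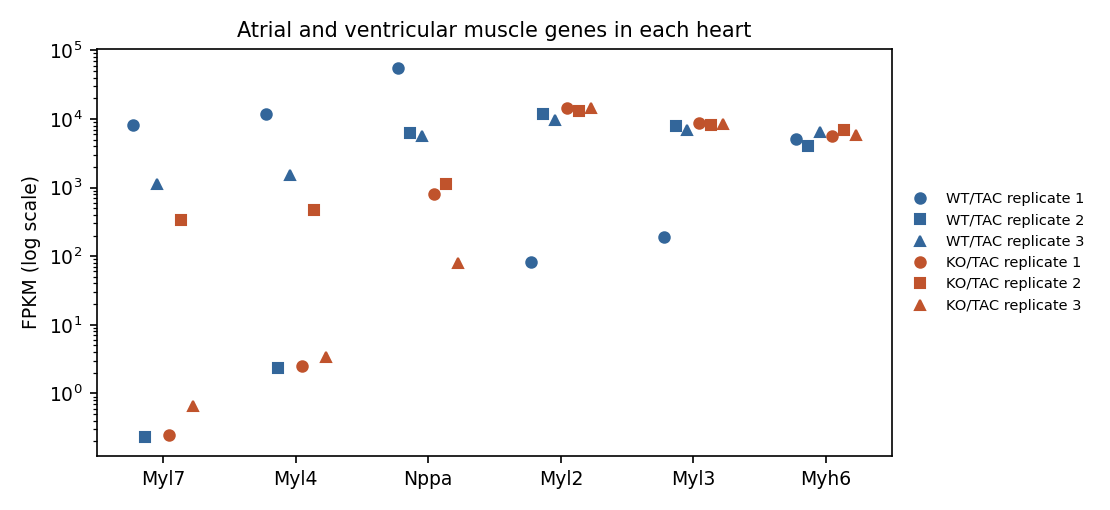
FPKM of chamber markers on a log axis, with a point for each of the 3 WT/TAC (blue) and 3 KO/TAC (orange) hearts and circle, square and triangle for replicates 1, 2 and 3. WT/TAC replicate 1 has the highest atrial Myl7, Myl4 and Nppa and the lowest ventricular Myl2 and Myl3.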

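Genes of the matrix and of the stress response were among those that fell in KO/TAC hearts with the smallest p. Ccn2 (Entrez Gene 14219), a matricellular protein induced by TGF-β, fell from 346 ± 134 FPKM (SD, n = 3) in WT/TAC to 36.5 ± 1.63 FPKM (SD, n = 3) in KO/TAC, a log2 fold change of -3.14 (standard error 0.29, adjusted p = 0.0706). Its values were 463, 373 and 200 FPKM in the WT/TAC hearts and 35.7, 38.4 and 35.5 FPKM in the KO/TAC hearts. Elastin (Eln) fell from 49.7 ± 10.4 to 18.0 ± 1.15 FPKM, and biglycan (Bgn), a matrix proteoglycan, from 394 ± 44.9 to 167 ± 26.2 FPKM. Ppp1r15a, which relieves the translational block of the stress response, fell from 29.4 ± 2.05 to 15.1 ± 0.693 FPKM and the transcription factor Maff from 12.2 ± 0.719 to 5.78 ± 0.501 FPKM. Krt18, a keratin, Fstl3, an activin inhibitor, and Gm42226 had log2 fold changes of -2.29, -1.39 and -1.30. From Eln to Gm42226 the adjusted p was 0.109 to 0.110. The only genes under an adjusted p of 0.05 carry no symbol in the RefSeq table. Entrez Gene 108168691 rose from 0.06 ± 0.104 to 8.00 ± 2.60 FPKM (adjusted p = 0.0368), and Entrez Gene 105246618 was listed at 0 in every WT/TAC heart and at 3.78 ± 1.26 FPKM in KO/TAC (adjusted p = 0.0452).
At the study's thresholds 1387 genes differed, 618 higher and 769 lower in KO/TAC, and 201 of them had a log2 fold change of at least 1 in size. The groups did not overlap in 2285 of the 12520 genes, or 18.3%, where chance alone separates 10% on average over all splits. Genes vary together, so a single split can lie far from that average. Overlap was not counted in other splits, so no excess is read from this share. Of the 1232 genes in the paper's Supplemental Data, all had the same sign and a fold of means within 1% in the deposited values, 1216 passed the filter and 1059 passed the thresholds here. Without WT/TAC replicate 1, the library with the highest Myl7, 14 genes passed the adjusted p of 0.05, Eln and Ccn2 among them, and 1876 passed the study's thresholds. With log2 Myl7 as a covariate, a model chosen after the levels of atrial genes were seen, 1231 genes passed. The 3 libraries with Myl7 under 1 FPKM were also taken alone, but they hold only 1 WT/TAC heart, so no count is given for them. The adjusted count was 0 without WT/TAC replicate 2 or KO/TAC replicate 3 and 1 without WT/TAC replicate 3 or KO/TAC replicate 2, and the count at the study's thresholds was 898 without KO/TAC replicate 2 and 631 without KO/TAC replicate 3.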

We identified a total of 1228 differentially expressed genes (DEGs) between the two groups (Supplementary material online, *Supplemental Data*). 

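Most of the matrix genes tested fell in the KO/TAC hearts. Of 54 extracellular matrix genes tested, 33 fell and none rose, 23 when adjusted over the list alone, with a median log2 fold change of -0.77 (camera adjusted p = 6.83e-20, adjusted p = 0.185 with an estimated correlation). Of 45 genes of TGF-β signalling, which drives fibroblast activation, 18 fell and none rose, 15 when adjusted over the list alone, with a median of -0.39 (adjusted p = 1.29e-10, and 0.185 with an estimated correlation). Ltbp3, which holds latent TGF-β in the matrix, fell from 24.7 ± 2.35 FPKM (SD, n = 3) to 13.0 ± 2.10 FPKM (SD, n = 3), a log2 fold change of -0.91 (standard error 0.15, adjusted p = 0.180). Of 50 genes of NF-κB signalling, 14 fell and 1 rose, with 1 lower and 0 higher when adjusted over the list alone and a median of -0.24 (adjusted p = 6.56e-06, and 0.314 with an estimated correlation). The gene that rose was Tab1, an adaptor of the kinase TAK1, at 6.60 ± 0.141 and 9.92 ± 0.991 FPKM.
The HCM pathway was split into 2 lists. Of 43 genes for integrins, hormones and calcium channels, 11 fell and 4 rose, 4 lower and 1 higher when adjusted over the list alone, with a median of -0.25 (adjusted p = 0.0322, and 0.223 with an estimated correlation). Of 21 genes of the sarcomere and the dystrophin complex, 1 fell and none rose, 0 when adjusted over the list alone by limma, where Lmna was the only member under an unadjusted p of 0.05 and past the fold limit, and the median was 0.14 (adjusted p = 0.194). Lmna, a nuclear lamin, fell from 76.5 ± 11.4 to 58.7 ± 5.42 FPKM.
Markers of fibroblasts, activated fibroblasts, mesothelium and valves also had negative medians, -0.75, -1.28, -1.50 and -0.80, as did the 10 atrial markers, with -1.42 (adjusted p = 0.0148, and 0.401 with an estimated correlation), a call lost without WT/TAC replicate 1 (0.0830), WT/TAC replicate 3 (0.108) or KO/TAC replicate 1 (0.0620), over a range of 1.36e-04 to 0.108. Without WT/TAC replicate 1, where the atrial markers were highest, the medians of fibroblast, activated fibroblast, mesothelial and valve markers were -0.50, -1.80, -0.69 and -1.18. Without the same library 34 matrix, 24 TGF-β, 12 NF-κB and 13 HCM integrin, hormone and calcium genes were lower, with medians of -0.78, -0.37, -0.16 and -0.17. In only the 3 libraries with Myl7 under 1 FPKM, 1 WT/TAC and 2 KO/TAC, the medians of these gene lists were -0.87, -0.33, -0.18 and -0.03. The call on the HCM integrin list was lost without WT/TAC replicate 3 (adjusted p = 0.0997), without KO/TAC replicate 3 (0.0746) and with a minimum mean of 5 FPKM (0.0946), over a range of 0.0129 to 0.0997. The sarcomere list was higher in KO/TAC without WT/TAC replicate 2 (adjusted p = 0.0301) or WT/TAC replicate 3 (0.0496), over a range of 0.0301 to 0.833, and its median was -0.01 without WT/TAC replicate 1, with 2 higher and 3 lower, and -0.02 in only the libraries with Myl7 under 1 FPKM. Fewer genes were lower without a KO/TAC heart, 21 matrix genes without replicate 3, 7 and 5 NF-κB genes without replicates 2 and 3 (9 without WT/TAC replicate 3) and 5 and 6 HCM integrin, hormone and calcium genes without replicates 2 and 3, and Lmna passed only without WT/TAC replicate 1 when a library was left out. The paper takes the lower expression of HCM, TGF-β and NF-κB genes among its DEGs as molecular support for less pathological remodelling.

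**Figure D3:**
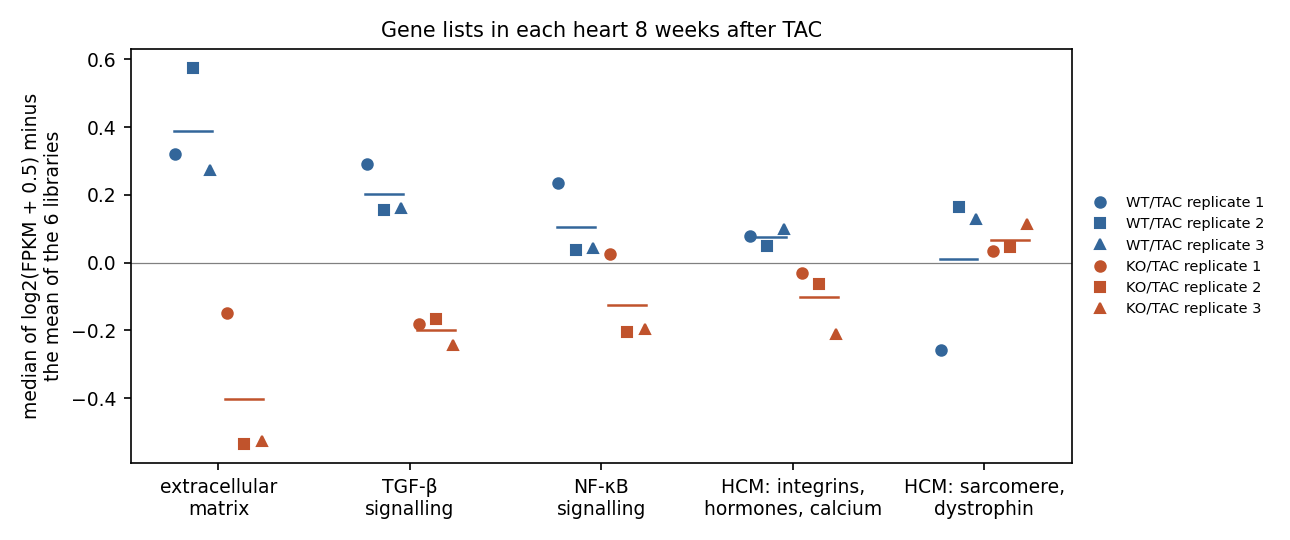
Median over the tested genes of each list of log2(FPKM + 0.5), after subtracting each gene's mean over the 6 libraries, with a point per library (blue, WT/TAC; orange, KO/TAC; circle, square and triangle, replicates 1, 2 and 3), short lines for group means and a grey line at 0. For matrix and TGF-β genes all 3 KO/TAC points lie below all 3 WT/TAC points.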

Functional annotation of these genes using DAVID (https://david.ncifcrf.gov) showed that HCM-, TGF-β signalling-, and NF-κB signalling-related genes were significantly down-regulated in miR-27b-null heart (*Figure 2M and O*), which supported decreased pathological cardiac remodelling in miR-27b-null mice at the molecular level. Further, we found that miR-27b-3p was up-regulated in the left ventricular tissue of patients with HCM compared to that in healthy controls (*Figure 2P*).

### 3.3 Loss of miR-27b attenuates pathological cardiac remodelling induced by Ang II perfusion

Our previous studies demonstrated that AngII, a key component of the renin–angiotensin system (RAS), plays a key role in the pathogenesis of cardiac remodelling.^21^ We measured the levels of miR-27b-3p in WT and AngII-infused mice. An increased expression of miR-27b-3p was observed in AngII-infused mice (Supplementary material online, *Figure S2F*). To test the role of miR-27b-3p in Ang II-induced pathological cardiac remodelling, we infused miR-27b-null and WT mice with Ang II for 14 days. Similarly, loss of miR-27b significantly reduced heart size; miR-27b-null heart weight/body weight and heart weight/tibia length ratios were significantly decreased (*Figure 3A*). Echocardiography measurements showed that LV wall thickness was significantly lower in miR-27b-null than in WT mice after Ang II infusion (*Figure 3B–D*). The LVIDs and LVIDd of miR-27b-null mice were shorter than those of WT after Ang II infusion; the difference was not statistically significant, perhaps because cardiac hypertrophy was not obvious at 14 days of Ang II infusion (Supplementary material online, *Figure S2G*). In addition, miR-27b-null mice maintained LV function after Ang II perfusion and showed a significantly higher ventricular EF% than did WT mice (*Figure 3E*). Ang II significantly increased the myocardial cross-sectional area in the WT group, an effect which was substantially abolished by loss of miR-27b (*Figure 3F*). Additionally, cardiac fibrosis was suppressed, and IL-1β expression was significantly lower in miR-27b-null mice after Ang II perfusion (*Figure 3G and H*).

**Figure 3:**
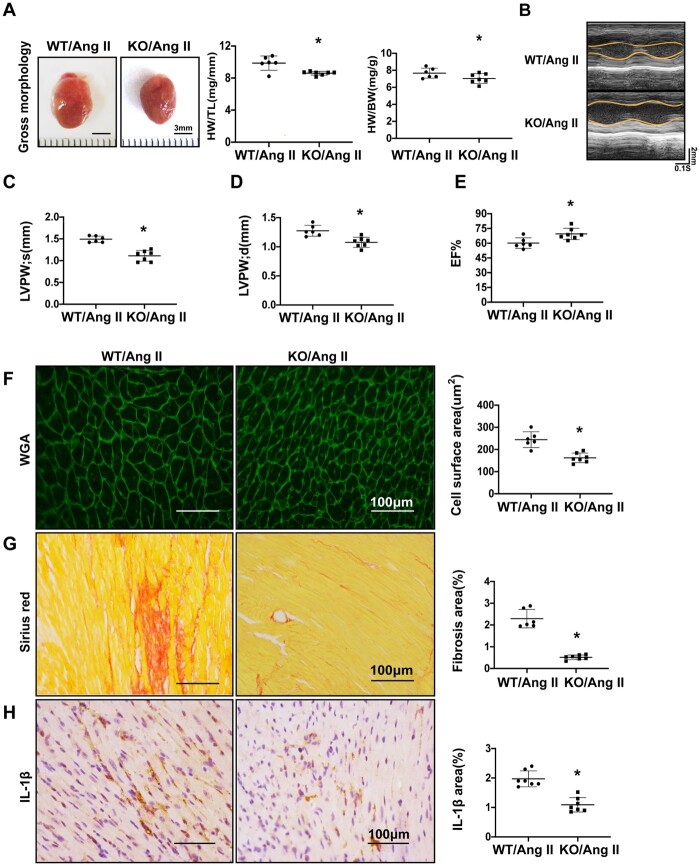
Loss of miR-27b attenuates cardiac pathological remodelling induced by Ang II perfusion. (*A*) Representative images of gross heart morphology of wild-type and miR-27b-null mice after Ang II infusion and quantification of heart weight/body weight ratio and heart weight/tibia length. (*B*) Representative examples of M-mode echocardiography of wild-type and miR-27b-null mice after Ang II infusion (WT *n* = 6, KO *n* = 7). (*C*–*E*) Quantification of left ventricular end-systolic posterior wall thickness (LVPWs; *C*), end-diastolic posterior wall thickness (LVPWd; *D*), and ejection fraction (EF%; *E*) (WT *n* = 6, KO *n* = 7). (*F*) Representative images of heart sections from wild-type and miR-27b-null mice 2 weeks after Ang II infusion. The heart sections were immunostained with WGA, in green. Scale bar, 100 μm. Quantification of the cross-sectional area of the cardiomyocytes is shown in a bar graph (WT *n* = 6, KO *n* = 7). (*G*) The heart sections were immunostained with Sirius Red. Scale bar, 100 μm. Quantification of the fibrosis area of the cardiomyocytes is shown in a bar graph (WT *n* = 6, KO *n* = 7). (*H*) Immunohistochemistry of heart sections with IL-1β antibody, in brown. Scale bar, 100 μm. Quantification of the positive area of the cardiomyocytes is shown in a bar graph (WT *n* = 6, KO *n* = 7). All data are shown as mean ± SD.*P < 0.05; data were compared by two-sample *t*-test.

### 3.4 *FGF1* serves as a target gene of miR-27b-3p

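Lingo3 was among the genes that rose in KO/TAC hearts with the smallest p. It was at 1.42 ± 0.420 FPKM (SD, n = 3) in WT/TAC and 5.06 ± 0.414 FPKM (SD, n = 3) in KO/TAC, a log2 fold change of 1.56 (standard error 0.19, adjusted p = 0.110). Pdp2, the phosphatase that activates pyruvate dehydrogenase, rose from 2.73 ± 1.05 to 9.68 ± 2.13 FPKM (log2 fold change 1.68, standard error 0.27, adjusted p = 0.167). Smco1 rose from 8.78 ± 0.480 to 15.8 ± 1.53 FPKM, and Galnt15, a glycosyltransferase, from 6.65 ± 0.437 to 11.4 ± 0.811 FPKM. LOC630751, Gm43828, Tmem267 and the zinc finger gene Zfp975 had log2 fold changes of 2.33, 1.33, 1.00 and 1.31. Of 15 genes of adult cardiomyocyte function 3 rose and none fell, 2 when adjusted over the list alone, with a median of 0.40 (camera adjusted p = 2.59e-04, and 0.223 with an estimated correlation), and 7 rose without WT/TAC replicate 3 and 5 without KO/TAC replicate 1. Pln, which restrains the calcium pump of the sarcoplasmic reticulum, rose from 1132 ± 186 to 2028 ± 334 FPKM, and Kcnj2, a potassium channel that sets the resting potential, from 3.80 ± 1.58 to 7.75 ± 0.656 FPKM.
Of all genes higher at the study's thresholds, 520 are among the 601 genes of the paper's table that are higher there and passed the filter. The number of genes higher was 941 without WT/TAC replicate 1, which had the highest Myl7, 366 without KO/TAC replicate 1, 396 without KO/TAC replicate 2 and 262 without KO/TAC replicate 3. It was 531 with log2 Myl7 as a covariate.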

Next, we performed RNA-sequencing to profile the transcriptomes of miR-27b-null and WT hearts eight weeks after TAC, and found that 607 genes were up-regulated in the absence of miR-27b. 

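No difference in KO/TAC hearts was detected between genes with a miR-27 site in the 3′ UTR and genes without it. The site, ACTGTGA, pairs with bases 2 to 8 of miR-27b-3p and equally with miR-27a-3p, and it was searched in the longest annotated 3′ UTR of each tested gene (GENCODE M21). The median log2 fold change was 0.00 in 2137 genes with a site and -0.01 in 10183 genes without (camera adjusted p = 0.644 over the 3 tests of sites). Of the genes with a site 109 were higher and 120 lower at the study's thresholds, and 5.10% of them were higher. For 772 genes with the longer 8-base site ACTGTGAA the median was 0.03 (adjusted p = 0.644), with 54 higher and 40 lower, and 6.99% of them were higher against 4.82% without a site. Among 2544 other 7-base sequences found in a number of genes within 20% of that of the site, 422 had as high a mean difference between genes with and without them. Of 23 genes listed as known miR-27 targets 2 rose and 1 fell, 0 when adjusted over the list alone by limma, with a median of 0.13 (adjusted p = 0.375). Spry1, an inhibitor of growth factor signalling, fell from 25.5 ± 7.49 FPKM (SD, n = 3) to 16.4 ± 1.93 FPKM (SD, n = 3), and no longer passed without KO/TAC replicate 2 or 3, with log2 fold changes of -0.54 and -0.56. The preset correlation of 0.01 widens the error of the mean of sets this large, so a small shift could go undetected by camera. The test covers mRNA levels only, and levels of atrial genes differed between the libraries.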

Ninety-two candidates were obtained by intersecting up-regulated genes with miR-27b target genes using prediction systems (http://www.targetscan.org and http://mirdb.org); the top 16 genes were chosen as candidate targets for further validation (*Figure 4A*, Supplementary material online, *Figure S2H*). We examined whether these candidate genes could be inhibited by miR-27b-3p mimic in H9c2 cells. As detected by qPCR, three targets (*FGF1, PPAR-γ*, and *Dram2*) were significantly inhibited by miR-27b-3p mimic compared to the NC mimic (*Figure 4B*). miR-27b-3p has only one binding site in the 3'-UTR of *PPAR-γ* (a known target of miR-27b)^22^ and *Dram2* (an oncogenic regulator) (Supplementary material online, *Figure S2I*), but three in the 3'-UTR of *FGF1* (*Figure 4C*). *FGF1*, a member of the FGF family, is crucial for regulation of glucose and fat metabolism.^23,24^ We detected the FGF1 protein levels in multiple organs and found that it is highly expressed in the heart (Supplementary material online, *Figure S2J*). Therefore, we speculated that *FGF1* might be a target of miR-27b-3p involved in cardiac remodelling.

**Figure 4:**
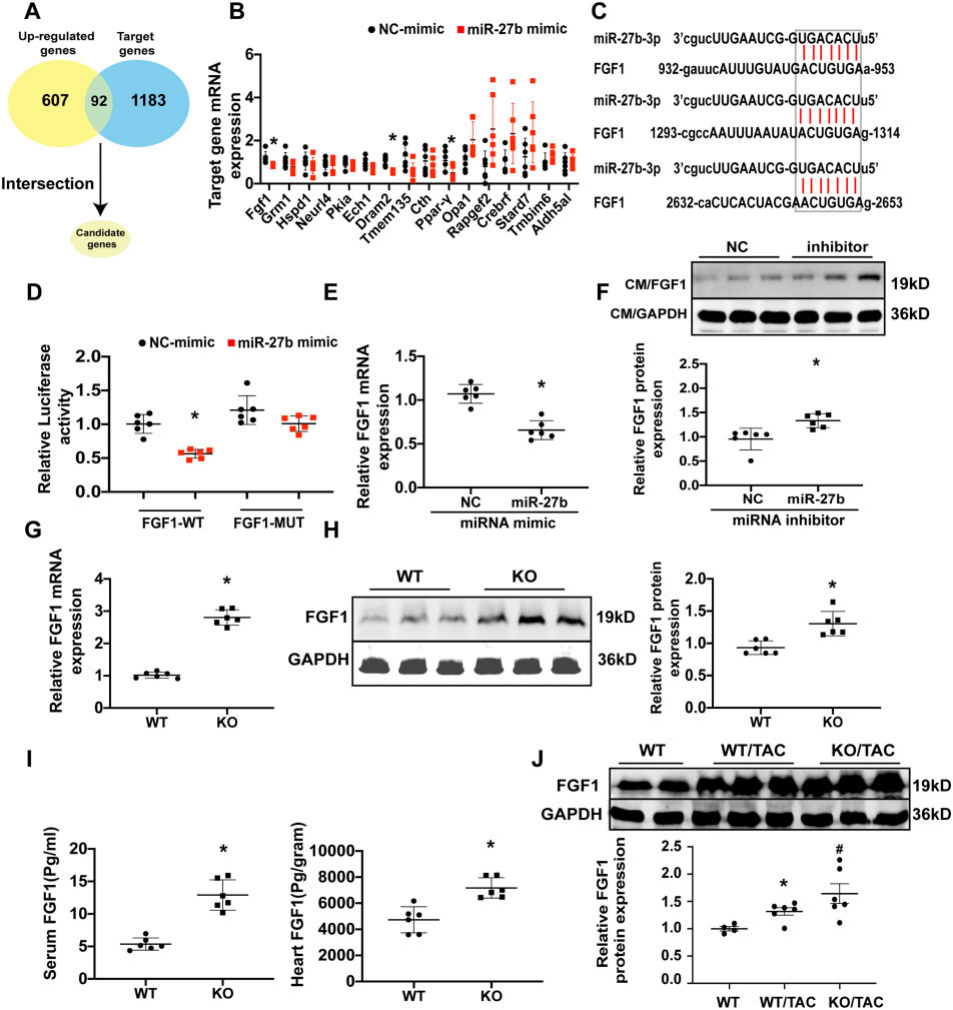
FGF1 serves as a target gene of miR-27b-3p. (*A*) Workflow to identify the candidate target genes of miR-27b-3p through our RNA-sequencing data and microRNA target prediction systems (www.microrna.org). (*B*) qPCR of top 16 candidate target genes in miR-27b-3p-mimic- or NC-mimic-treated H9c2 cells *in vitro*. (*C*) Predicted binding sites of FGF1 as a target of miR-27b-3p. (*D*) Luciferase assay confirmed miR-27b-3p association with FGF1 mRNA 3'-UTR. Constructs carrying the FGF1 3ʹ UTR or not (vector) were co-transfected with scramble NC mimic or miR-27b-3p mimic in 293T cells (*n* = 6). (*E*) qPCR analysis of the mRNA expression of FGF1 in NC-mimic- or miR-27b-3p-mimic-treated isolated cardiomyocytes (*n* = 6). (*F*) Western blot analysis of FGF1 protein expression in NC-inhibitor- or miR-27b-3p inhibitor-treated cardiomyocytes; GAPDH was used as a loading control (*n* = 6). (*G*) qPCR analysis of the mRNA expression of FGF1 in cardiac tissue of wild-type and miR-27b-null mice (*n* = 6). (*H*) Western blot analysis of FGF1 protein expression in whole heart of wild-type or miR-27b-null mice; GAPDH was used as a loading control (*n* = 6). (*I*) Concentration of FGF1 in heart or serum of wild-type and miR-27b-null mice assessed by ELISA (*n* = 6). (*J*) Western blot analysis of FGF1 protein expression in whole heart of wild-type and mir27b-3p-null mice after TAC; GAPDH was used as a loading control (*n* = 8). All data are shown as mean ± SD.*P < 0.05 compared to NC mimic (*B, D, E*) or NC inhibitor (*F*) or WT (*G, H, I, J*); ^#^*P* < 0.05 compared to WT/TAC. For two groups, data were compared by two-sample *t*-test. For more than two groups, data were compared by one-way ANOVA with Bonferroni *post hoc* test.

The expression of miR-27b-3p was seven times higher in H9c2 cells transfected with miR-27b mimic than in NC mimic transfected cells. As the miR inhibitor was a single-stranded antisense RNA against miRNAs with 2’-O-Me modification, it could not change the expression of miR. Alternatively, the protein expression of PPAR-γ, a known target of miR-27b, increased by 50% after miR-27b inhibitor transfection (Supplementary material online, *Figure S2K–L*). Luciferase reporter assay revealed that miR-27b-3p can repress *FGF1* by binding its 3'-UTR. When the three binding sites of miR-27b-3p were mutated, the repression was lost (*Figure 4D*), demonstrating that miR-27b-3p directly targets *FGF1*. Further, qPCR analysis confirmed that miR-27b-3p mimic treatment inhibits FGF1 expression in isolated cardiomyocytes (*Figure 4E*). Moreover, FGF1 protein expression increased in cardiomyocytes treated with miR-27b-3p inhibitor (*Figure 4F*). Consistent with *in vitro* observations, the expression of FGF1 mRNA and protein was significantly higher in miR-27b-null mice than in WT mice (Supplementary material online, *Figure S4G* and *H*). Similarly, ELISA showed that the concentration of FGF1 increased in the serum and heart of miR-27b-null mice (*Figure 4I*). Moreover, we found that FGF1 expression in miR-27b KO mice was significantly increased in the TAC model compared to that in WT mice (Supplementary material online, *Figure S4J*). These results indicate that *FGF1* serves as a target gene of miR-27b-3p.

### 3.5 FGF1 enhances mitochondrial oxidative function

Next, we investigated whether FGF1 is involved in cardiomyocyte hypertrophy. To analyse morphological changes, we treated cardiomyocytes with rFGF1, miR-27b-3p inhibitor, or miR-27b-3p mimic for 48 h, then immunostained for α-actinin. PE-induced hypertrophy was decreased in cardiomyocytes treated with either rFGF1 or miR-27b inhibitor when comparing with that in cardiomyocytes treated with vehicle or NC inhibitor (*Figure 5A and B*). Additionally, in response to the miR-27b-3p stimulus, cardiomyocyte area, atrial natriuretic peptide (ANP), and BNP mRNA levels were decreased in rFGF1-treated cardiomyocytes compared with those in vehicle-treated cardiomyocytes (Supplementary material online, *Figure S3A–C*). Similarly, the protein levels of ANP and BNP were decreased in rFGF1-treated cardiomyocytes compared with those in vehicle-treated cardiomyocytes (Supplementary material online, *Figure S3D*). 

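More genes of mitochondrial energy metabolism rose than fell in the KO/TAC hearts. Of 36 genes of fatty acid oxidation 23 rose and none fell, 2 when adjusted over the list alone, with a median log2 fold change of 0.60 (camera adjusted p = 1.09e-16, and 0.232 with an estimated correlation). Decr1, which handles unsaturated fatty acids in the mitochondrion, rose from 109 ± 17.4 FPKM (SD, n = 3) to 181 ± 19.7 FPKM (SD, n = 3), and Etfa, which passes electrons from acyl-CoA dehydrogenases to the respiratory chain, from 256 ± 30.6 to 425 ± 66.9 FPKM, each with an adjusted p of 0.251. Of 26 genes of the tricarboxylic acid cycle 9 rose and none fell, 1 when adjusted over the list alone, with a median of 0.32 (adjusted p = 3.60e-10, and 0.223 with an estimated correlation). Idh1, the cytosolic isocitrate dehydrogenase, rose from 17.7 ± 0.671 to 25.9 ± 1.37 FPKM (log2 fold change 0.54, standard error 0.10, adjusted p = 0.229), and Suclg1, a subunit of succinyl-CoA ligase, from 246 ± 34.3 to 348 ± 18.9 FPKM. The member that passed when adjusted over the list alone was Idh1, which is cytosolic rather than mitochondrial.
Of 37 genes of respiratory complex I 16 rose, and of 42 genes of complexes II to V 13 rose. None fell in either list, and by limma 0 passed when adjusted over the list alone. The medians were 0.33 (adjusted p = 1.03e-13, and 0.210 with an estimated correlation) and 0.31 (adjusted p = 5.66e-13, and 0.185 with an estimated correlation). Ndufv2, of complex I, rose from 262 ± 24.0 to 365 ± 27.8 FPKM, Atp5pb, of ATP synthase, from 545 ± 68.2 to 794 ± 83.3 FPKM and Cox7a1, of cytochrome c oxidase, from 1438 ± 230 to 2065 ± 140 FPKM. WT/TAC replicate 1, which had the highest Myl7, had the lowest medians of all 4 lists. Without it the medians were 0.37 for fatty acid oxidation, with 18 genes higher, 0.20 for the tricarboxylic acid cycle, with 9 higher, and 0.25 and 0.26 for complex I and complexes II to V, with 13 and 18 higher. Without KO/TAC replicate 1, 2 or 3, in turn, 5, 8 and 4 genes of complex I and 5, 6 and 1 genes of complexes II to V were higher, without replicate 2 or 3 those of fatty acid oxidation numbered 13 and 8, and without replicate 3 the tricarboxylic acid cycle had 3 and Cox7a1 (log2 fold change 0.48) did not pass. All 14 cardiomyocyte markers had a positive and all 14 fibroblast markers a negative log2 fold change, while the medians of endothelial and macrophage markers were 0.20 and -0.14. With log2 Myl7 as a covariate the fatty acid oxidation median was 0.53, with 14 genes higher, and that of the tricarboxylic acid cycle 0.28, with 7 higher. For complex I and complexes II to V it was 0.27 and 0.29, with 8 and 6 higher. In only the 3 libraries with Myl7 under 1 FPKM, of which 1 is WT/TAC, the medians in the same order were 0.49, 0.20, 0.25 and 0.28.

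**Figure D4:**
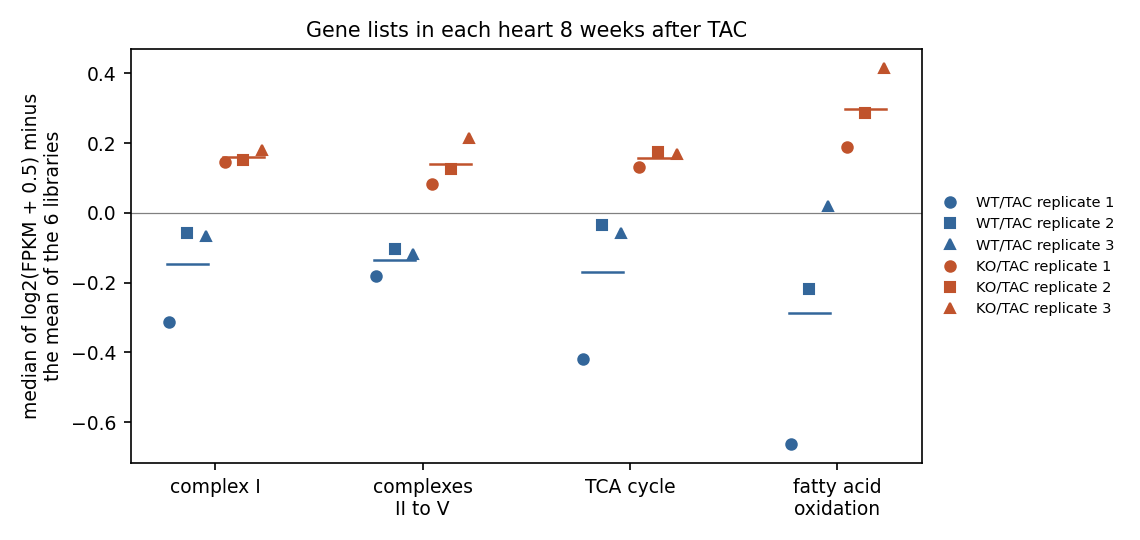
Median over the tested genes of each list of log2(FPKM + 0.5), after subtracting each gene's mean over the 6 libraries, with a point per library (blue, WT/TAC; orange, KO/TAC; circle, square and triangle, replicates 1, 2 and 3), short lines for group means and a grey line at 0. In all 4 lists the 3 KO/TAC points lie above the WT/TAC points, and WT/TAC replicate 1 lies lowest.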

Functional annotation of the cardiac DEGs between miR-27b-null and WT mice post-TAC using DAVID revealed forward signalling in multiple metabolic processes, including oxidative phosphorylation, tricarboxylic acid cycle, and fatty acid oxidation (*Figure 5C*, Supplementary material online, *Figure S4A*). Therefore, we hypothesized that FGF1 up-regulation might be responsible for the enhanced mitochondrial function. We then determined the effect of rFGF1 on mitochondrial respiratory capacity by measuring OCR, a strong indicator of mitochondrial function, with seahorse XF. Compared with vehicle, rFGF1 treatment significantly up-regulated the basal respiration and maximum respiratory capacity in cardiomyocytes (*Figure 5D and F*). Dysfunction of energy metabolism is an important part of cardiac pathological remodelling.^25,26^ As peroxisome proliferator-activated receptor γ coactivator-1α/β (PGC1-α/PGC1β) are important regulators of mitochondrial function,^27,28^ we tested whether rFGF1 treatment up-regulated their expression in the heart. PGC1-α/β protein levels were higher in the heart from rFGF1 treatment than that of vehicle treatment (Supplementary material online, *Figure S5G*). Next, we knocked down FGFR1 to investigate whether FGF1 enhances the expression of PGC1-α/β via its receptor. The results showed that compared to vehicle control, rFGF1 treatment significantly increased the expression of PGC1-α/β in H9c2 cells, but the effect was abolished when FGFR1 was knockdown (Supplementary material online, *Figure S5H*). These findings indicated that FGF1-FGF1R signalling enhances mitochondrial oxidative function via up-regulating PGC1-α/β.

**Figure 5:**
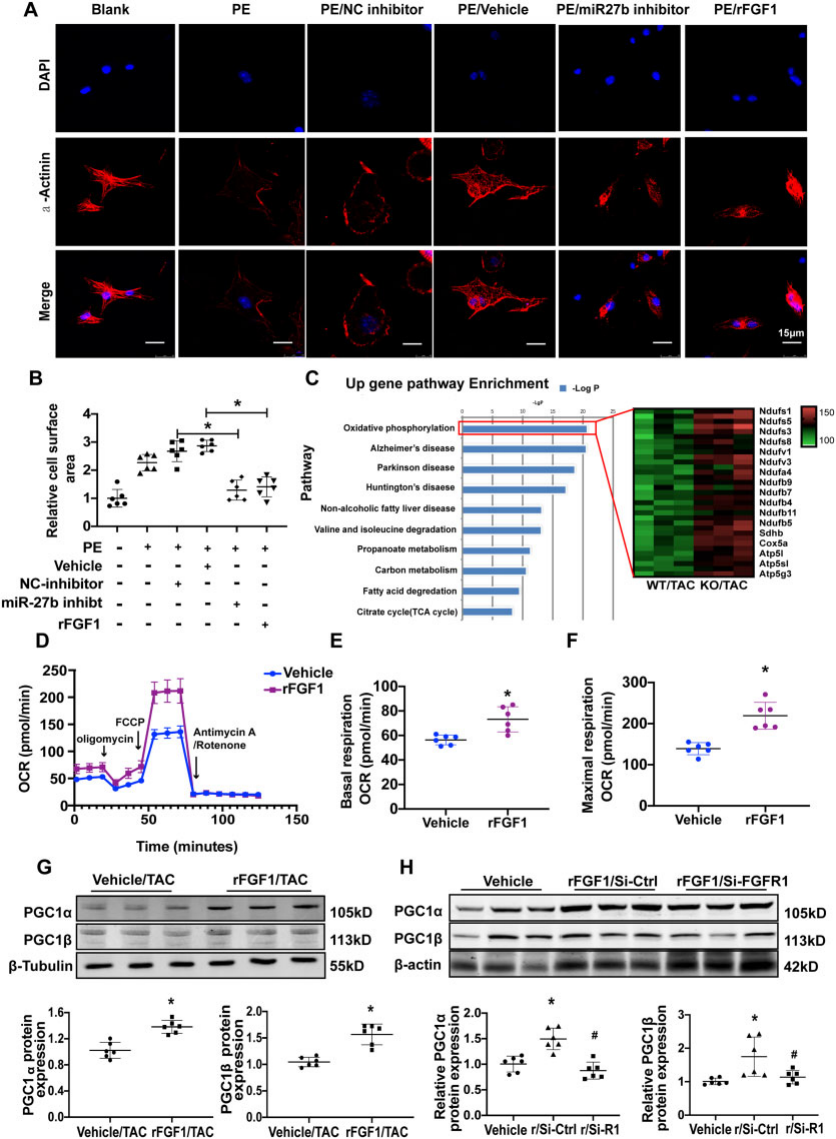
FGF1 up-regulates mitochondrial oxidative function and inhibits cardiomyocyte hypertrophy. (*A*) Isolated mouse neonatal cardiomyocytes (NCMs) were infected with rFGF1 or miR-27b-3p inhibitor, vehicle, and inhibitor-NC as control, respectively, and treated with PE. Cardiomyocytes were stained for α-actinin (red), and DAPI staining was used to visualize the nuclei (blue). Scale bar, 15 μm. (*B*) Quantification of fold change in mean cell surface area of α-actinin-immunostained cardiomyocytes (*n* = 6). (*C*) Pathway enrichment analysis using DAVID. Gene ontology (GO) annotation of the differentially expressed genes from the hearts of 8-week-old miR-27b-null and wild-type mice after TAC (*n* = 3). (*D*–*F*) In assays of mitochondrial respiration using extracellular flux analysis, basal oxygen consumption (*E*) and maximum oxygen consumption rate (*F*) (OCR) were measured in cultured NCMs, following treatment with vehicle or rFGF1 (both 100 ng/mL) for 24 h (*n* = 6). (*G*) Immunoblot for PGC-1α/PGC-1β in the heart from vehicle or rFGF1-treated mice 8 weeks after TAC (*n* = 6). (*H*) Immunoblot for PGC-1α/PGC-1β in H9c2 cells treated with vehicle or rFGF1 and rFGF1/siFGFR1 for 24 h (*n* = 6). All data are shown as mean ± SD.*P < 0.05 compared to Vehicle (*E, F*) or Vehicle/TAC (*G*); ^#^*P* < 0.05 compared to rFGF1/Si-Ctrl (*H*). R/Si-control means rFGF1+control-SiRNA, and R/Si-R1 means rFGF1+FGFR1-SiRNA. For two groups, data were compared by two-sample *t*-test; for more than two groups, data were compared by one-way ANOVA with Bonferroni *post hoc* test.

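Of the 17 genes drawn for the respiratory chain in panel C, 12 were higher in KO/TAC hearts at the study's thresholds. Cox5a, of cytochrome c oxidase, rose from 971 ± 118 FPKM (SD, n = 3) to 1312 ± 39.8 FPKM (SD, n = 3), a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.334). Ndufs1, of complex I, rose from 209 ± 20.3 to 278 ± 35.1 FPKM, Sdhb, of complex II, from 722 ± 106 to 945 ± 33.2 FPKM and Atp5g3, of ATP synthase, from 1913 ± 303 to 2562 ± 116 FPKM. Ndufs3, Ndufs5, Ndufs8, Ndufv3, Ndufa4, Ndufb5, Atp5l and Atp5sl, the last of which carries the newer symbol Dmac2, were the others that rose. Ndufv1, Ndufb4, Ndufb7, Ndufb9 and Ndufb11, also of complex I, did not pass, with log2 fold changes of 0.26, 0.29, 0.25, 0.27 and 0.21. The ratio of KO/TAC to WT/TAC means over the 17 genes ran from 1.15 to 1.35. In all 17 genes the groups did not overlap, with KO/TAC above, where chance alone separates 10% of genes on average over all splits, counting both directions. No adjusted p from limma was under 0.334, and the study drew these genes from the same libraries, so their direction is not independent evidence. Without WT/TAC replicate 2 or 3, 8 of the 17 passed, and without KO/TAC replicate 1, 2 or 3, 3, 6 and 1 did.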

### 3.6 FGF1 attenuates the pathological cardiac remodelling induced by TAC and Ang II

As FGF1 improved mitochondrial oxidative phosphorylation, we explored the role of FGF1 in pathological cardiac remodelling using two independent cardiac hypertrophy models, TAC and Ang II. As shown in Supplementary material online, *Figure S4B*, WT mice (8–10 weeks old) received intraperitoneal injection of rFGF1 at a dose of 0.5 mg/kg or saline every other day from the day of TAC operation or Ang II infusion, until the end of the experiments. TAC induced a significant increase in the size of WT mouse hearts, but this was substantially suppressed by rFGF1 treatment (*Figure 6A*). Moreover, heart weight/body weight and heart weight/tibia length ratios significantly decreased in rFGF1-treated mice (*Figure 6B and C*). Echocardiography showed that the LV wall thickness and LV mass were significantly lower in rFGF1- than in the vehicle-treated group (*Figure 6D and E*). EF% and FS% were also significantly higher following rFGF1 treatment (*Figure 6E and F*), demonstrating that rFGF1 can attenuate the decrease in cardiac contractility caused by TAC. The cross-sectional area of cardiomyocytes was also significantly reduced upon rFGF1 treatment compared to that in the vehicle treatment (*Figure 6H*). Finally, the interstitial and perivascular fibrosis area and the expression of p-Smad3 also significantly decreased in rFGF1-treated mice (*Figure 6I*, Supplementary material online, *Figure S4C*).

**Figure 6:**
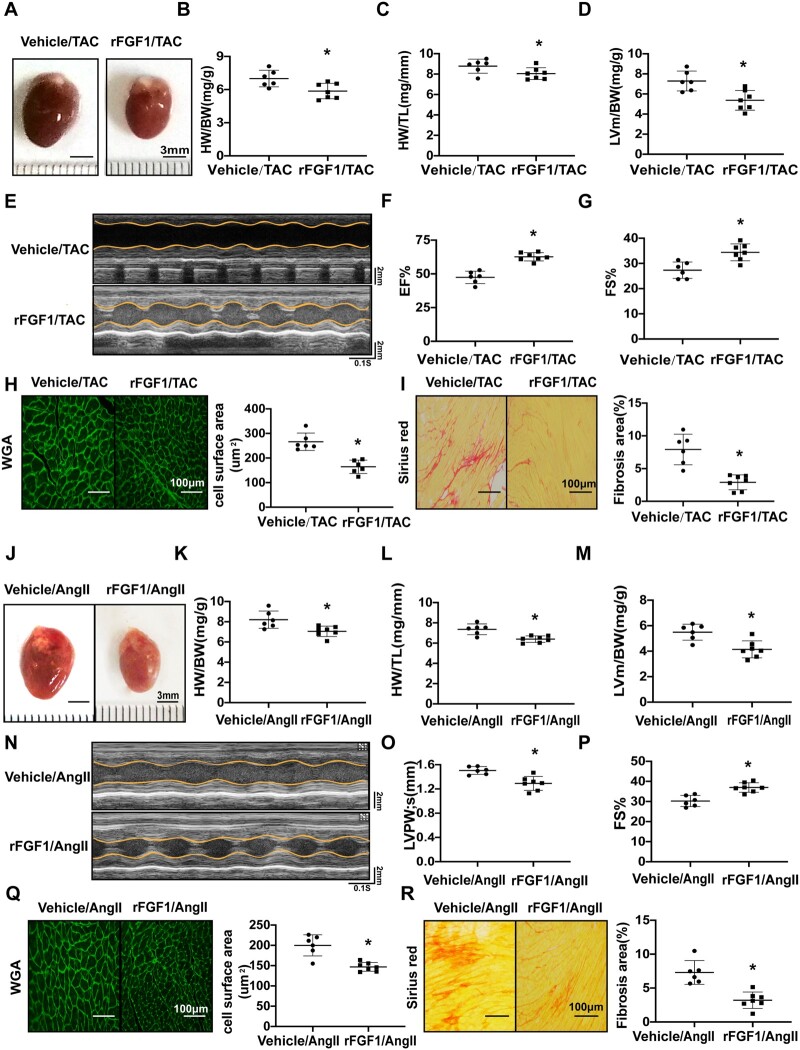
FGF1 attenuates the pathological cardiac remodelling induced by TAC and Ang II. (*A*) Representative images of gross heart morphology of vehicle- and FGF1-treated mice after TAC. Scale bar, 3 mm (Vehicle *n* = 6, FGF1-treated *n* = 7). (*B*–*C*) Quantification of heart weight/body weight ratio (HW/BW; *B*) and heart weight/tibia length (HW/TL; *C*) (Vehicle *n* = 6, FGF1-treated *n* = 7). *D*, Quantification of LV mass/BW (*D*) after TAC (Vehicle *n* = 6, FGF1-treated *n* = 7). (*E*–*G*) Representative examples of M-mode echocardiography of vehicle- and FGF1-treated hearts subjected to pressure overload (*E*). Quantification of left ventricular EF% (*F*) and FS% (*G*) (Vehicle *n* = 6, FGF1-treated *n* = 7). (*H*) Representative images of heart sections from vehicle- and FGF1-treated mice after TAC. Sections were immunostained with WGA, in green. Scale bar, 100 μm. Quantification of the cross-sectional area of cardiomyocytes is shown in a bar graph (Vehicle *n* = 6, FGF1-treated *n* = 7). (*I*) The heart sections were immunostained with Sirius Red (scale bar, 100 μm). Quantification of the fibrosis area of cardiomyocytes is shown in a bar graph (Vehicle *n* = 6, FGF1-treated *n* = 7). (*J*) Representative images of gross heart morphology of vehicle- and FGF1-treated mice after Ang II infusion (Vehicle *n* = 6, FGF1-treated *n* = 7). Scale bar, 3 mm. (*K* and *L*) Quantification of HW/BW (*K*) and HW/TL (*L*) (Vehicle *n* = 6, FGF1-treated *n* = 7). (*M*) Quantification of left ventricular LV mass/BW after Ang II infusion (Vehicle *n* = 6, FGF1-treated *n* = 7). (*N*–*P*) Representative examples of M-mode echocardiography of vehicle- and FGF1-treated hearts subjected to Ang II infusion. Quantification of LVPWs (*O*) and FS% (*P*) (Vehicle *n* = 6, FGF1-treated *n* = 7). (*Q* and *R*) Representative images of heart sections from vehicle- and FGF1-treated mice after TAC. Sections were immunostained with WGA, in green. Quantification of the cross-sectional area of cardiomyocytes is shown in a bar graph (*Q*). The heart sections were immunostained with Sirius Red, and quantification of the fibrosis area of the cardiomyocytes is shown in a bar graph (*R*) (Vehicle *n* = 6, FGF1-treated *n* = 7). Scale bar, 100 μm. All data are shown as mean ± SD.*P < 0.05 compared to Vehicle/TAC (*B, C, D, F, G, H, I*) or Vehicle/Ang II (*K, L, M, O, P, Q, R*). Data were compared by two-sample *t*-test.

We also explored the role of FGF1 in pathological cardiac remodelling through Ang II perfusion. rFGF1 treatment substantially suppressed the increase in heart size caused by Ang II (*Figure 6J*). The heart weight/body weight and heart weight/tibia length ratios significantly decreased in the rFGF1 group (*Figure 6K and L*). Echocardiographic analysis showed that in rFGF1-treated mice, the LV wall thickness, LV mass/BW, and LVPWs were significantly lower, while FS% was significantly higher than those in the vehicle-treated mice (*Figure 6M–P*). Finally, rFGF1 treatment significantly reduced the myocardial cell cross-sectional area (*Figure 6Q*) and cardiac fibrosis (*Figure 6R*). Collectively, our data indicated that rFGF1 treatment could reduce cardiac hypertrophy, fibrosis, and contractile dysfunction under pressure overload or Ang II infusion.

## 4. Discussion

In this study, we demonstrated that pathological cardiac remodelling, induced by pressure overload or Ang II infusion, was attenuated in miR-27b-null mice. miR-27b-3p inhibited the expression of FGF1, which promoted mitochondrial oxidative phosphorylation via PGC1α/PGC1β. Finally, rFGF1 treatment attenuated the pathological cardiac remodelling in both the TAC and the Ang II infusion models.

Different mechanisms by which miRNAs regulate HF and cardiac remodelling have been described. It would thus be ideal to test mir-27b-3p expression in heart samples from patients with severe aortic stenosis and long-standing hypertension. However, it is difficult to obtain cardiac samples from these patients. Moreover, although HCM is a genetic cardiomyocyte-intrinsic disease, there are common pathological changes (such as cardiomyocyte hypertrophy and fibrosis) and common activating signal pathways (such as TGF-β/SMAD3) between HCM and severe aortic stenosis or long-standing hypertension.^29,30^ Thus, we tested whether mir-27b-3p was up-regulated in hypertrophic heart tissue from patients with HCM. Here, we found that miR-27b-3p expression was elevated in the heart of cardiac hypertrophy patients and in TAC-operated mice. Considering that miRNAs are small (21–22 nucleotides) non-coding RNAs that can diffuse into serum, our results might explain the previous finding that circulating miR-27b levels are higher in patients with hypertrophic cardiomyopathy than in healthy controls.^7^ Previous studies proved that cardiomyocyte-specific overexpression of miR-27b induces cardiac hypertrophy and dysfunction in mice.^15^ However, different studies demonstrated that overexpression of specific miRNAs cannot fully recapitulate their endogenous role. For example, miR-22 had been linked to cancer and considered a tumour suppressor.^31^ In contrast, miR-22 overexpression induces myelodysplastic syndrome and bone marrow malignancies in mice.^32,33^ These contradictory data suggest that overexpression of miRNAs does not reveal the actual physiological/pathological role of endogenous miRNAs. In the present study, we proved from multiple angles that miR-27b inhibition attenuates pathological cardiac remodelling, as follows: (i) pathological cardiac remodelling was attenuated by systemic loss of miR-27b function in two established cardiac hypertrophy mouse models; (ii) multi-dimension data demonstrated the protective role of miR-27b loss in cardiac remodelling, including echocardiographic analysis showing improvement of cardiac systolic/diastolic function; (iii) pathological examination showed decrease of collagen deposition and reduction of cardiomyocyte hypertrophy and inflammatory factors; and (iv) unbiased RNA-sequencing analysis revealed that miR-27b-null significantly repressed the pro-fibrotic (i.e. TGF-β), hypertrophic (i.e. HCM), and pro-inflammatory (i.e. NF-κB) pathways. These robust findings demonstrated that inhibition of miR-27b plays a protective role in pathological cardiac remodelling.

In search of genes regulated by miR-27b-3p, we found that FGF1 was significantly up-regulated in miR-27b-null mice. In comparison with that in vehicle-treated mice, FGF1 protein expression in miR-27b KO mice was significantly increased. FGF1 is an autocrine/paracrine factor, and recombinant human FGF1 has been clinically used to facilitate wound/burn repair and ulcer regeneration for decades.^34,35^ Recently, FGF1 was shown to be crucial for the management of nutrient stress, glycaemic control, and insulin sensitivity.^24,36,37^ Jonker *et al*.^38^ discovered an unexpected metabolic role for FGF1 as a critical transducer of PPAR-γ signalling, coupling nutrient storage to adaptive remodelling of adipose tissue. FGF1 mRNA is highly expressed in multiple tissues,^39^ and we found that FGF1 protein was enriched in the heart and kidney. Cardiac overexpression of FGF1 can promote myocardial cell survival and reduce infarct size under myocardial infarction.^40^ Although FGF1 activates MAPKs, which promote mitosis and cause cell division and proliferation,^24,41^ to our knowledge, we demonstrated for the first time that rFGF1 inhibits pathological cardiac remodelling in two established animal models of cardiac hypertrophy. Herein, we found that FGF1 up-regulated PGC-1α/β and increased mitochondrial oxidative phosphorylation. This novel function is distinct from its previously known role in activation of PLCγ and MAPK/AKT pathways.^42,43^ The transcriptional coactivators PGC-1α/β are major regulators of oxidative phosphorylation and fatty acid oxidation-related gene expression, and play a key role in regulating pressure overload-induced cardiac hypertrophy and HF.^28,44,45^ Treatment with the PGC-1α stimulator, rosiglitazone, enhances mitochondrial oxidative phosphorylation, and maintaining physiological expression of PGC-1α/β can sustain systolic function and attenuate the remodelling of heart disease caused by pressure overload.^46,47^ The benefit gained by the abrogation of miR-27b-3p expression was greater than that of FGF1 supplementation alone. *FGF1* is one of the target genes of miR-27b-3p. *PPAR-γ* and *UCP1* are also the target genes of miR-27b-3p.^15,17^ Both *PPAR-γ* and *UCP1* play antagonistic roles in cardiac hypertrophy. *PPAR-γ* deficiency in mice aggravates stress-induced cardiac hypertrophy and dysfunction.^48^*UCP1* deficiency exacerbates myocardial injury, fibrosis, and adverse remodelling, as well as mortality induced by isoproterenol infusion in mice.^17,49^ Unlike the anti-hypertrophic effect of FGF1 involving the improvement of mitochondrial OXPHOS, miR-27b deficiency suppressed cardiac hypertrophy through up-regulation of multiple target genes, such as *PPAR-γ, FGF1*, and *UCP1*. The involvement of multiple pathways may explain the greater benefit of abrogating miR-27b-3p expression relative to that obtained by FGF1 replacement. The expression of miR-27a was enhanced in the heart following TAC (Supplementary material online, *Figure S4D*). Our study and a previous study^50^ showed that *FGF1* is a target of both miR-27a and miR-27b-3p. Further research is warranted to fully elucidate the specific effect of miR-27a on cardiac hypertrophy.

In summary, we demonstrated that inhibition of miR-27b-3p plays a protective role in the development of pathological cardiac remodelling. We identified that FGF1, as a target gene of miR-27b-3p, enhances mitochondrial OXPHOS and PGC1α/β. Administration of rFGF1 protects against pathological cardiac remodelling. Our findings suggest that miR-27b-3p and *FGF1* may be potential therapeutic targets to treat conditions characterized by pathological cardiac remodelling.

## Supplementary material

Supplementary material is available at *Cardiovascular Research* online.

Translational perspective

MicroRNAs (miRNAs) are involved in post-transcriptional regulation of genes in cardiac physiology and pathology. However, the mechanisms underlying miRNA-mediated regulation of pathological cardiac remodelling remain to be studied. We show for the first time that miR-27b deletion attenuates cardiac hypertrophy, fibrosis, and inflammation and that rFGF1 administration inhibits cardiac hypertrophy and fibrosis in TAC- or Ang II-induced models, and enhances OXPHOS by activating PGC1α/β. Our findings suggest that miR-27b-3p and *FGF1* may be potential therapeutic targets to treat conditions characterized by pathological cardiac remodelling.

## Supplementary Material

cvab248_Supplementary_Data

## Data Availability

The mRNA sequencing data have been deposited in the Gene Expression Omnibus under accession number GSE158191. The data underlying this article will be shared on reasonable request to the corresponding author.

# Supplementary material for: MicroRNA-27b-3p down-regulates FGF1 and aggravates pathological cardiac remodelling
**Source:** Cardiovasc Res. 2021 Aug 6;118(9):2139–51. doi: 10.1093/cvr/cvab248
**Supplement:** cvab248_Supplementary_Data

MicroRNA-27b-3p downregulates *FGF1* and aggravates pathological cardiac remodelling

Guoqi Li[#], Yihui Shao[#], Hong-Chang Guo, Ying Zhi, Bokang Qiao, Ke Ma, Yong-Qiang Lai*, Jie Du *, Yulin Li *

equal contribution

S1: Loss of miR-27b attenuates pathological cardiac remodelling in mice undergone pressure overload.

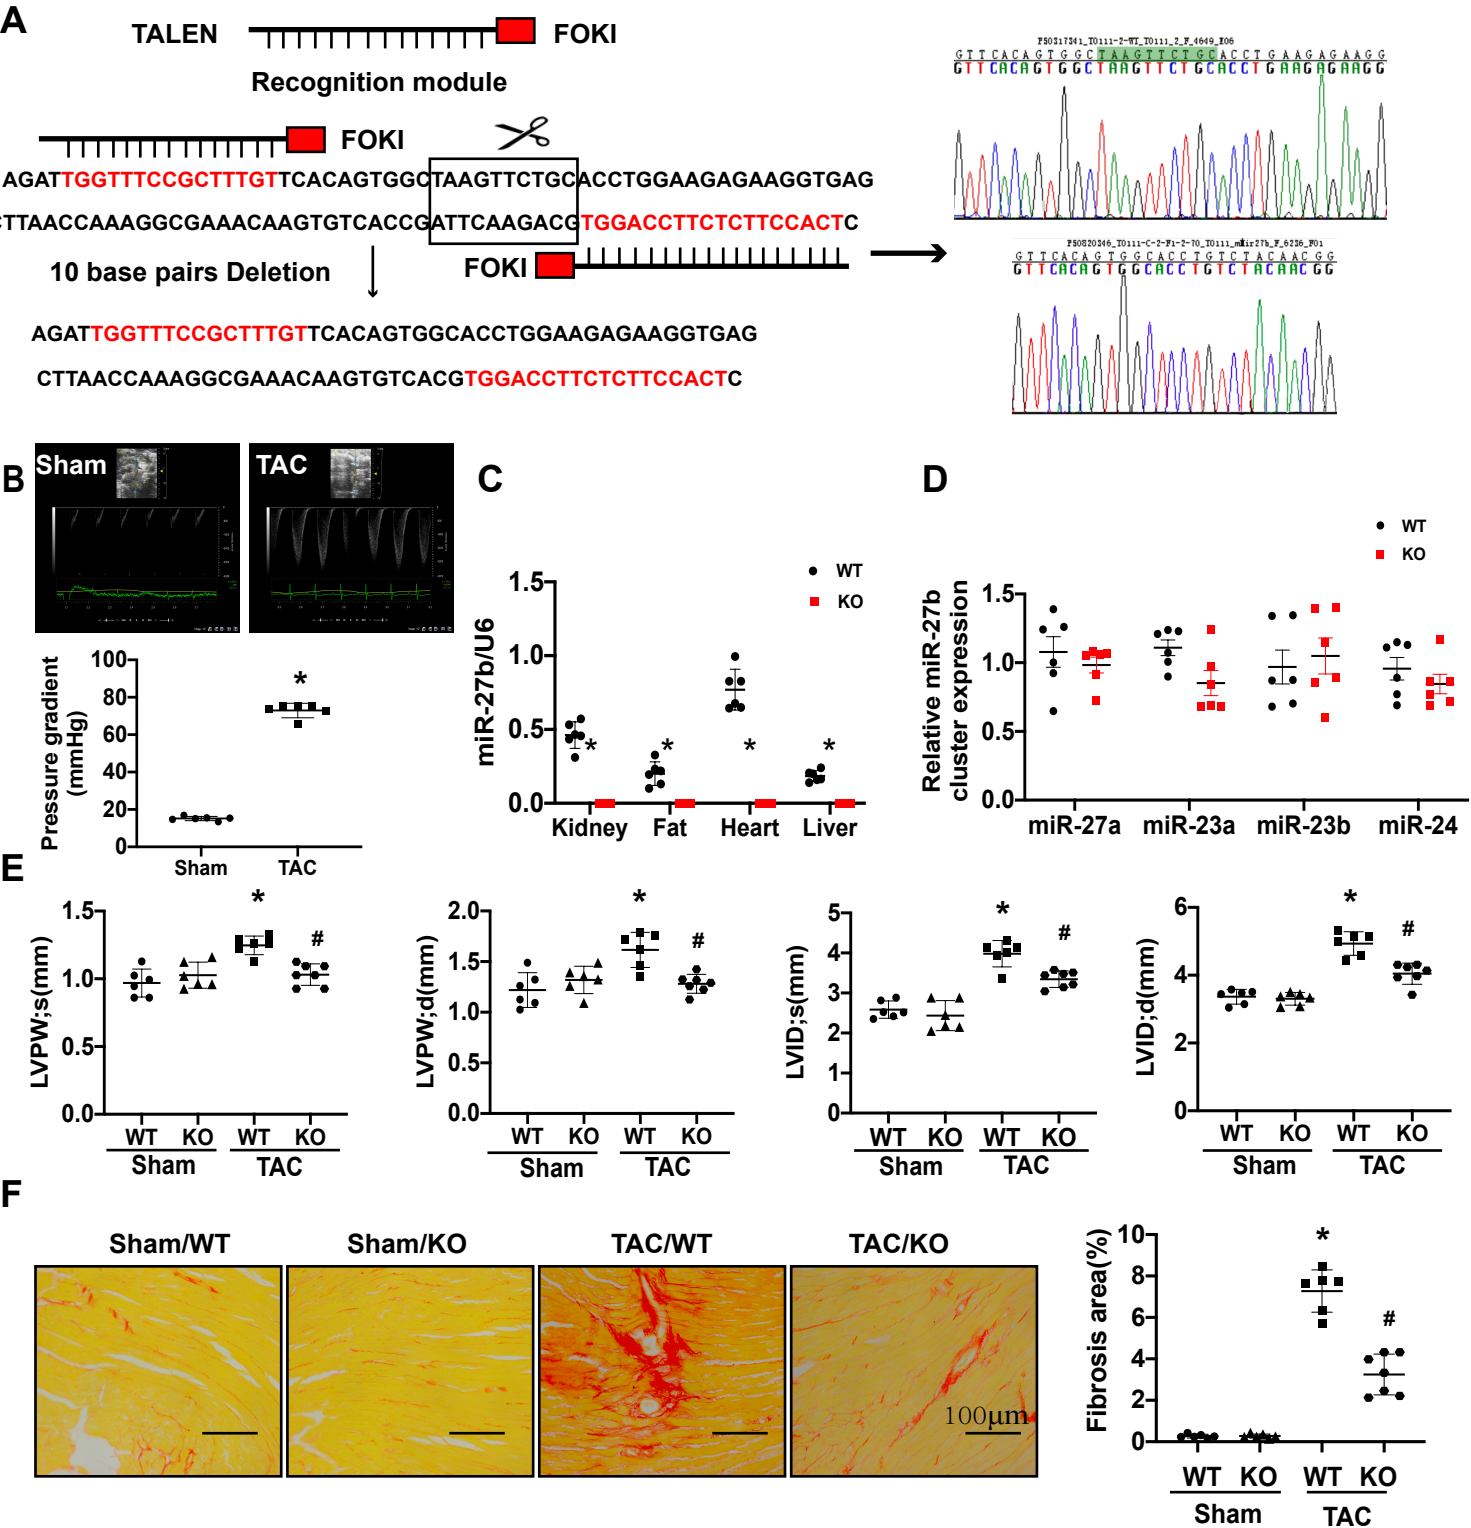

A, The schematic diagram of generating transgenic mice (miR-27b-null), **The miR-27b-null mice were generated using TALEN technology, with 10bp deletion in the 3' end.** B, PW Doppler images of the aorta from sham- or TAC-operated mice are shown. The peak aortic velocity obtained from PW Doppler imaging was used to calculate the pressure gradient according to the modified Bernoulli equation. These data confirm the success of the TAC surgery, which generated a pressure gradient of ~70 mmHg. *P < 0.05 vs. Sham. (n = 6). C, miR-27b was expressed in multiple tissues of wildtype and knockout mice (n = 6). D, qPCR shows expression of miR-27b-3p cluster (miR-27a, miR-23a, miR-23b, miR-24) in heart tissue of wild type and knockout mice (n = 6). E, Measurements of the LV wall thickness during systole (LVPWs) and diastole (LVPWd) and the LV internal diameters during systole (LVIDs) and diastole (LVIDd) in wild-type and KO mice after TAC surgery or sham operation. (WT n = 6, KO, n = 7). F, Representative images of heart sections from wild-type and KO mice were stained with Sirius Red's staining after sham or TAC operation. Quantification of the fibrosis area in wild-type and KO mice after TAC or sham operation (WT n = 6, KO, n = 7). All data are shown as mean ± SD. *P < 0.05 compared to sham (B) or WT (C, D) or sham/WT (E, F); #P < 0.05 compared to WT/TAC. For two groups, data were compared by 2-sample t test; for more than two groups, data were compared by two-way ANOVA with Bonferroni post-hoc test.

S2:identified the candidate target genes of miR-27b-3p

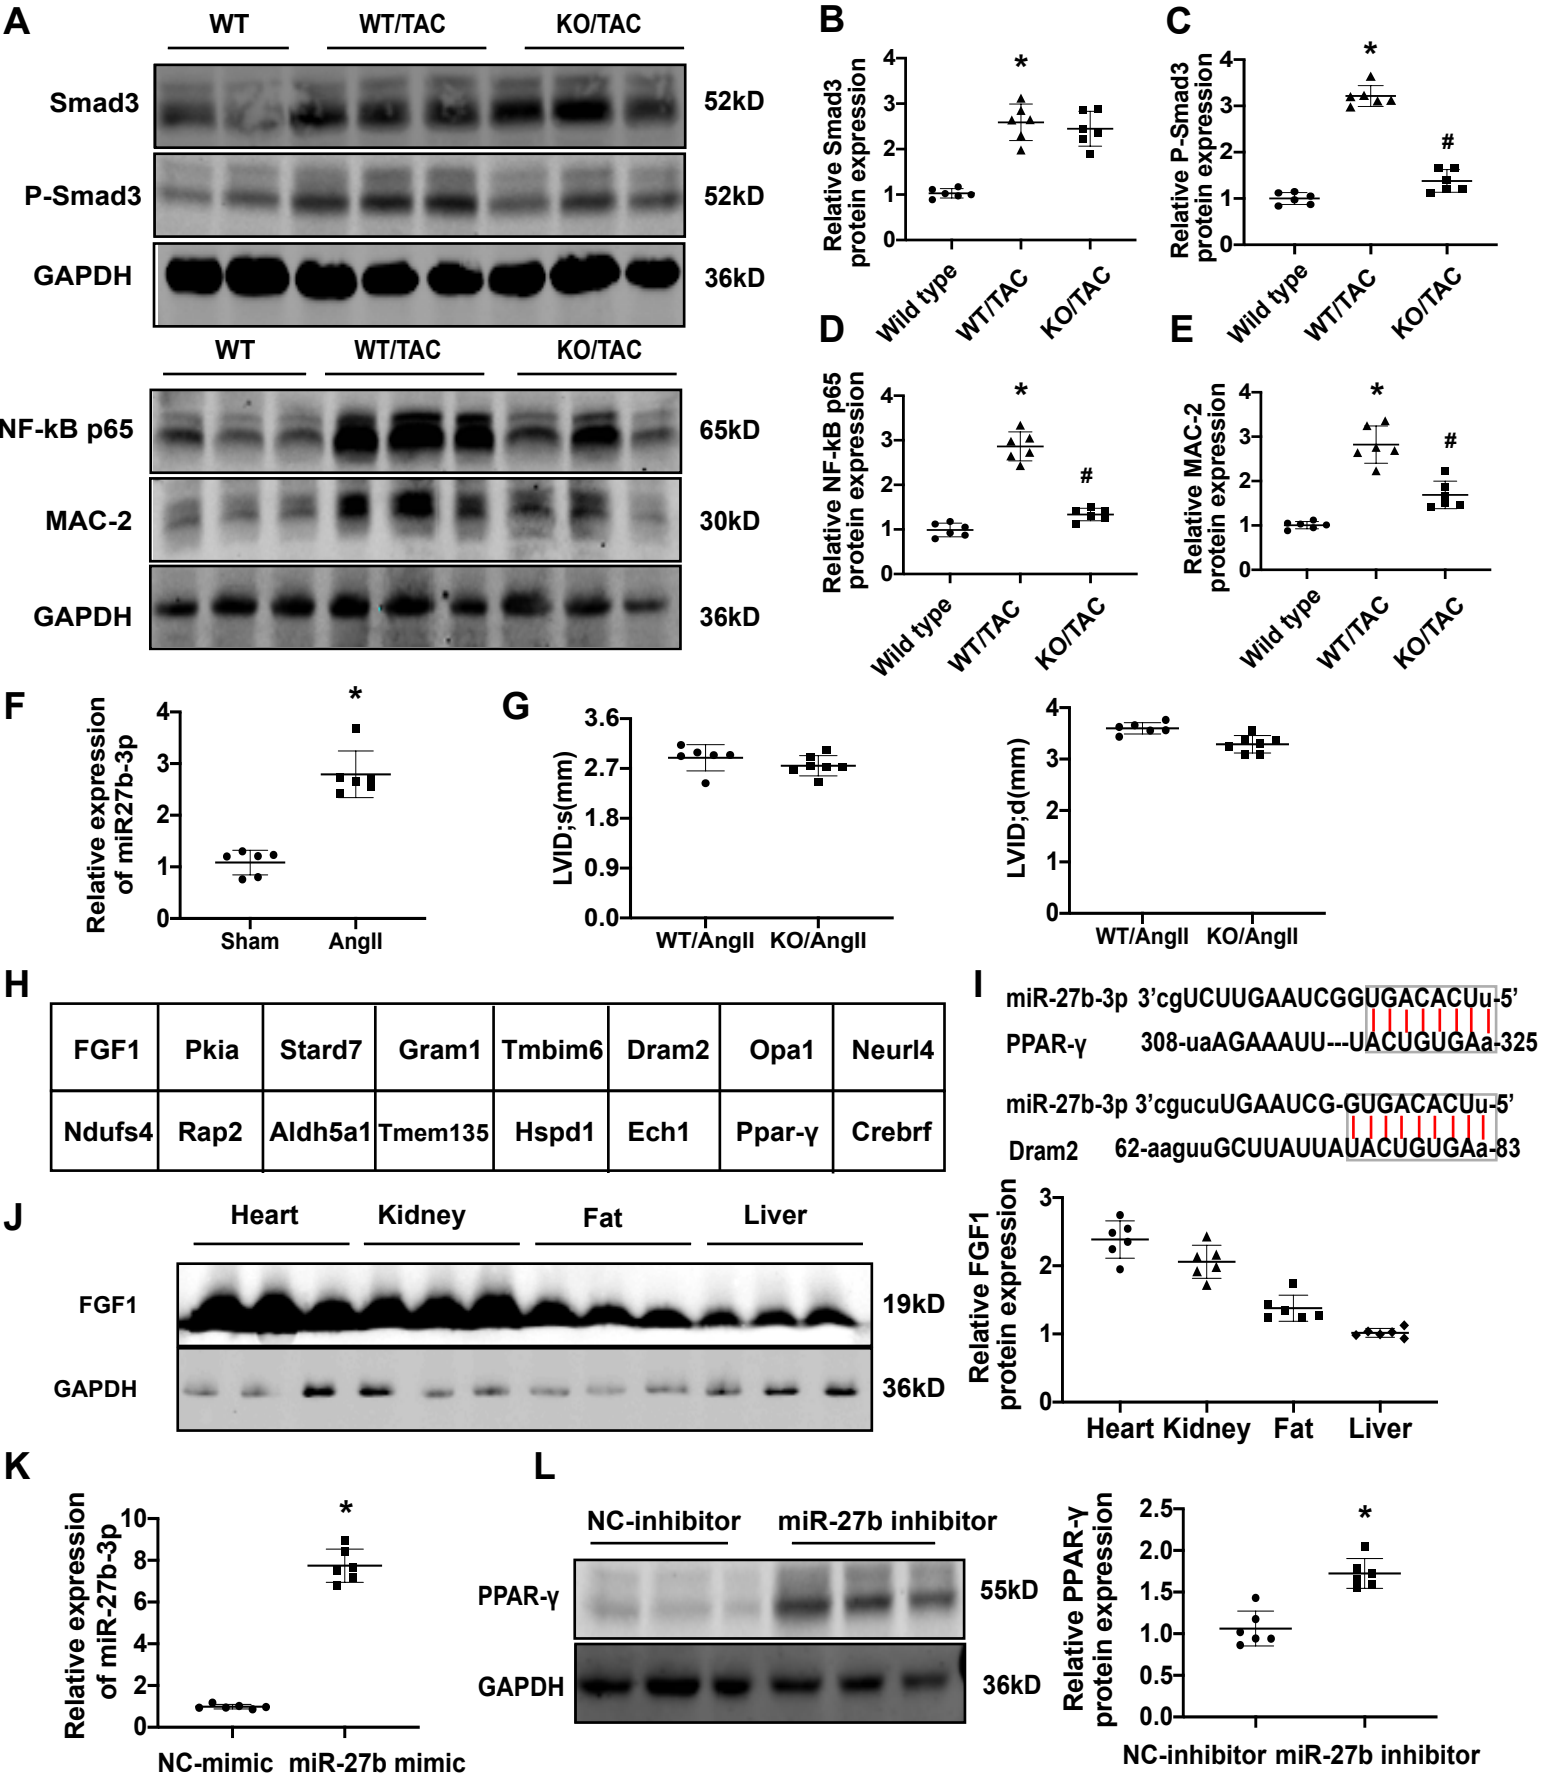

A, Western blot image of protein expression in whole heart of wildtype and miR-27b-3p-null mice after TAC. B-E, Quantification of protein expression of Smad3, P-Smad3, NF-κB p65, and MAC-2 (n = 6), normalised to GAPDH. F, qPCR shows expression of miR-27b-3p in heart tissue after sham or AngII infusion operation. (n = 6). G, Measurements of the LV internal diameters during systole (LVIDs) and diastole (LVIDd) in wild-type and miR-27b-3p-null mice after AngII infusion operation. (WT n = 6, KO, n = 7). H, Sixteen genes selected as candidate target genes of miR-27b-3p. I, Predicted miR-27b-3p binding sites on PPAR-γ and Dram2. J, Western blot analysis shows the expression of FGF1 in different tissues (heart, kidney, fat, liver) (n = 6). K-L, qPCR shows expression of miR-27b-3p in H9c2 cells treated with NC-mimic or miR-27b-3p mimic, western blot analysis shows the protein expression of PPAR-γ in H9c2 cells treated with NC-inhibitor or miR-27b-3p inhibitor (n = 6). All data are shown as mean ± SD. *P < 0.05 compared to WT (B, C, D, E) or sham (F) or NC-mimic (K), NC-inhibitor (L); #P < 0.05 compared to WT/TAC. For two groups, data were compared by 2-sample t test; for more than two groups, data were compared by one-way ANOVA with Bonferroni post-hoc test.

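The candidates drawn from up-regulated genes with a predicted site were mostly higher in KO/TAC hearts. Of 18 genes taken from the candidates in the figures and the primer table, 15 rose, 3 did not pass the study's thresholds and all had a positive log2 fold change. Fgf1, the growth factor studied further, rose from 48.7 ± 6.34 FPKM (SD, n = 3) in WT/TAC to 69.6 ± 4.90 FPKM (SD, n = 3) in KO/TAC, a log2 fold change of 0.52 (standard error 0.13, adjusted p = 0.283). Its values were 43.1, 47.4 and 55.6 FPKM in the WT/TAC hearts and 64.2, 71.1 and 73.6 FPKM in the KO/TAC hearts. Ech1, an enzyme of fatty acid oxidation, rose from 793 ± 293 to 1493 ± 220 FPKM, Ndufs4, of respiratory complex I, from 96.6 ± 15.0 to 147 ± 16.3 FPKM and Aldh5a1, which breaks down succinic semialdehyde, from 8.34 ± 1.64 to 13.3 ± 0.463 FPKM. Dram2, a lysosomal membrane protein, rose from 20.0 ± 4.79 to 31.9 ± 6.86 FPKM (log2 fold change 0.67, standard error 0.23, adjusted p = 0.371). Cth, which makes cysteine and hydrogen sulfide, was low, at 0.477 ± 0.422 and 1.42 ± 0.367 FPKM. Hspd1, Pkia, Tmem135, Rapgef2, Crebrf, Stard7, Tmbim6, Eepd1 and Nrbf2 rose as well. Pparg, the adipogenic nuclear receptor, was at 5.89 ± 2.09 and 7.80 ± 1.31 FPKM (log2 fold change 0.43, adjusted p = 0.617), and Neurl4 and Opa1, a fusion protein of the inner mitochondrial membrane, had log2 fold changes of 0.26 and 0.31.
A list of 18 candidates, fixed before the data were examined, had a median of 0.52 (camera adjusted p = 2.62e-13, and 0.185 with an estimated correlation), and 15 passed when adjusted over the list alone. The study drew its candidates from genes up-regulated in these libraries, so neither value is independent evidence. Pparg is nevertheless not among the genes of the paper's table. Without WT/TAC replicate 1, with the highest Myl7, 14 on the list were higher, and without KO/TAC replicate 3, 9 were. Dram2 no longer passed without WT/TAC replicate 3 or KO/TAC replicate 3, with log2 fold changes of 0.46 and 0.51, nor did Cth without KO/TAC replicate 2 (0.99) or 3 (0.93).

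**Figure D5:**
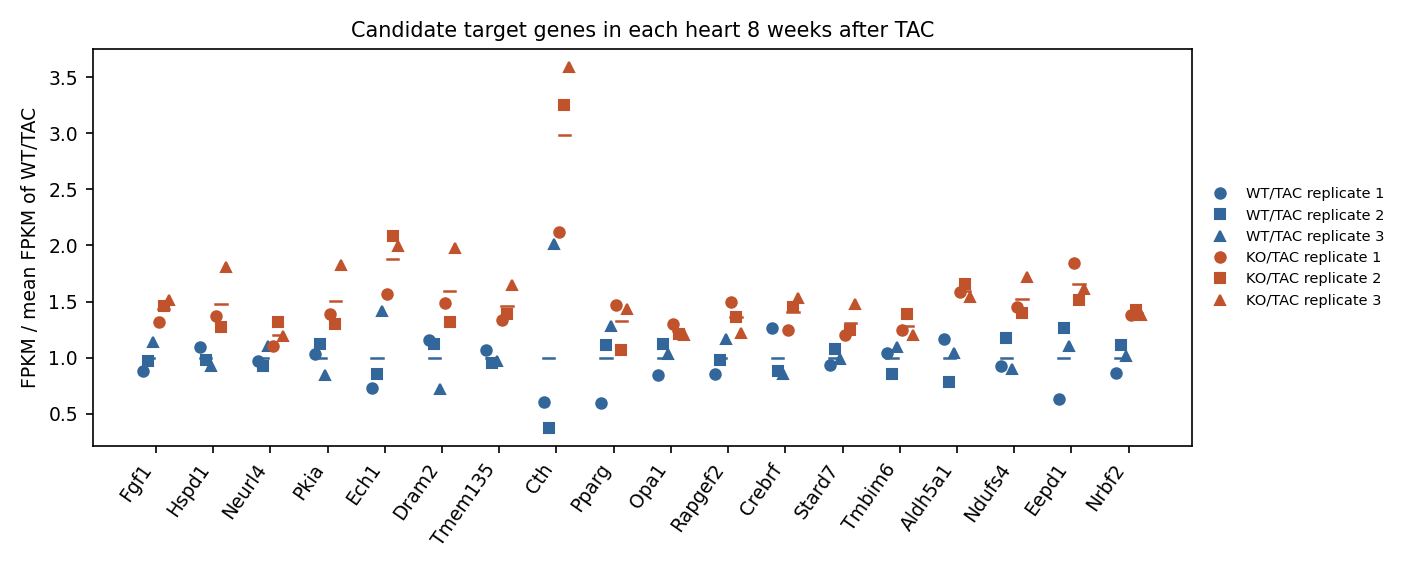
FPKM divided by the mean of the WT/TAC hearts for 18 candidate genes, with a point per heart (blue, WT/TAC; orange, KO/TAC; circle, square and triangle, replicates 1, 2 and 3) and short lines for group means. The KO/TAC mean is above the WT/TAC mean for all 18 genes, from 1.21 times for Neurl4 to 2.99 times for Cth.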

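Both genes hold a full 8-base site for the miR-27 seed in the 3′ UTR (GRCm38, GENCODE M21). In Pparg the site ACTGTGA lies on chromosome 6, plus strand, at 115490283 to 115490289, in the last of 8 exons of transcript Pparg-202, at bases 88 to 94 of a 3′ UTR of 204 bases. The sequence around it is ACACCTAAGAAATTTACTGTGAAAAAGCA. In Dram2 the site lies on chromosome 3, plus strand, at 106573758 to 106573764, in the last of 9 exons of transcript Dram2-202, at bases 73 to 79 of a 3′ UTR of 2205 bases, within AAAGTTGCTTATTATACTGTGAAAATTTG. Every annotated transcript with a 3′ UTR holds the site, 3 of 3 in each gene. Fgf1 holds 3 such sites on chromosome 18, minus strand, in the last of 4 exons of transcript Fgf1-201, whose 3′ UTR has 3254 bases. They start at bases 943, 1415 and 2938 of it and lie at 38840978 to 38840984, 38840506 to 38840512 and 38838983 to 38838989. The site at base 943, within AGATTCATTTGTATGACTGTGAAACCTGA, is followed by A and is thus of the longer kind, and the other sites are not. In Fgf1, 2 of 7 transcripts with a 3′ UTR hold the sites.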

S3:rFGF1 inhibits isolated neonatal mouse cardiomyocytes (NCMs) hypertrophy was induced by miR-27b-3p mimic

A NC-mimic/vehicle NC-mimic/rFGF1 mimic/vehicle mimic/rFGF1

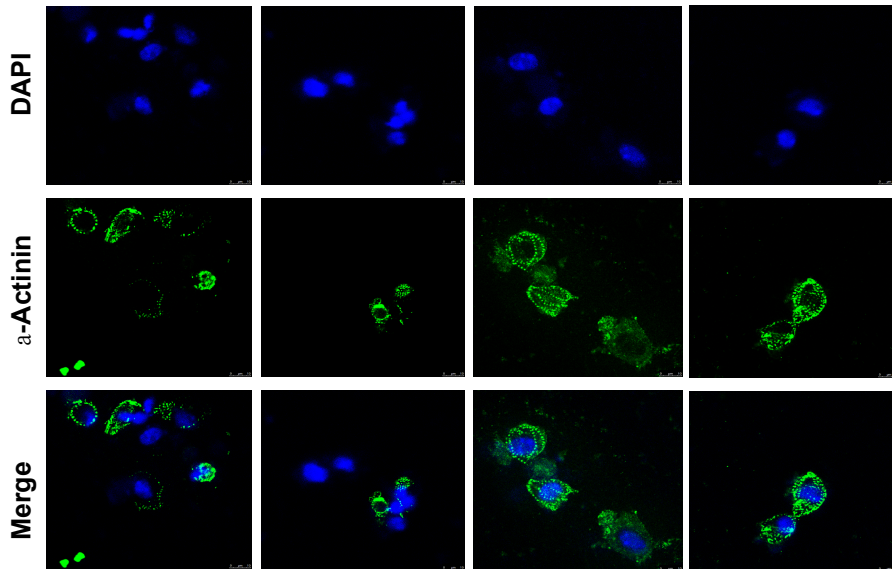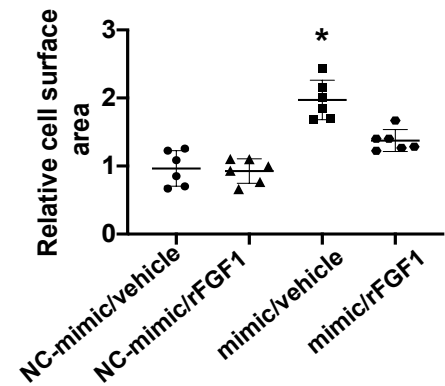

B

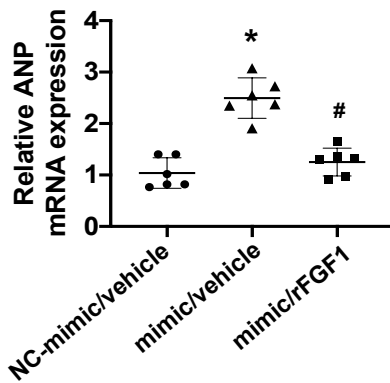

C

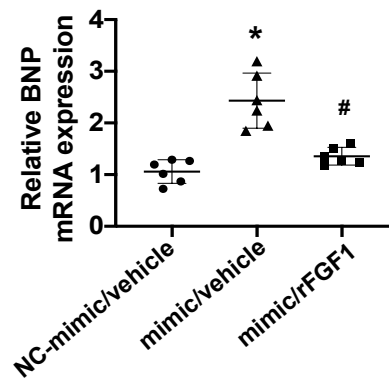

D NC-mimic/vehicle mimic/vehicle mimic/rFGF1

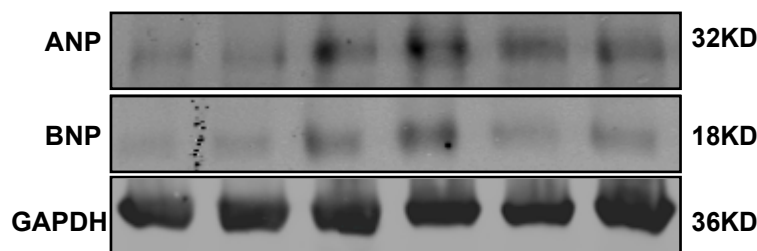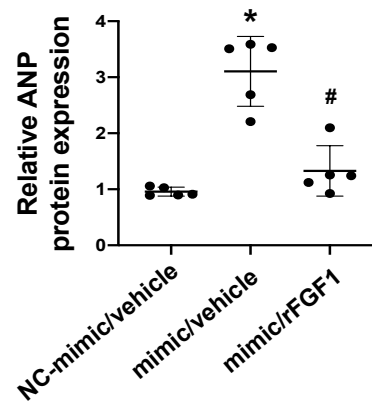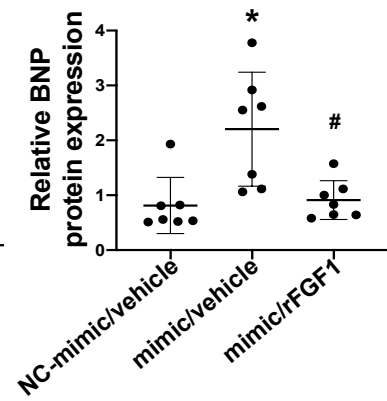

A-C, Isolated neonatal mouse cardiomyocytes (NCMs) were administered rFGF1 or miR-27b-3p mimic, NC-mimic or vehicle as control, respectively. Cardiomyocytes were stained for α -actinin (green), and DAPI staining was used to visualise the nuclei (blue). Scale bar, 15 μ m. ANP and BNP transcript levels were quantitated using real-time PCR. D, Western blot analysis shows the protein expression of BNP, ANP in rFGF1 treated primary cardiomyocytes with miR-27b-3p mimic or NC-mimic, GAPDH as a loading control (n = 6). *P < 0.05 vs NC-mimic/vehicle. #P < 0.05 vs mimic/vehicle. Data were compared by one-way ANOVA with Bonferroni post-hoc test.

S4:FGF1 attenuates the pathological cardiac remodelling

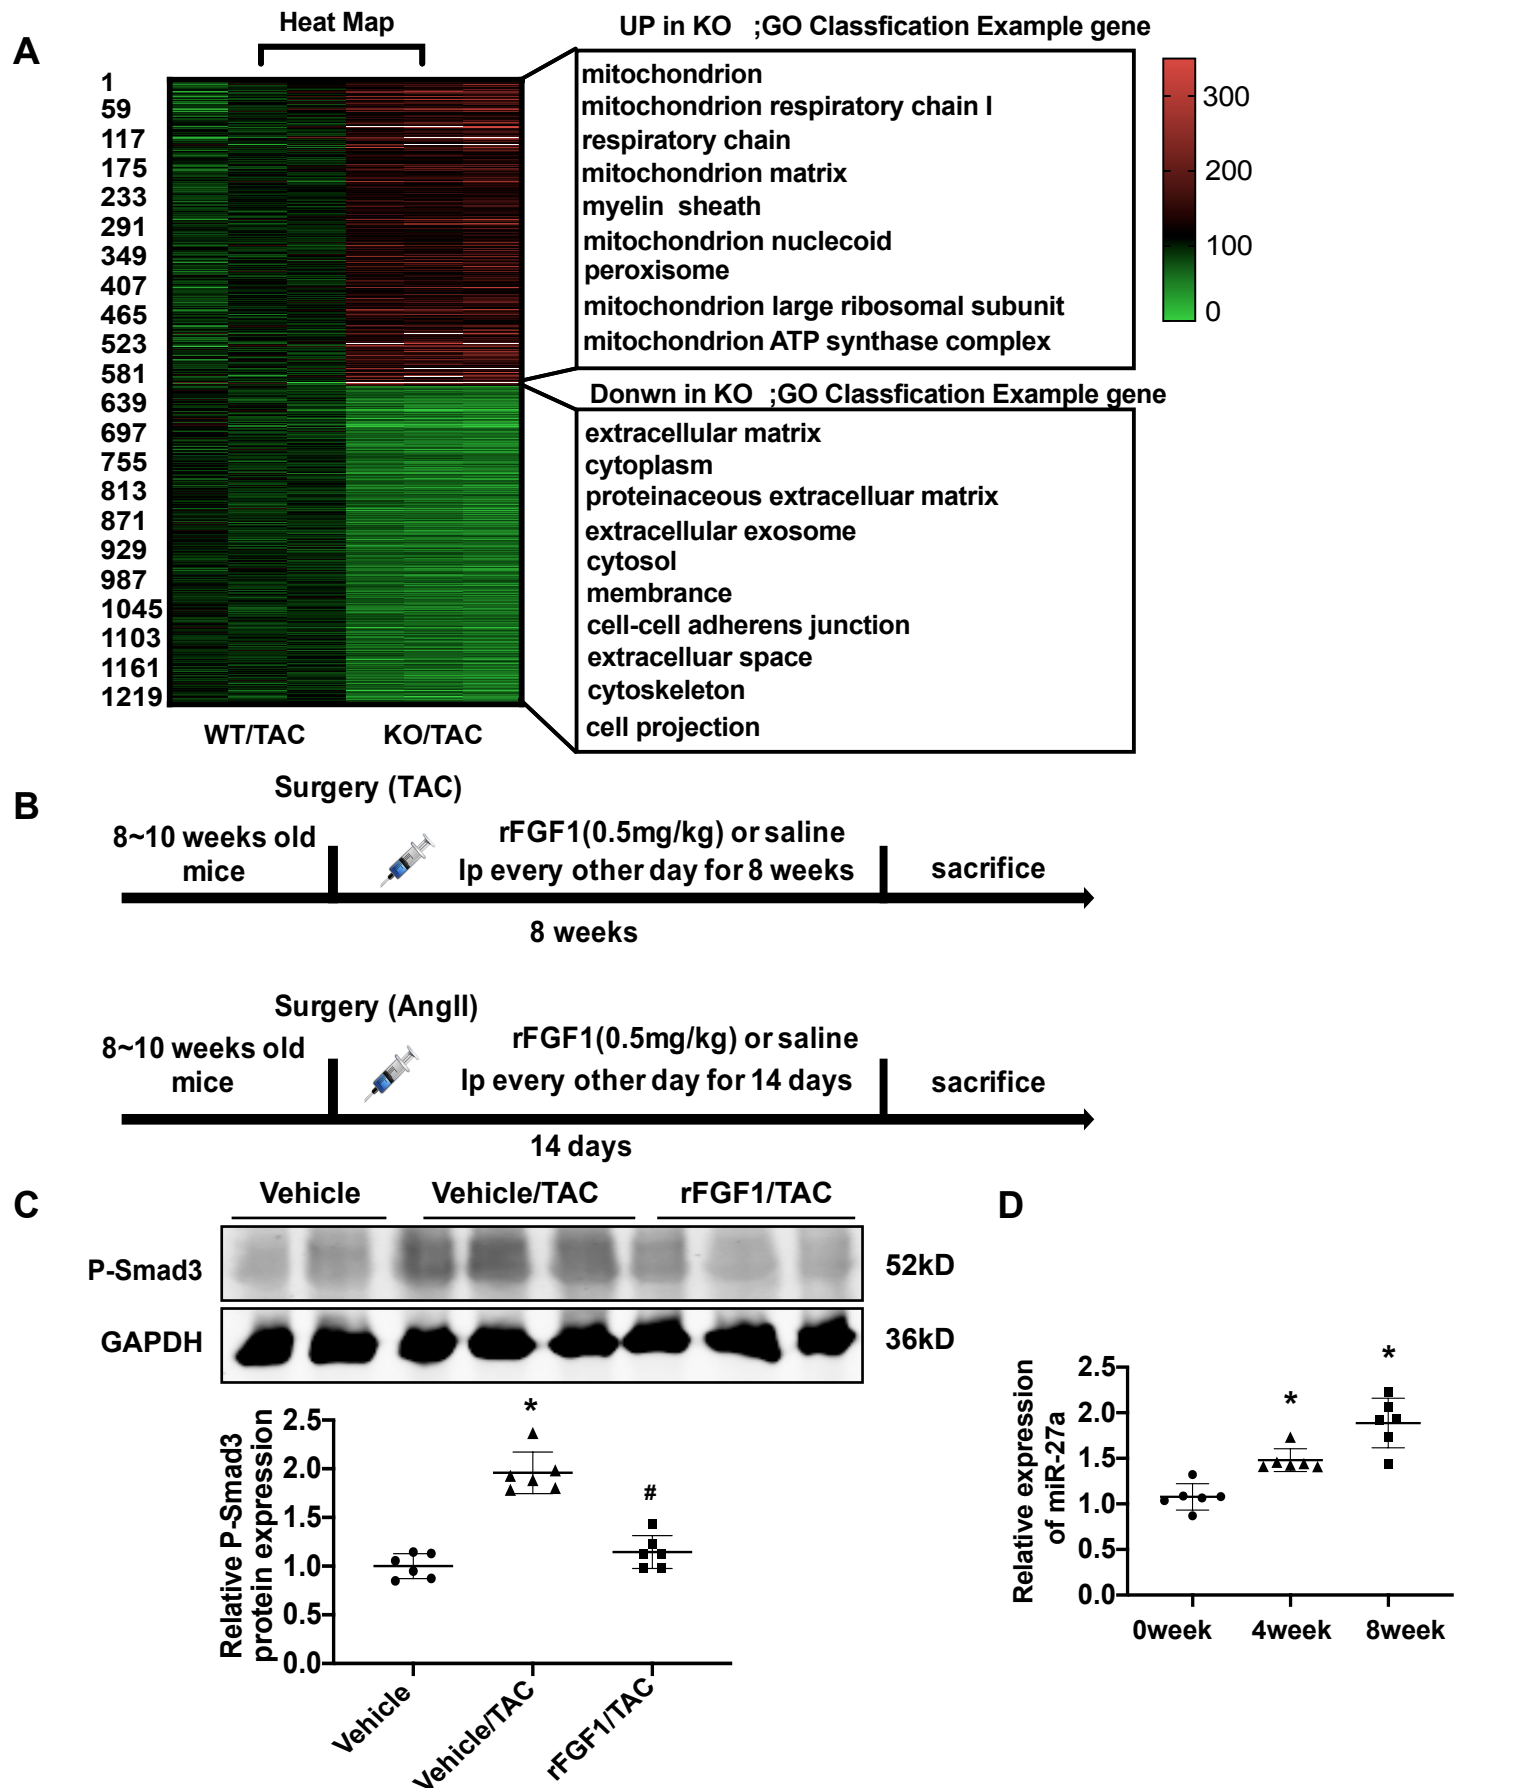

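WT/TAC replicate 1 differed most from the other hearts in its transcriptome. Over the genes tested, its log2(FPKM + 0.5) had a Pearson r of 0.922 to 0.945 with the other libraries, and the other libraries had 0.958 to 0.989 among themselves. These are correlations across genes, which are not independent replicates. The atrial gene Sln was at 4131 FPKM in WT/TAC replicate 1, 401 in WT/TAC replicate 3, 122 in KO/TAC replicate 2 and at most 0.44 in the others. Adipocyte genes stood out in other libraries. Adipoq was at 22.1 FPKM in WT/TAC replicate 3, 10.2 in KO/TAC replicate 2 and at most 0.31 in the others, and Cfd at 167 and 36.5 FPKM in the same pair and at most 1.33 in the others. These markers were picked after their values were seen.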

A, Heatmaps of the relative expression of the differentially expressed genes identified in RNA-sequencing of whole heart after pressure overload. B, The schematic diagram of beginning, duration and end time of the rFGF1 treatment. C, Western blot analysis shows the expression of P-Smad3 in vehicle- or rFGF1-treated mice undergone pressure overload (n = 6). D, qPCR shows expression of miR-27a in heart tissue after TAC 0, 4, and 8 weeks of mice (n = 6). *P < 0.05 compared to vehicle (C), or 0 week (D). #P < 0.05 compared to vehicle/TAC (C). Data were compared by one-way ANOVA with Bonferroni post-hoc test.

SUPPLEMENTAL MATERIAL

Original Western Blots used for Figure 4F

Western blot analysis of FGF1 protein expression in NC-inhibitor or miR-27b-3p inhibitor treated cardiomyocytes, GAPDH was used as a loading control.

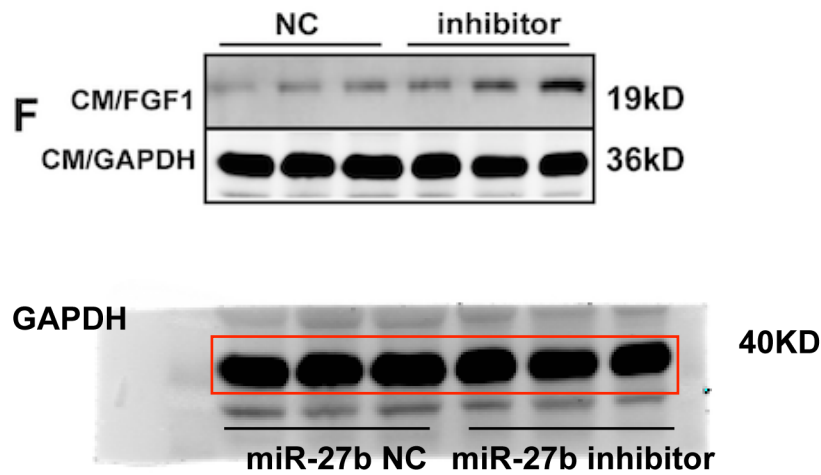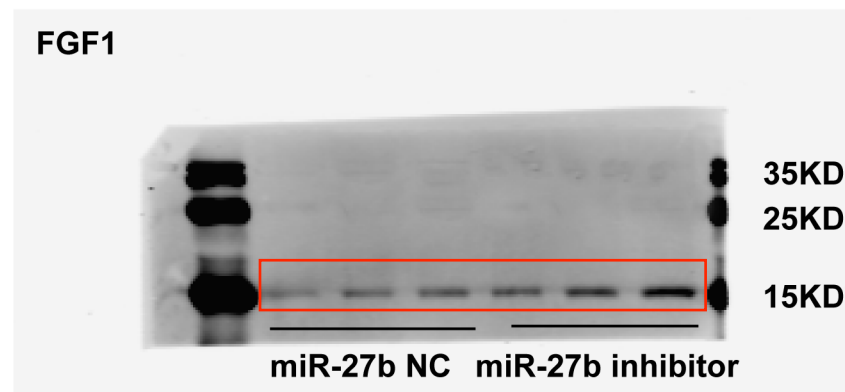

Original Western Blots used for Figure 4H

Western blot analysis of FGF1 protein expression in whole heart of wildtype or miR-27b-3p-null mice, GAPDH was used as a loading control.

H

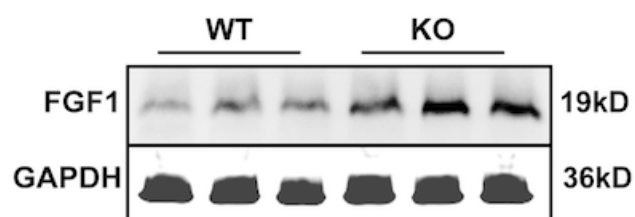

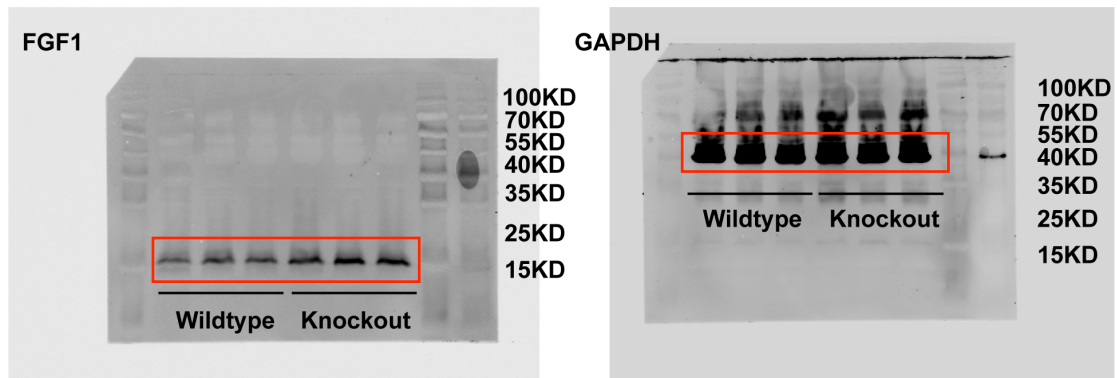

Original Western Blots used for Figure 4J

Western blot analysis of FGF1 protein expression in whole heart of wildtype and mir27b-3p-null mice after TAC, GAPDH was used as a loading control.

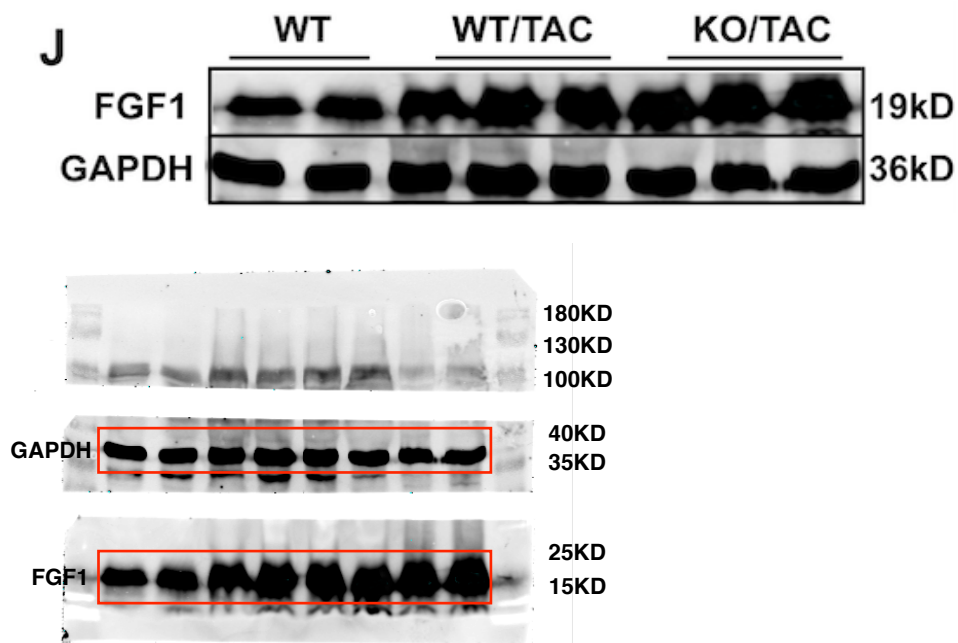

Original Western Blots used for Figure 5G

Immunoblot for PGC-1 α /PGC-1 β in the heart from vehicle or rFGF1-treated 8 weeks in mice after TAC.

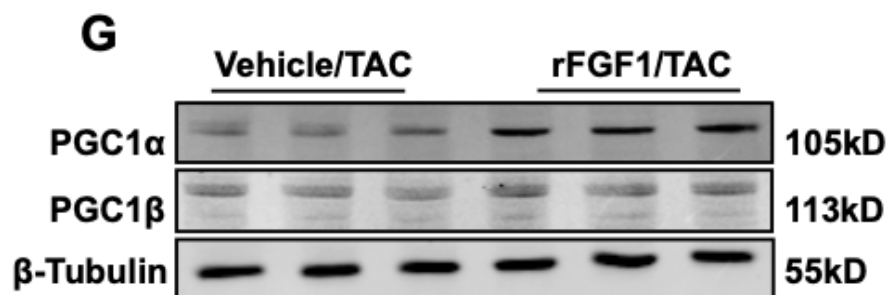

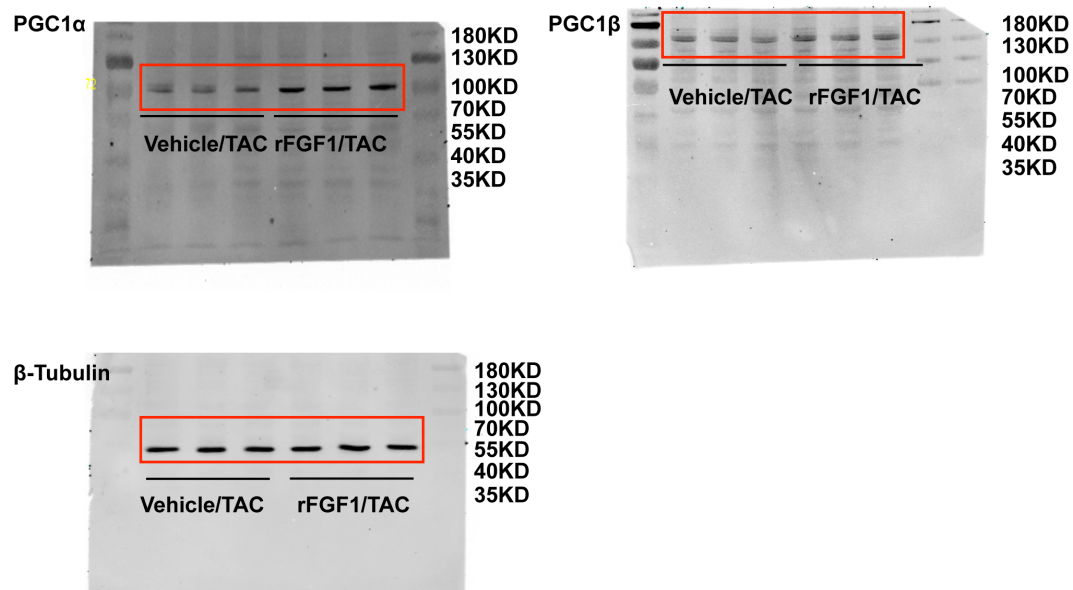

Original Western Blots used for Figure 5H

Immunoblot for PGC-1α/PGC-1β in H9c2 cells treated with vehicle or rFGF1, rFGF1/siFGFR1 for 24 hours.

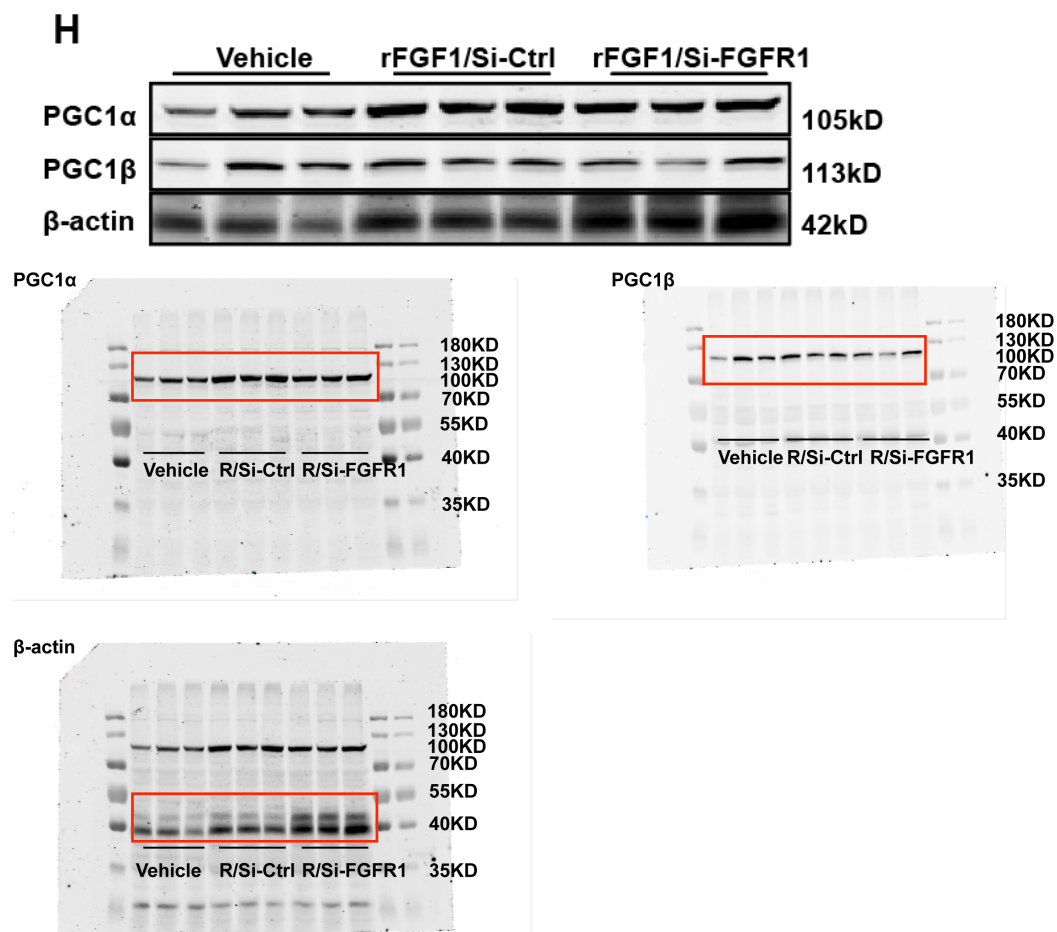

Original Western Blots used for Supplemental Figure 2J

Western blot analysis shows the protein expression of FGF1 in different tissues (heart, kidney, fat, liver).

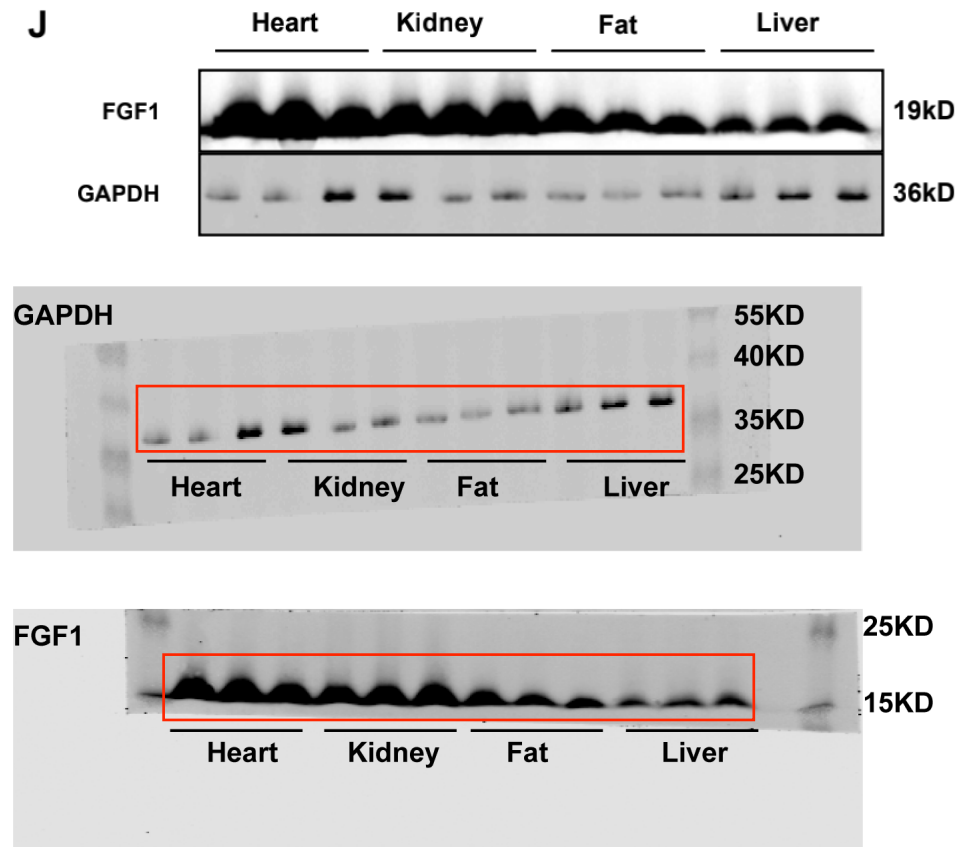

Original Western Blots used for Supplemental Figure 2A

Western blot shows the protein expression of Smad3 and p-Sma3, NF-kB, MAC-2 protein expression in whole heart of wildtype and miR-27b-3p-null mice after TAC.

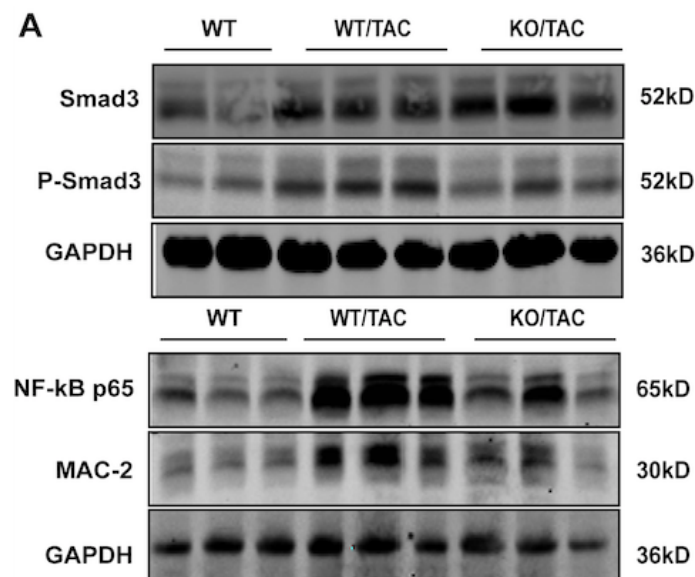

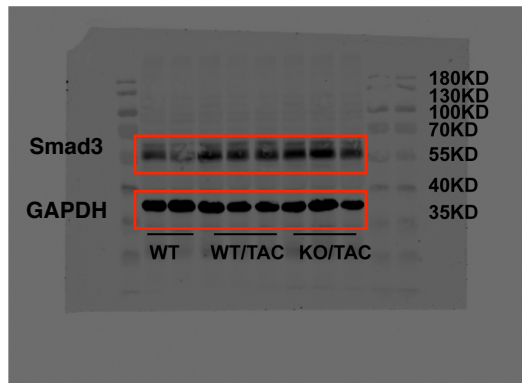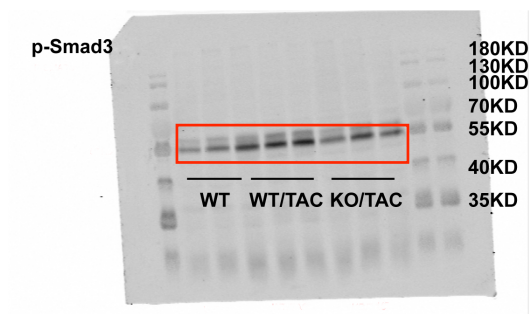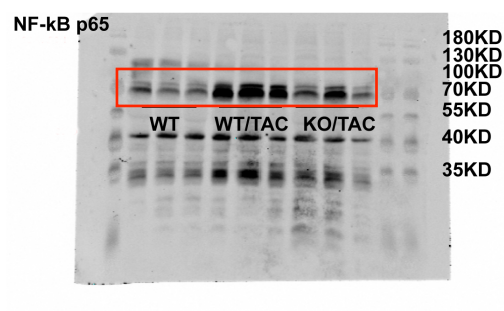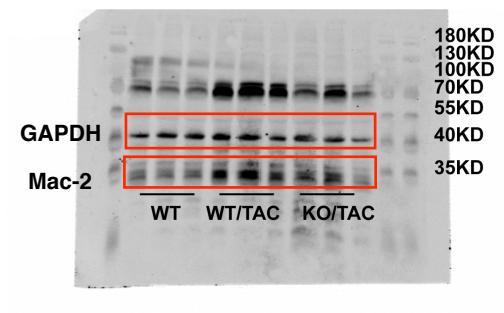

Original Western Blots used for Supplemental Figure 2L

Western blot analysis shows the protein expression of PPAR- γ in H9c2 cells treated with NC-inhibitor or miR-27b-3p inhibitor.

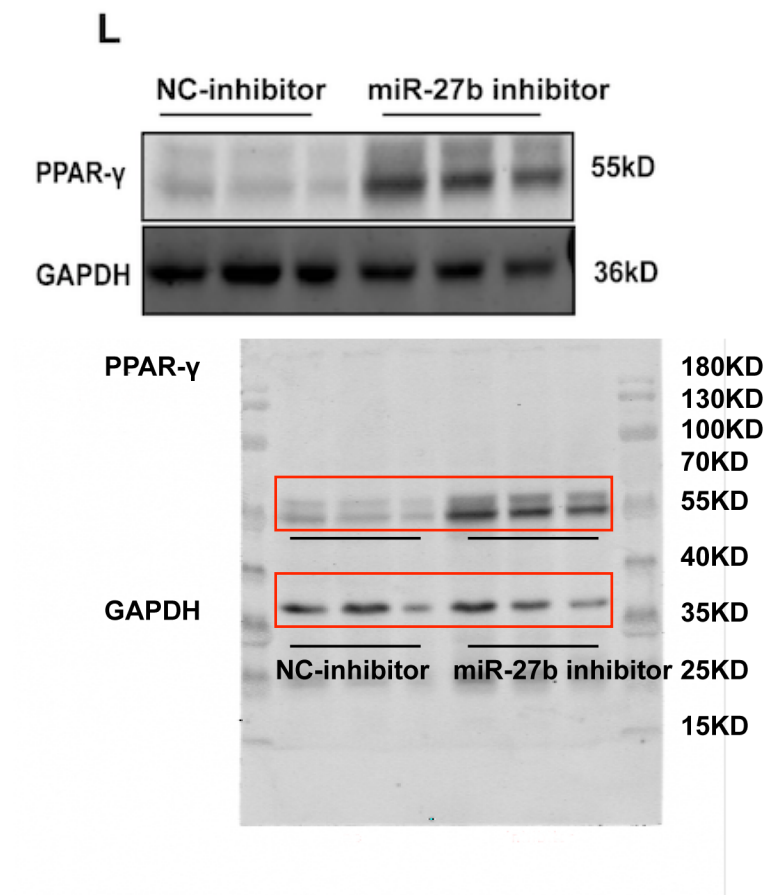

Original Western Blots used for Supplemental Figure 3D

Western blot analysis shows the protein expression of BNP, ANP in rFGF1 treated primary cardiomyocytes with miR-27b-3p mimic or NC-mimic.

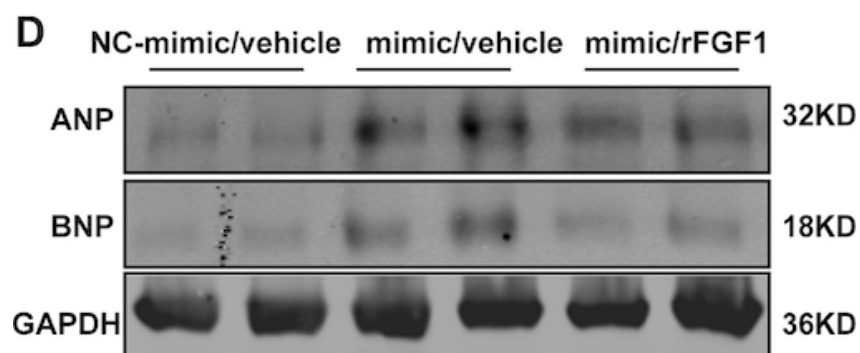

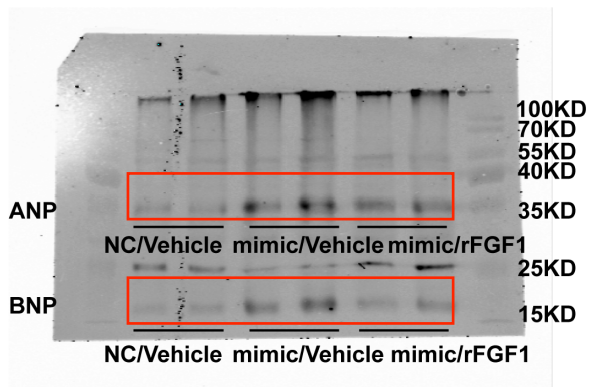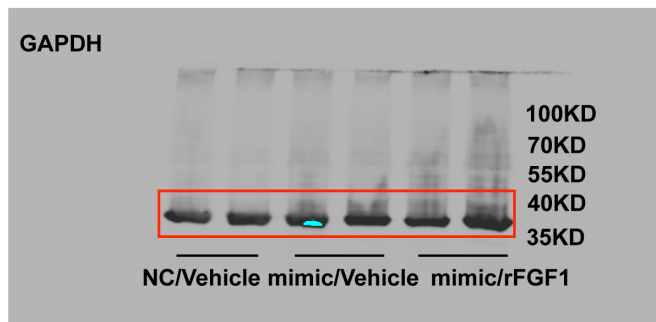

Original Western Blots used for Supplemental Figure 4C

Western blot analysis shows the protein expression of p-Smad3 in the heart from vehicle or rFGF1-treated 8 weeks in mice after TAC.

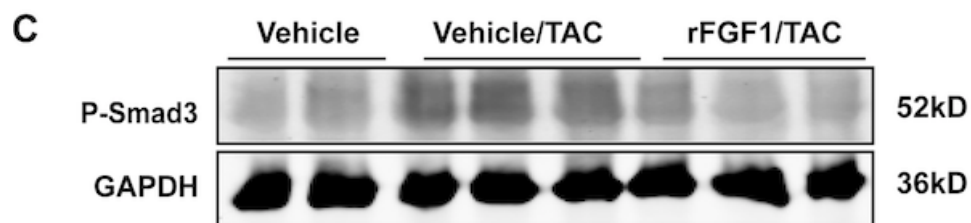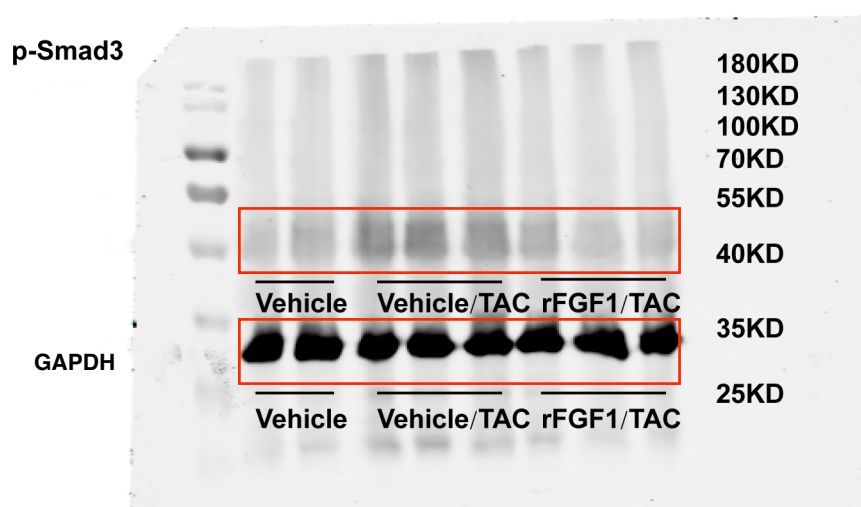

1 Table S1 The List Primer sequence of mRNA

Number	Primer	Primer sequence (5' to 3')
1	mMir27b-F	CGCCTTGTGGCTCTTTGGA
2	mMir27b-R	TGACAACACAGCCTTGAGGCAG
3	IL-1b-F	TTACAGTGGCAATGAGGATGAC
4	IL-1b-R	GTCGGAGATTTCGTAGCTGGAT
5	Fgf1-F	CCCTGACCGAGAGGTTCAAC
6	Fgf1-R	GTCCCTTGTCCTATCCACG
7	Grm1-F	TGGAACAGAGCATTGAGTTCATC
8	Grm1-R	CAATAGGCTTCTAGTCCTGCC
9	Ndufs4-F	CTGCCGTTTCCGTCTGTAGAG
10	Ndufs4-R	TGTTATTGCGAGCAGGAACAAA
11	Pkia-F	AGACAGAAGGTGAAGATGATGG
12	Pkia-R	AGCAATGCCAGGAGATTCG
13	Ech1-F	GCTACCGCGATGACAGTTTC
14	Ech1-R	TCAGAGATCGAAGGCTGATGTT
15	Dram2-F	GCTGTCTTGCCTTTAGTATGG
16	Dram2-R	AGATAACCAACAGTAGTCGGACC
17	Eepd1-F	GGCTGCCATCGCTCTATCC
18	Eepd1-R	GGCTGCCATCGCTCTATCC
19	Tmem135-F	TCCCCTCTGCGTTTAGGCA
20	Tmem135-R	GGGCATGGTGGATTCTGTGT
21	Opa1-F	TGGA AAAATGGTTCGAGAGTCAG
22	Opa1-R	CATTCCGTCTCTAGGTTAAAGCG
23	Crebrf-F	AGCGTAAGCGGAATGGACC
24	Crebrf-R	CAGGACATCTGTGAAAGTCTCC
25	Stard7-F	ACCAGTACCGAGTTTTTGGAAC
26	Stard7-R	GAACCTCAGAACCACTAACAGC
27	Cth-F	TTCTGCCTAGTTCCAGCAT
28	Cth-R	GGAAGTCCTGCTTAAATGTGGTG
29	Tmbim6-F	TCCCACATAACTCCCTCGACA
30	Tmbim6-R	GTGTGTGACCACATGGACATAG
31	Aldh5a1-F	CGGTCAAGGAGAGGAGCTTAC
32	Aldh5a1-R	GGACTAGCCCTCGCTTATCTTT
33	Neurl4-F	TACGCACATGGCCTCGTTTT
34	Neurl4-R	CCCATCACGCCTCACTTCA
35	Nrbf2-F	AAGGACCCCTCAACCTTGCT
36	Nrbf2-R	AAGGACCCCTCAACCTTGCT
37	Hspd1-F	CACAGTCCTTCGCCAGATGAG
38	Hspd1-R	CTACACCTTGAAGCATTAAAGGCT
39	ANP-F	GCTTCCAGGCCATATTGGAG
40	ANP-R	GGGGGCATGACCTCATCTT
41	BNP-F	GAGGTCACTCCTATCCTCTGG
42	BNP-R	GCCATTTCTCCGACTTTTCTC
43	Pparg1a-F	TATGGAGTGACATAGAGTGTGCT
44	Pparg1a-R	CCACTTCAATCCACCCAGAAAG
45	GAPDH-F	AGGTCGGTGTGAACGATTG
46	GAPDH-R	TGTAGACCATGTAGTTGAGGTCA
47	SKA-F	CCCAAAGCTAACCGGAGAAG
48	SKA-R	CCAGAATCCAACACGATGCC

2 The List sequence of miRNA

1	miR27b-mimic	UUCACAGUGGCUAAGUUCUGC
2	miR27b-inhibitor	CGUCUUGAAUCGGUGACACUU

3

1 Regents or kits included Sirius red (Solarbio, Catalog: G1470, Beijing, China), miR-
2 27b-3p mimic (Ribobio, Catalog: 61743, Guangzhou, China), mimic-NC (Ribobio
3 Catalog: 61744,), miR-27b-3p inhibitor (Ribobio, Catalog: 80613), inhibitor-
4 NC(Ribobio, Catalog: 80615), Lipofectamine 3000 reagent (Thermo Fisher Scientific,
5 Catalog: L3000015, Boston, Massachusetts, USA), DAB (Thermo Fisher Scientific,
6 Catalog: 34002), Opti-MEM (Thermo Fisher Scientific, Catalog:31985062,), si-
7 FGFR1(Santa Cruz Biotechnology, Catalog: sc-29317, Texas ,USA), control si-
8 RNA(Santa Cruz Biotechnology, Catalog: sc-37007) , isoflurane (RWD Life Science,
9 Catalog: R510-22, Shenzhen, China), AngII (Sigma-Aldrich, Catalog: 05-23-0101,
10 Darmstadt, Germany), ISO (Sigma-Aldrich, Catalog: 1351005), DMEM (Thermo
11 Fisher Scientific, Catalog: A4192101), Pentobarbital (Sigma-Aldrich, Catalog: P3761,
12 Darmstadt, Germany), FBS (Gibco Life Technologies, Catalog: 10082147,
13 Gaithersburg, MD, USA), WGA (CytoFlamma, Catalog: RCS113, Korea), Neonatal
14 Heart Dissociation Kit (MACS, Catalog:130-098-373, Germany), Cardiac Myocyte
15 Medium (Cell Biologics, Catalog: M1263, Chicago, USA), Mito Stress Test Kit
16 (Agilent Technologies, Catalog:103015-100, California, USA), FGF1 ELISA kits (Bio-
17 Techne, Catalog: DY4686-05, Minnesota, USA), BrdU (Selleck Chemicals, Catalog:
18 S791895, Texas, USA). Antibodies included BNP (abcam, Catalog: ab19645,
19 Cambridge Science Park, UK), ANP32E (abcam, Catalog: ab5993), FGF1 (abcam,
20 Catalog: ab207321), Smad3 (Cell Signaling Technology CST, Catalog: #9523),
21 Phospho-Smad3 (CST, Catalog: #9520), GAPDH (Zhong Shan Golden Bridge ZSGB,
22 Catalog: TA309157, Beijing, China), PGC1 α (abcam, Catalog: ab54481), PGC1 β
23 (abcam, Catalog: ab176328), FGFR1 (abcam, Catalog: ab206328), Mac-2(Santa Cruz
24 Biotechnology, Catalog: sc-32790, Texas ,USA), IL-1 β (abcam, Catalog: ab9722), NF-
25 κ B p65 (abcam, Catalog:ab19870).

Table S2 Baseline characteristics of control subjects and enrolled HCM patients

	Donor<br>Control<br>(n=6)	HCM<br>Patients<br>(n=6)	P-value
**Clinical/demographic features**			
Male, n (%)	6 (100)	5 (83)	1
Age, years	52±6.83	53±3.88	0.7367
Heart function classification, n (%)			
NYHA class I	6 (100)	0	<0.0001
NYHA class II	0	0	
NYHA class III	0	6 (100)	<0.0001
Family history of HCM	NO	NO	
Hypertension, n (%)	0 (0)	6 (100)	<0.0001
**Drug treatment**			
β-blockers	NO	YES	<0.0001
Calcium channel blockers	NO	YES	<0.0001

NYHA : New York Heart Association

SUPPLEMENTAL DATA: Differential expression genes between Ctrl/TAC and KO/TAC

Gene ID	Gene_symbol	P.Value	FC	Regulation
11304	Abca4	0.020769594	2.765765766	up
11306	Abcb7	0.042373276	1.440286624	up
11307	Abcg1	0.043718034	-1.20649652	down
11363	Acadl	0.037824265	1.377587033	up
11364	Acadm	0.027082118	1.633563166	up
11370	Acadvl	0.033350839	1.490936697	up
11421	Ace	0.006838616	-2.313914881	down
11492	Adam19	0.018017676	-2.434451902	down
11504	Adamts1	0.042441427	-1.652443755	down
11607	Agtr1a	0.049653102	1.71871714	up
11622	Ahr	0.004912152	1.940350877	up
11641	Akap2	0.031445582	-1.554529717	down
11651	Akt1	0.008964881	-1.348158131	down
11668	Aldh1a1	0.005510345	-2.101957071	down
11677	Akr1b3	0.021660505	1.348249684	up
11684	Alox12	0.009124551	1.96039604	up
11722	Amy1	0.044529311	2.016620499	up
11757	Prdx3	0.012815867	1.264809301	up
11774	Ap3b1	0.006312238	-1.211545231	down
11785	Apbb1	0.029966218	1.416741162	up
11787	Apbb2	0.040377812	1.261970716	up
11807	Apoa2	0.021615574	1.747989276	up
11820	App	0.030631421	-1.284752654	down
11832	Aqp7	0.047912394	1.886749198	up
11854	Rhod	0.046754019	-1.975806452	down
11867	Arpc1b	0.034454598	-1.201342282	down
11881	Arsb	0.0100518	-1.563411079	down
11911	Atf4	0.015385441	-1.550769231	down
11927	Atox1	0.01670868	-1.364669902	down
11946	Atp5a1	0.037466274	1.238179056	up
11947	Atp5b	0.010363123	1.205945037	up
11949	Atp5c1	0.003115826	1.264777639	up
11950	Atp5f1	0.009258548	1.457141984	up
11981	Atp9a	0.010797221	-1.214978385	down
12033	Bcap29	0.020796256	1.643354083	up
12040	Bckdhb	0.003351791	1.617180095	up
12050	Bcl2l2	0.012268825	-1.285787321	down
12051	Bcl3	0.040893078	-2.130387931	down
12054	Bcl7b	0.014884457	-1.229494441	down
12111	Bgn	0.000675212	-2.355314274	down
12125	Bcl2l11	0.022748193	1.576822917	up
12153	Bmp1	0.024388706	-1.419223459	down
12159	Bmp4	0.012062776	-1.4	down
12257	Tspo	0.005531836	-1.649084249	down
12258	Serping1	0.015650562	-1.821284706	down
12262	C1qc	0.033706282	-1.214301239	down
12268	C4b	0.012060854	-2.5395189	down

12273	C5ar1	0.025483694	-1.648678414	down
12292	Cacna1s	0.028747671	1.807302231	up
12306	Anxa2	0.016924595	-1.389582923	down
12335	Capn3	0.028618114	2.387096774	up
12348	Car11	0.039308759	-2.365243004	down
12388	Ctnnd1	0.036372418	-1.226836232	down
12406	Serpinh1	0.039079971	-1.621337318	down
12477	Ctla4	0.027608589	3.358108108	up
12487	Cd28	0.0077047	2.185840708	up
12496	Entpd2	0.025286583	-1.494389027	down
12497	Entpd6	0.024687178	1.370592949	up
12499	Entpd5	0.014865552	1.641700231	up
12509	Cd59a	0.029446932	1.389422417	up
12512	Cd63	0.009937767	-1.652539615	down
12522	Cd83	0.015879978	-1.340320592	down
12544	Cdc45	0.015869762	1.363636364	up
12589	Ift81	0.016062341	1.755208333	up
12609	Cebpd	0.011184722	-2.411733333	down
12651	Chkb	0.043448793	1.331686989	up
12702	Socs3	0.036100737	-1.899470899	down
12774	Ccr5	0.037846945	2.496323529	up
12790	Cnga3	0.012323708	2.547619048	up
12795	Plk3	0.023260885	-1.495633188	down
12808	Cobl	0.004228198	-1.408921933	down
12829	Col4a4	0.041745505	-1.759493671	down
12830	Col4a5	0.004175533	-1.541645376	down
12832	Col5a2	0.021942195	-2.169245648	down
12833	Col6a1	0.035355987	-1.460520095	down
12834	Col6a2	0.047380854	-1.452855382	down
12842	Colla1	0.017794104	-1.771174206	down
12843	Colla2	0.00187376	-2.178441747	down
12845	Comp	5.68754E-05	-8.505681818	down
12850	Coq7	0.010985786	1.305556801	up
12858	Cox5a	0.004722369	1.351403582	up
12859	Cox5b	0.006275471	1.263026477	up
12865	Cox7a1	0.00892567	1.436673862	up
12890	Cplx2	0.030432495	-1.295983087	down
12905	Cradd	0.014575408	1.342982456	up
12915	Atf6b	0.032592582	-1.315086782	down
12931	Crlf1	0.007865537	-9.140794224	down
12952	Cry1	0.024235568	-1.847068146	down
12959	Cryba4	0.004353499	2.69858871	up
12971	Crym	0.039542853	-5.404761905	down
12974	Cs	0.036285397	1.242009646	up
12978	Csflr	0.043650172	-1.244377811	down
12984	Csf2rb2	0.048189233	-2.077922078	down
13043	Cttn	0.002625828	-1.440605072	down
13056	Cyb561	0.006076001	-1.318885449	down
13063	Cycs	0.035887192	1.293329811	up

13076	Cyp1a1	0.026403246	3.798449612	up
13120	Cyp4b1	0.049345018	1.521727395	up
13139	Dgka	0.007458008	1.305365297	up
13143	Dapk2	0.002001372	-1.742630385	down
13171	Dbt	0.01073441	1.708362129	up
13177	Eci1	0.016082722	1.708419096	up
13180	Pcbd1	0.036701169	-2.308724832	down
13197	Gadd45a	0.032851795	1.806075739	up
13202	Ddt	0.000885463	1.376059247	up
13382	Dld	0.042347488	1.528099437	up
13385	Dlg4	0.049624466	-1.739932886	down
13401	Dmwd	0.038440954	-1.225534673	down
13419	Dnase1	0.01420294	1.627737226	up
13429	Dnm1	0.003705223	-1.900501672	down
13448	Dok1	0.008527638	-1.730563003	down
13481	Dpm2	0.00921492	-1.222907036	down
13498	Atn1	0.034053292	-1.416821994	down
13557	E2f3	0.041634284	-1.359163592	down
13614	Edn1	0.041950854	-1.592169657	down
13636	Efna1	0.024403178	1.289966489	up
13650	Rhbdf1	0.000999077	-1.366962546	down
13654	Egr2	0.033431122	-8.763975155	down
13655	Egr3	0.024698822	-4.855263158	down
13666	Eif2ak3	0.021788939	-1.278709677	down
13717	Eln	0.003142336	-2.757206208	down
13804	Endog	0.024205886	1.297805948	up
13808	Eno3	0.021246807	1.420115743	up
13822	Epb4112	0.025143572	-1.285870158	down
13848	Ephb6	0.033244892	-2.771929825	down
13850	Ephx2	0.028625998	1.67013373	up
13992	Khdrbs3	2.59629E-05	1.414452075	up
14011	Etv6	0.011475177	-1.271672772	down
14081	Acs11	0.045284771	1.437119496	up
14085	Fah	0.009641114	2.256421419	up
14102	Fas	0.046654224	1.612487611	up
14107	Fat1	0.019634578	-1.922005571	down
14115	Fbln2	0.010244218	-1.974538032	down
14120	Fbp2	0.018289024	2.625392396	up
14156	Fen1	0.026776286	1.394021739	up
14164	Fgf1	0.00576768	1.430165685	up
14182	Fgfr1	0.037323731	-1.95574086	down
14194	Fh1	0.011354744	1.328539489	up
14199	Fhl1	0.026317952	-1.868884307	down
14200	Fhl2	0.02542978	2.132138864	up
14219	Ctgf	0.009401549	-9.45902537	down
14232	Fkbp8	0.002237396	-1.224795933	down
14234	Foxc2	0.049531575	-3.334710744	down
14239	Foxs1	0.012893405	-2.253731343	down
14264	Fmod	0.015860953	-7.77262181	down

14268	Fn1	0.014936086	-2.285427807	down
14314	Fstl1	0.042550777	-1.99983632	down
14345	Fut4	0.041791637	2.409090909	up
14362	Fzd1	0.001372592	-1.865965834	down
14373	G0s2	0.012545844	-1.394438555	down
14385	Slc37a4	0.039642143	1.214309821	up
14457	Gas7	0.027186209	-1.481693364	down
14467	Gbas	0.036608568	1.290615512	up
14605	Tsc22d3	0.02363199	-1.346649871	down
14633	Gli2	0.03974974	-1.84	down
14661	Glud1	0.023953036	1.209646576	up
14674	Gna13	0.041247991	-1.295	down
14711	Gnmt	0.017461905	2.326589595	up
14726	Pdpm	0.027513093	-2.428726877	down
14747	Cmklr1	0.038116643	-2.061915511	down
14775	Gpx1	0.007688225	-1.63417707	down
14789	P3h3	0.019913396	-1.809976247	down
14791	Emg1	0.017524139	1.237646002	up
14816	Grm1	0.034957537	1.428466077	up
14874	Gstz1	0.024875754	1.386986751	up
14998	H2-DMa	0.020995614	1.73046875	up
15107	Hadh	0.028243469	1.635933252	up
15108	Hsd17b10	0.04691161	1.31227281	up
15159	Hccs	0.031540689	1.292881484	up
15191	Hdgf	0.005874749	-1.219111635	down
15205	Hes1	0.018082627	1.445655211	up
15211	Hexa	0.011452374	-1.352361924	down
15214	Hey2	0.036885552	1.58013544	up
15275	Hk1	0.007544948	-1.334356016	down
15331	Hmgn2	0.021050057	1.320014258	up
15374	Hn1	0.022066998	-1.573488206	down
15410	Hoxb3	0.026172043	-1.887096774	down
15464	Hrc	0.03427562	1.545531736	up
15468	Prmt2	0.012817498	-1.457586207	down
15490	Hsd17b7	0.038012693	1.498936924	up
15510	Hspd1	0.032243552	1.482700117	up
15926	Idh1	0.000271435	1.464520986	up
15937	Ier3	0.036295928	-1.860644519	down
16145	Igtp	0.016685478	2.839416058	up
16168	Il15	0.022752092	2.097920696	up
16195	Il6st	0.025846622	-1.399644497	down
16373	Irx3	0.016506777	2.442497262	up
16402	Itga5	0.000431047	-1.733495418	down
16419	Itgb5	0.002014463	-1.382397343	down
16420	Itgb6	0.000817063	1.961251863	up
16425	Itih2	0.04381889	-3.755555556	down
16428	Itk	0.014680125	1.858426966	up
16468	Jarid2	0.018718819	1.408783784	up
16477	Junb	0.027241781	-2.28765462	down

16518	Kcnj2	0.009512771	2.03768624	up
16560	Kif1a	0.012417352	-3.692307692	down
16570	Kif3c	0.013271313	-1.266447368	down
16581	Kifc2	0.044914908	1.206730769	up
16593	Klc1	0.003474354	-1.361409323	down
16600	Klf4	0.036523095	-1.432121212	down
16618	Klk1b26	0.003425312	8.157894737	up
16668	Krt18	0.005951144	-9.311111111	down
16716	Ky	0.002184179	3.728542914	up
16803	Lbp	6.43603E-05	-2.049856184	down
16832	Ldhb	0.018871933	1.506327445	up
16855	Lgals4	0.011282421	2.752462527	up
16885	Limk1	0.04527493	-1.278106509	down
16909	Lmo2	0.027902765	-1.600847757	down
16922	Phyh	0.006885363	1.204183276	up
16949	Loxl1	0.007121753	-2.020205945	down
16971	Lrp1	0.002850607	-2.082506654	down
16998	Ltbp3	0.001356439	-1.898951138	down
17025	Alad	0.021644436	1.419041534	up
17117	Amacr	0.006999066	1.408386638	up
17130	Smad6	0.016324975	-1.889196676	down
17131	Smad7	0.033027003	-1.391534392	down
17133	Maff	7.35793E-05	-2.111944605	down
17134	Mafg	0.042119052	-1.270107742	down
17135	Mafk	0.042097124	-1.892606868	down
17150	Mfap2	0.016828692	-1.935704514	down
17160	Man2b2	0.039854843	-1.270177296	down
17192	Mbd3	0.019938537	-1.29017882	down
17220	Mcm7	0.02862861	1.206216831	up
17254	Slc3a2	0.004422881	-1.374470018	down
17256	Meal	0.010077434	-1.203089615	down
17285	Meox1	0.036231091	-3.14378921	down
17299	Mettl1	0.023360239	-1.622674934	down
17304	Mfge8	0.011559774	-1.226454657	down
17313	Mgp	0.032016059	-2.55532467	down
17314	Mgmt	0.00790399	1.655084313	up
17342	Mitf	0.004390843	1.448539971	up
17380	Mme	0.049789082	2.038216561	up
17390	Mmp2	0.001901863	-2.240243161	down
17532	Mras	0.008625346	-1.413369714	down
17534	Mrc2	0.025352115	-2.04121965	down
17684	Cited2	0.039273133	1.563963112	up
17755	Map1b	0.037896676	-1.76146789	down
17769	Mthfr	0.016123693	-1.399795501	down
17846	Commd1	0.003730136	1.282025881	up
17872	Ppp1r15a	0.000108785	-1.949029126	down
17873	Gadd45b	5.30113E-05	1.626079447	up
17904	Myl6	0.04864208	-1.297495418	down
17965	Nbl1	0.008451404	-2.112410987	down

17972	Ncf4	0.045088564	1.367713004	up
17992	Ndufa4	0.032194193	1.307827862	up
17993	Ndufs4	0.009816641	1.523334828	up
18016	Nf2	0.04013468	-1.244906932	down
18019	Nfatc2	0.014174601	1.41729639	up
18024	Nfe2l2	0.043313571	-1.227411858	down
18033	Nfkb1	0.018110647	-1.252310062	down
18034	Nfkb2	0.017560479	-1.33697398	down
18044	Nfya	0.0123523	-1.347314578	down
18081	Ninj1	0.003958376	-1.235768345	down
18091	Nkx2-5	0.035580363	-1.229206963	down
18100	Mrpl40	0.004176435	1.273265196	up
18105	Nqo2	0.009047041	1.488235294	up
18113	Nnmt	0.00077924	-1.510638298	down
18115	Nnt	0.001073647	2.734572017	up
18158	Nppb	0.036536583	-4.085167341	down
18207	Nthl1	0.033301642	1.532	up
18220	Nucb1	0.015154444	-1.275865941	down
18226	Nup62	0.001634285	-1.349740933	down
18451	P4ha1	0.029328311	-2.147669706	down
18542	Pcolce	0.000762733	-1.805675963	down
18551	Pcsk4	0.033962635	2.572815534	up
18552	Pcsk5	0.004618966	-1.939534884	down
18582	Pde6d	0.043490519	-1.222609983	down
18585	Pde9a	0.043870342	-1.616224649	down
18595	Pdgfra	0.007621187	-1.543509966	down
18607	Pdpk1	0.003297324	-1.220521307	down
18611	Pea15a	0.009257323	-1.28524366	down
18639	Pfkfb1	0.044479335	5.508305648	up
18647	Cdk14	0.0121421	-1.732265446	down
18648	Pgam1	0.002349505	-1.426286037	down
18674	Slc25a3	0.005014083	1.291419412	up
18739	Pitpnm1	0.014815712	-1.33843717	down
18759	Prkei	0.000385574	-1.357965451	down
18761	Prkcq	0.025842435	2.233802817	up
18767	Pkia	0.035481996	1.502082448	up
18793	Plaur	0.025650438	-1.72361809	down
18807	Pld3	0.005248744	-1.396136314	down
18821	Pln	0.008816456	1.791403927	up
18858	Pmp22	0.018129714	-1.597399004	down
18950	Pnp	0.023419175	-1.342368641	down
18951	5-Sep	0.000735201	-2.061010486	down
19017	Ppargc1a	0.032221113	1.242105263	up
19158	Cyth2	0.000581678	-1.226259131	down
19186	Psme1	0.0068049	1.546316891	up
19188	Psme2	0.047372527	1.22268098	up
19207	Ptch2	0.04347312	-1.73006135	down
19223	Ptgis	0.049182278	-2.238151659	down
19246	Ptpn1	0.007446972	-1.41855304	down

19268	Ptprf	0.03839975	-2.084639498	down
19288	Ptx3	0.014033211	-2.741573034	down
19299	Abcd3	0.032704735	1.535362935	up
19301	Pxmp2	0.00058582	1.48850865	up
19328	Rab12	0.024214408	1.209736537	up
19329	Rab17	0.020543574	1.912878788	up
19335	Rab23	0.046082612	-1.449554896	down
19378	Aldh1a2	0.029314133	-3.628719276	down
19655	RbmX	0.007723088	1.229652145	up
19659	Rbp1	0.045907083	-3.130499259	down
19697	Rela	0.009238586	-1.201421443	down
19882	Mst1r	0.044869161	-2.066225166	down
20130	Rras	0.014344994	-1.352279229	down
20163	Rsu1	0.0464283	-1.248649438	down
20166	Rtkn	0.012121613	-1.714285714	down
20183	Rxrg	0.043493504	1.454621427	up
20195	S100a11	0.040996806	-1.402728227	down
20196	S100a13	0.030645335	-1.274575621	down
20204	Prrx2	0.010066566	-4.439393939	down
20292	Ccl11	0.013127495	3.280373832	up
20293	Ccl12	0.030541968	-2.371819961	down
20296	Ccl2	0.023067361	-2.136631331	down
20317	Serpinf1	0.010099686	-2.377748168	down
20319	Sfrp2	0.002548962	-4.100952381	down
20364	Sepw1	0.001906172	-1.297732577	down
20377	Sfrp1	0.02461348	-1.857142857	down
20382	Srsf2	0.004273003	1.224974312	up
20384	Srsf5	0.038362781	1.7018414	up
20397	Sgpl1	0.016024013	-1.271053662	down
20405	Sh3gl1	0.012277609	-1.377445749	down
20410	Sorbs3	0.004212921	-1.354597292	down
20442	St3gal1	0.026217039	-1.209401709	down
20444	St3gal2	0.041217667	-1.266666667	down
20448	St6galnac4	0.044993054	-1.221762048	down
20452	St8sia4	0.014511801	2.117408907	up
20481	Ski	0.020935325	-1.498602325	down
20482	Skil	0.001132282	-1.485232068	down
20512	Slc1a3	0.031417457	-2.329479769	down
20598	Smpd2	0.002801617	1.415715622	up
20613	Snai1	0.021242297	-2.07980653	down
20656	Sod2	0.025034632	1.380103787	up
20657	Sod3	0.005303038	-1.466046191	down
20682	Sox9	0.007169909	-3.443877551	down
20698	Sphk1	0.001455228	-2.761538462	down
20715	Serpina3g	0.042510801	2.510948905	up
20716	Serpina3n	0.035528451	-3.208090379	down
20720	Serpine2	0.008625587	-1.702135493	down
20729	Spin1	0.025454657	-1.249765552	down
20807	Srf	0.004531921	-1.498136955	down

20810	Srm	0.006817185	-1.282329432	down
20848	Stat3	0.001748943	-1.267526006	down
20852	Stat6	0.03843167	-1.228724194	down
20907	Stx1a	0.021108417	-1.899390244	down
20916	Sucla2	0.038467362	1.662046859	up
20969	Sdc1	0.036659079	-1.535051546	down
20972	Syng1	0.010288081	-1.364031487	down
20975	Synj2	0.044552426	1.471495456	up
21346	Tagln2	0.004906357	-1.429698448	down
21412	Tcf21	0.040112735	-1.890625	down
21648	Dynlt1b	0.00435392	2.999627005	up
21664	Phlda1	0.010486751	-2.046327684	down
21754	Tesk1	0.018819391	-1.239674868	down
21766	Tex261	0.015400692	-1.254862667	down
21767	Tex264	0.024160574	-1.223048812	down
21803	Tgfb1	0.005450134	-1.328423637	down
21810	Tgfb1	0.026387199	-1.386931155	down
21813	Tgfb2	0.032296421	-1.45308095	down
21815	Tgif1	0.011232236	-1.621407334	down
21817	Tgm2	0.000380099	-1.64386936	down
21821	Ift88	0.042952125	1.429435484	up
21825	Thbs1	0.046152043	-4.44403444	down
21827	Thbs3	0.003842221	-2.227578475	down
21848	Trim24	0.026623226	1.23977824	up
21887	Tle3	0.01799229	-1.858695652	down
21894	Tln1	0.015270257	-1.290272774	down
21937	Tnfrsf1a	0.017218981	-1.29310952	down
21938	Tnfrsf1b	0.041771429	-1.516333938	down
21987	Tpd52l1	0.048402823	1.773345422	up
22031	Traf3	0.004601236	-1.367123288	down
22121	Rpl13a	0.032292713	-1.235997899	down
22142	Tuba1a	0.005631928	-1.493429487	down
22145	Tuba4a	0.003219964	1.581595195	up
22153	Tubb4a	0.041232752	-1.325626204	down
22154	Tubb5	0.048778235	-1.260525394	down
22160	Twist1	0.0352784	-2.070224719	down
22210	Ube2b	0.048397415	1.327081331	up
22213	Ube2g2	0.013519674	-1.200929503	down
22232	Slc35a2	0.019903736	-1.224662162	down
22240	Dpysl3	0.015988134	-1.844880027	down
22275	Urod	0.008590417	1.202281306	up
22276	Uros	0.01230108	1.202609641	up
22323	Vasp	0.019730269	-1.2948903	down
22342	Lin7b	0.005725886	-2.951612903	down
22352	Vim	0.025118893	-1.597122302	down
22401	Zmat3	0.043917403	-1.205748865	down
22403	Wisp2	0.047188711	-3.575633688	down
22431	Wt1	0.001693267	-1.866666667	down
22436	Xdh	0.029914347	1.587245233	up

22601	Yap1	0.000320657	-1.308951407	down
22629	Ywhah	0.019756736	-1.286872237	down
22673	Zfp185	0.012748829	-4.119402985	down
22680	Zfp207	0.018385367	-1.229934641	down
22682	Zfand5	0.032949572	1.210685649	up
22690	Zfp28	0.005493151	1.322775264	up
22704	Zfp46	0.014945413	1.31260283	up
22759	Zfp97	0.03125254	1.841549296	up
22761	Zfpm1	0.000845039	-1.44808232	down
22793	Zyx	0.002867382	-1.732332516	down
23805	Apc2	0.015120616	-1.796052632	down
23831	Car14	0.020332345	1.582842883	up
23876	Fbln5	0.035439403	-1.448979592	down
23879	Fxr2	0.002742345	-1.260559151	down
23887	Ggt5	0.004387968	1.430120482	up
23950	Dnajb6	0.027277098	-1.303612059	down
23965	Tenm3	0.030863508	-1.805194805	down
23971	Papss1	0.046499519	-1.268933539	down
23986	Eci2	0.007830887	1.38525915	up
23991	Cib1	0.00197051	-1.283068783	down
26398	Map2k4	0.042433493	1.202579497	up
26411	Map4k1	0.048224372	1.8125	up
26412	Map4k2	0.043022999	1.24124953	up
26433	Plod3	0.003702684	-1.294287482	down
26549	Itgb1bp2	0.021846609	1.218013052	up
26558	Homer3	0.001641257	-1.557655955	down
26561	Mmp23	0.000371785	-1.923491379	down
26900	Ddx3y	0.024071344	1.460266667	up
26926	Aifm1	0.005749946	1.203847959	up
26949	Vat1	0.004887074	-1.366324363	down
26968	Islr	0.006566143	-1.814918492	down
27008	Micall1	0.016896189	-1.315211907	down
27059	Sh3d19	0.002895016	-1.585814361	down
27280	Phlda3	0.000609486	-2.134973005	down
27368	Tbl2	0.014028787	-1.234917733	down
27369	Dguok	0.006887139	1.319375574	up
27393	Mrpl39	0.000693481	1.300142023	up
27425	Atp5l	0.009310866	1.261839984	up
27632	Nelfe	0.034809314	-1.210175812	down
27883	Tango2	0.025021236	1.2350776	up
28080	Atp5o	0.001181488	1.259469666	up
28081	Fam104a	0.001106693	-1.222408427	down
29817	Igfbp7	0.037661813	-1.732055366	down
30878	Apln	0.010381812	1.829232996	up
30928	Zbtb18	0.008622236	1.228087986	up
30939	Pttg1	0.001062878	1.284304582	up
50498	Ebi3	0.014023912	2.022058824	up
50709	Hist1hle	0.008321466	1.881355932	up
50874	Tmod4	0.038881444	1.485313932	up

50915	Grb14	0.001603227	1.560271882	up
51793	Ddah2	0.006244179	-1.525444023	down
51795	SrpX	0.037708412	-2.740495868	down
51798	Ech1	0.018762371	1.883687293	up
51812	Mcrs1	0.025842837	1.261838893	up
51885	Tubgcp4	0.014882986	-1.222306525	down
51902	Rnf24	0.013670712	-1.421052632	down
52250	Reep1	0.047574647	1.228479853	up
52357	Wwc2	0.013528782	-1.320495646	down
52377	Rcn3	0.03883724	-1.871004712	down
52430	Echdc2	0.027075038	1.257905544	up
52502	Carhsp1	0.004351219	-1.935558113	down
52538	Acaa2	0.013601909	1.894330761	up
52633	Nit2	0.014193937	1.407011543	up
52685	Cd300lg	0.020002323	1.765492322	up
52840	Dbn1	0.008013529	-1.32145305	down
52856	Mtg2	0.013603507	1.35742732	up
52898	Rnasek	0.029184975	-1.205634522	down
53412	Ppp1r3c	0.01953106	-1.702284022	down
53422	Ybx2	0.037171	1.681422925	up
53859	Map3k14	0.002696444	-1.756388416	down
53871	Pkd2l2	0.02228667	1.402390438	up
53895	Clpp	0.02422334	1.270616048	up
54325	Elovl1	0.003543216	-1.233127185	down
54353	Skap2	0.04176706	-1.298139535	down
54383	Phc2	0.017952931	-1.300991736	down
54396	Irgm2	0.035818615	2.162589037	up
54667	Atp8b2	0.00671253	-1.547747748	down
55950	Bri3	0.00367423	-1.318155692	down
55983	Pdzrn3	0.029785086	-1.701705855	down
55984	Camkk1	0.033932341	-2.348547718	down
55988	Snx12	0.008746667	-1.259496284	down
56043	Akr1e1	0.03606983	1.37715959	up
56077	Dgke	0.028940732	1.39578714	up
56088	Psmg1	0.000439531	1.328606249	up
56198	Heyl	0.004227484	-1.759272218	down
56218	Patz1	0.013283874	1.347328244	up
56222	Cited4	0.030313131	-1.496626768	down
56277	Tmem45a	0.009109842	-1.659883721	down
56284	Mrpl19	0.012205937	1.31557585	up
56294	Ptpn9	0.005717461	-1.400873839	down
56309	Mycbp	0.036108128	1.242956458	up
56312	Nupr1	0.014070881	-2.223542945	down
56320	Dbn1	0.005254339	-1.975360577	down
56336	B4galt5	0.000350623	-1.880766501	down
56369	Apip	0.006308981	1.374119718	up
56418	Ykt6	0.010630733	-1.209578452	down
56428	Mtch2	0.03386294	1.203946655	up
56451	Suclg1	0.00592986	1.412861553	up

56455	Dynll1	0.014348901	-1.621379454	down
56541	Habp4	0.003161575	-1.201147567	down
56620	Clec4n	0.048049576	-1.648648649	down
56626	Poll	0.030182756	1.228654971	up
56631	Trim17	0.045734452	-1.655940594	down
56711	Plagl	0.035041858	1.710344828	up
56715	Rabgef1	0.004715869	-1.288637194	down
56722	Litaf	0.003575887	-1.534218289	down
56742	Psrl	0.019694368	-2.764705882	down
56752	Aldh9a1	0.014692499	1.702942017	up
56847	Aldh1a3	0.023075687	-2.841463415	down
57080	Gtf2ird1	0.032612089	-1.329793879	down
57246	Tbx20	0.040164418	-1.240362285	down
57260	Ltb4r2	0.00037968	1.602941176	up
57312	Mrps31	0.008223637	1.34389562	up
57344	As3mt	0.001355068	1.454730832	up
57436	Gabarapl1	0.025407456	-1.444903581	down
57743	Sec61a2	0.020496126	1.244863014	up
57764	Ntn4	0.045943561	-1.468275246	down
57783	Tnip1	0.010884962	-1.620767836	down
57912	Cdc42se1	0.024376489	-1.267014406	down
58223	Mmp19	0.037446649	-1.576177285	down
58233	Dnaja4	0.003202647	-1.386787538	down
58235	Pvrl1	0.046911806	-1.897435897	down
58244	Stx6	0.001249672	-1.498202732	down
58799	Crbn	0.049752898	1.364464692	up
58875	Hibadh	0.00512233	1.221429848	up
59036	Dact1	0.021621764	-1.405405405	down
59083	Fetub	0.032144749	-2.254166667	down
59095	Fxyd6	0.028640368	-1.437523594	down
59126	Nek6	0.007843662	-2.202409639	down
60440	Iigp1	0.005360744	2.58168028	up
60595	Actn4	0.014540818	-1.390252017	down
60613	Kcnq4	0.022383348	1.787810384	up
63953	Dusp10	0.005481704	1.508124077	up
63955	Cables1	0.02903196	-1.434610304	down
64138	Ctsz	0.008616462	-1.40704698	down
64144	Mllt1	0.048707178	-1.245598592	down
64291	Osbpl1a	0.005442204	1.205444549	up
64659	Mrps14	0.048589251	1.337706904	up
65112	Pmepa1	0.01456599	-1.733149171	down
65115	Bean1	0.049243573	-1.845771144	down
65964	Zak	0.002505204	1.283504449	up
66046	Ndufb5	0.013428988	1.342826763	up
66086	Fopnl	0.037379276	1.200580341	up
66091	Ndufa3	0.01624082	1.283138815	up
66108	Ndufa9	0.037228349	1.302739737	up
66125	Sf3b5	0.01406094	-1.202344855	down
66132	1110008L16Rik	0.004546811	1.431818182	up

66148	Dnajc15	0.020768805	1.432791184	up
66151	Prr13	0.001315117	-1.257180402	down
66168	Grina	0.008895808	-1.225849169	down
66174	Nudt14	0.018646221	1.566119901	up
66211	Rpl3l	0.045161811	2.071055901	up
66218	Ndufb9	0.009304076	1.205241408	up
66230	Mrps28	0.001418651	1.253660131	up
66246	Osgep	0.01232994	1.355984431	up
66251	Arfgap3	0.022675934	-1.633069083	down
66278	Smim20	0.006022013	1.397986999	up
66313	Smurf2	0.005702305	-1.325253256	down
66349	Atp5sl	0.023432712	1.241526401	up
66399	Tsfm	0.014362222	1.215323646	up
66400	Alkbh7	0.029218057	1.370382751	up
66407	Mrps15	0.036616046	1.238918476	up
66427	Cyb5b	0.015537315	1.208137432	up
66494	Prelid1	0.027503226	-1.207474677	down
66497	Cmss1	0.026022558	1.602799572	up
66498	Dda1	0.001155619	-1.322135417	down
66513	Tab1	0.00234695	1.501766784	up
66515	Cul7	0.022155005	-1.249524715	down
66556	Drap1	0.010285907	-1.258068563	down
66559	Metap1d	0.017577354	1.275405557	up
66616	Snx9	0.03563342	-1.205015045	down
66671	Ccnh	0.036041997	1.374624374	up
66694	Uqcrfs1	0.006270104	1.333236683	up
66701	Spryd4	0.04289129	1.331673484	up
66705	Dnase1l2	0.015846203	-1.674757282	down
66706	Ndufaf3	0.031505614	1.250916627	up
66832	Rsph3a	0.000115681	-1.689481066	down
66841	Etfdh	0.01143122	1.588355884	up
66855	Tcf25	0.00829942	-1.219635982	down
66898	Baiap2l1	0.00155139	-1.654558933	down
66910	Tmem107	0.003950872	-1.424920128	down
66945	Sdha	0.015166661	1.363172885	up
66993	Smardc3	0.005485891	-1.248420221	down
67003	Uqcr2	0.040188769	1.348554245	up
67013	Oma1	0.005080718	1.424832496	up
67031	Upf3a	0.006532391	-1.396313364	down
67036	Mrpl45	0.002218078	1.478130733	up
67134	Nop56	0.02459921	1.281818182	up
67164	Lipt2	0.010944482	1.310454908	up
67168	Lpar6	0.015653831	1.539325843	up
67171	Dram2	0.049663156	1.594275254	up
67196	Ube2t	0.016281572	1.727129338	up
67220	Plekho1	0.048966999	-1.657608369	down
67231	Tbc1d20	0.001738991	-1.219258177	down
67264	Ndufb8	0.023724771	1.266254769	up
67269	Agtpbp1	0.01709867	1.376762067	up

67308	Mrpl46	0.032011127	1.43658827	up
67383	Carnmt1	0.009897765	1.372352941	up
67414	Mfn1	0.011801607	1.210721724	up
67425	Eps811	0.043752356	-1.664259928	down
67426	Adck3	0.03440671	1.326518769	up
67440	Mtpap	0.022729503	1.298959747	up
67460	Decr1	0.005031022	1.64975485	up
67484	Eepd1	0.024220685	1.659030837	up
67492	Zfand4	0.031190211	1.68	up
67525	Trim62	0.030788263	-1.969026549	down
67528	Nudt7	0.013175994	1.709123526	up
67542	Cog6	0.014739137	1.279380068	up
67603	Dusp6	0.031891416	-1.481371088	down
67621	Bend5	0.032365141	1.351131222	up
67655	Ctdp1	0.008466665	-1.229329173	down
67680	Sdhb	0.015717295	1.309396271	up
67681	Mrpl18	0.026528986	1.281233561	up
67704	1810037I17Rik	0.049246945	-1.320844546	down
67774	Borcs5	0.001374021	1.394888179	up
67834	Idh3a	0.003619577	1.2836653	up
67856	Echdc3	0.01328649	1.358688226	up
67861	Akr1b10	0.02113134	1.215727542	up
67893	Tmem86a	0.031344583	1.389100127	up
67993	Nudt12	0.003670781	1.382959641	up
67997	Ddx59	0.036764651	1.278877888	up
68017	Ftsj2	0.013900387	1.266248319	up
68034	Fam122a	0.022650522	-1.25259284	down
68044	Chac2	0.020900977	1.31408661	up
68115	9430016H08Rik	0.00425122	1.29255883	up
68176	Fam212a	0.040013983	1.452879581	up
68194	Ndufb4	0.029084924	1.216479395	up
68198	Ndufb2	0.000703005	1.21161888	up
68226	Efcab2	0.039518467	1.406626506	up
68267	Slc25a22	0.038843899	1.579757976	up
68316	Apoo	0.042336377	1.39834698	up
68337	Crip2	0.028852841	1.355308896	up
68342	Ndufb10	0.007310527	1.262921156	up
68349	Ndufs3	0.020626496	1.33483424	up
68440	Dusp23	0.031792262	1.537305699	up
68480	Card19	0.020882404	-1.265988957	down
68549	Sgol2a	0.009861904	2.673469388	up
68550	Tefm	0.021931606	1.342307692	up
68564	Nufip2	0.016917617	-1.3438949	down
68585	Rtn4	0.019733445	-1.351515152	down
68617	Mtcl1	0.033883977	-1.475177305	down
68646	Nadk2	0.018979231	1.495500562	up
68693	Hnrnpul2	0.015265649	-1.324632739	down
68724	Arl8a	0.004612996	-1.369590258	down
68732	Lrrc16a	0.021345636	-1.564220183	down

68770	Phtf2	0.042351276	1.333913476	up
68774	Ms4a6d	0.021722736	-1.798882682	down
68797	Pdgfrl	0.00220855	-2.585434174	down
68828	Sync	0.006842463	-1.300226586	down
68837	Foxk2	0.001291116	-1.232178415	down
68867	Rnf122	0.001393261	1.6725	up
68874	Klhdc9	0.029207811	1.244267198	up
68920	1110065P20Rik	0.042841763	-1.472714633	down
68968	Cdan1	0.037226336	1.209847597	up
69053	1810013L24Rik	0.005078553	1.257731959	up
69065	Chac1	0.015781024	2.323838081	up
69101	Ydjc	0.047976447	-2.213270142	down
69149	Kbtbd3	0.04979417	1.446348061	up
69159	Rhebl1	0.004203868	2.125	up
69163	Mrpl44	0.015720439	1.266857963	up
69202	Ptms	0.027790498	-1.873210526	down
69217	Plekha4	0.00480533	-2.166015625	down
69263	Rfc3	0.00641825	1.366127024	up
69270	Gins1	0.047837274	1.955128205	up
69408	Dnajc17	0.005675374	1.276422764	up
69487	Ndufaf5	0.026375829	1.288241074	up
69538	Antxr1	0.01260556	-1.659863946	down
69546	Mapk1ip1	0.010624017	1.22522293	up
69574	Cmb1	0.022272664	1.523252233	up
69576	Smco1	0.000664392	1.803720577	up
69581	Rhou	0.033335686	-2.039647577	down
69638	Enho	0.006054609	-1.301448171	down
69660	Tmbim1	0.027992355	-1.331336186	down
69684	Aarsd1	0.002970603	1.354863318	up
69710	Arap1	0.006455762	-1.206575342	down
69723	Rpain	0.018163187	1.269603098	up
69747	Zswim7	0.034149266	1.513032422	up
69806	Slc39a11	0.036594683	1.251980983	up
69821	Mterf4	0.006309726	1.390211046	up
69900	Mfsd11	0.001468102	-1.243350733	down
69917	Nabp2	0.016719306	-1.206323498	down
69923	Agk	0.042937483	1.225916454	up
69956	Ptcd3	0.02340737	1.445178881	up
69993	Chn2	0.049094659	-1.953488372	down
70031	Cmtm8	0.009427244	2.053302961	up
70240	Ufsp1	0.046347174	1.200856735	up
70297	Gcc2	0.015518455	1.634703196	up
70316	Ndufab1	0.008285772	1.40480163	up
70392	Asb12	0.039829095	1.403701851	up
70397	Tmem70	0.042818605	1.333911601	up
70456	Mpc2	0.008005813	1.491637767	up
70478	Mipep	0.034286861	1.236209335	up
70546	Zdhhc2	0.00588219	-1.809210526	down
70556	Slc25a33	0.046614409	1.584019204	up

70584	Pak4	0.000770912	-1.391136802	down
70681	Fam175a	0.01293403	1.305234534	up
70717	Medag	0.00580399	-2.48115942	down
70729	Nos1ap	0.049334202	-1.838187702	down
70772	Ggnbp1	0.023461485	1.374243258	up
70788	Klhl30	0.000100473	1.316268844	up
70804	Pgrmc2	0.007539127	-1.411109012	down
70873	Cnbd2	0.004746612	1.76872846	up
71093	Atoh8	0.009617837	-1.270845313	down
71147	Oxsm	0.00345184	1.336799538	up
71228	Dlg5	0.00209405	-1.471228616	down
71254	Naif1	0.012822116	-1.598253275	down
71323	Rassf8	0.026928739	-1.324106517	down
71365	Pdss2	0.007953597	1.333333333	up
71514	Sfpq	0.004313725	-1.268675123	down
71519	Cyp2u1	0.004845806	-1.431578947	down
71679	Atp5h	0.002765468	1.216112682	up
71687	Tmem25	0.021542585	1.841680129	up
71713	Cdc40	0.007450651	1.378910776	up
71770	Ap2b1	0.009727126	-1.203049203	down
71801	Plekhf2	0.006317647	1.319354839	up
71844	Nupl1	0.020556545	-1.233927607	down
71862	Gpr160	0.031504809	1.851851852	up
71886	2310002L09Rik	0.032891746	1.628303199	up
71890	Mad2l2	0.016240749	-1.259324419	down
71954	Suds3	0.026058071	-1.201007023	down
71978	Ppp2r2a	0.020715394	1.285126965	up
71984	Sars2	0.015357747	1.312187812	up
71989	Rpusd4	0.009220827	1.362995595	up
71994	Cnn3	0.014697306	-1.267963741	down
71998	Slc25a35	0.040331729	-1.334724541	down
72033	Tsc22d2	0.012011668	-1.441416894	down
72039	Mccc1	0.005355334	1.262476713	up
72054	Cyp4f18	0.025475019	2.238410596	up
72175	Mfsd8	0.038729311	1.312150838	up
72194	Fbxl20	0.006602095	1.295469049	up
72301	1810041L15Rik	0.046779776	-2.194029851	down
72345	Amer1	0.01821544	1.443181818	up
72350	Zc2hc1c	0.044307156	1.392307692	up
72397	Rbm12b1	0.02361085	-1.347663551	down
72416	Lrpprc	0.046875683	1.563857515	up
72421	Ttc30b	0.00888001	1.702325581	up
72479	Hsdl2	0.006910978	1.423770657	up
72480	Tspyl4	0.0466184	1.208160443	up
72549	Reep4	0.02381751	-1.372124493	down
72590	Ppme1	0.000937076	-1.27346217	down
72611	Zfp655	0.036112875	1.215865751	up
72658	2700097O09Rik	0.029288048	1.733791749	up
72668	Skida1	0.040198387	1.516528926	up

72739	Zkscan3	0.000664699	1.294440631	up
72759	Tmem135	0.00617502	1.458632532	up
72795	Ttc19	0.039962843	1.36394674	up
72805	Zfp839	0.030998562	1.242673993	up
72900	Ndufv2	0.004279733	1.394845964	up
73010	Gpr22	0.008186239	6.580952381	up
73095	Slc25a42	0.035080535	1.697979624	up
73139	Cenpv	0.02266375	1.424085576	up
73338	Itpripl1	0.02959693	1.324229075	up
73389	Hbp1	0.039746436	1.31517558	up
73451	Zfp763	0.00919302	2.333333333	up
73710	Tubb2b	0.027038888	-1.982222222	down
73724	Mcee	0.001139031	1.37847769	up
73728	Psd	0.044954705	-2.252307692	down
74011	Slc25a27	0.011670783	1.388372093	up
74019	Traf3ip1	0.028654172	-1.221271394	down
74100	Arpp21	0.026705191	2.917808219	up
74116	Pi16	0.010529124	-2.551906698	down
74143	Opa1	0.035949249	1.239798258	up
74147	Ehhadh	0.01804626	1.571088165	up
74158	Josd1	0.020993962	-1.266957921	down
74182	Gpcpd1	0.047221991	1.671590065	up
74204	Xpo6	0.032996083	1.258125472	up
74211	1700017B05Rik	0.002991269	-1.368758003	down
74238	Mterf2	0.03517385	1.521088435	up
74241	Chpf	0.003608751	-1.463571159	down
74246	Gale	0.04515907	-1.551181102	down
74318	Hopx	0.007387712	1.533298246	up
74320	Wdr33	0.037226117	1.257735779	up
74325	Cltb	0.003570446	-1.480200027	down
74365	Lonrf3	0.042365477	-2.826923077	down
74442	Sgms2	0.044362613	-1.953846154	down
74488	Lrrc15	0.026125547	2.679577465	up
74492	Kbtbd13	0.025750959	2.192090395	up
74617	Scpep1	0.022524561	-1.525849335	down
74747	Ddit4	0.019813615	-1.816037736	down
74761	Mxra8	0.006182154	-1.803559765	down
74775	Lmbr11	0.048455103	-1.261127596	down
74776	Ppa2	0.032744651	1.376450528	up
74868	Tmem65	0.04385315	1.430625449	up
75029	Purg	0.005564089	-1.372881356	down
75216	Cep128	0.000778155	2.283333333	up
75219	Dusp18	0.023865572	1.531459988	up
75387	Sirt4	0.031877899	1.26994984	up
75420	Secisbp2	0.020013015	1.36159461	up
75530	Lym7	0.048653735	1.270637015	up
75564	Rsph9	0.007424218	-2.083798883	down
75573	Prr29	0.02365339	2.156521739	up
75581	Yipf7	0.0081864	1.640654206	up

75593	Malsu1	0.013390035	1.350103093	up
75692	Nr2c2ap	0.018803143	-1.338028169	down
75717	Cul5	0.026296265	1.437956204	up
75785	Klhl24	0.006922758	1.40028169	up
76089	Rapgef2	0.028163758	1.360503645	up
76187	Adhfe1	0.014353048	1.663123222	up
76246	Rtf1	0.004850043	1.231224397	up
76261	0610040J01Rik	0.023662349	2.615212528	up
76281	Tax1bp3	0.045185652	-1.256200625	down
76293	Mfap4	0.009278485	-4.05910683	down
76294	Asb5	0.048517382	1.837784372	up
76366	Mtif3	0.045847012	1.248271889	up
76467	Msrb2	0.010989525	1.239585492	up
76477	Pcolce2	0.001309634	-1.806595864	down
76577	Faf2	0.017387797	-1.259962049	down
76650	Srxn1	0.037193826	-1.321381837	down
76686	Clip3	0.018458495	-1.48694517	down
76722	Ckmt2	0.032424291	1.441124309	up
76826	Nubpl	0.037558552	1.384858044	up
76863	Dcun1d5	0.033127406	1.263077594	up
76933	Ifi2712a	0.036643683	-1.738677094	down
76947	Ndufaf6	0.032785685	1.27343911	up
77006	Ddrk1	0.004476872	-1.217711706	down
77057	Ston1	0.036453424	-1.442151805	down
77106	Tmem181a	0.000242669	1.632247143	up
77128	Crebrf	0.044041374	1.410649819	up
77552	Shisa4	0.004435897	-2.058031088	down
77559	Agl	0.003079183	1.231258967	up
77578	Bcl9	0.04312435	1.386378962	up
77579	Myh10	0.008918518	-1.366799205	down
77622	Apex2	0.005510835	2.083098592	up
77652	Zfp955a	0.04878316	1.498322148	up
77864	Ypel2	0.007982643	-1.606604451	down
78038	Mccc2	0.002497059	1.553359684	up
78070	Cpt1c	0.038961556	-1.47826087	down
78330	Ndufv3	0.014198589	1.34849235	up
78334	Cdk19	0.006994411	1.345333333	up
78394	Ddx52	0.04760126	1.374774775	up
78541	Asb8	0.02308799	1.267898782	up
78688	Nol3	0.036949086	-1.272102921	down
78749	Filip11	0.007308292	-1.350819672	down
78754	Galnt15	0.000359249	1.710776942	up
78785	Clip4	0.002094152	-1.345034642	down
78802	Ttc30a1	0.002983153	1.619377163	up
78834	Zfp623	0.009625461	-1.382940109	down
78890	Trmt44	0.045207032	-1.470119522	down
78892	Crispld2	0.00054257	-2.054478301	down
78926	Gas2l1	0.040794661	-1.54856941	down
78935	Saal1	0.03582354	-1.379732739	down

How the deposited data were processed for this re-analysis (not part of the article)

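Heart RNA from 3 WT and 3 miR-27b-null mice, taken 8 weeks after TAC, was sequenced by the authors, and the comparison is KO/TAC against WT/TAC. The deposited values are FPKM to 2 decimals in a separate file per heart, for the same 17570 Entrez Gene IDs in each. The submitters' notes name HISAT2 2.0.5 and StringTie 1.3.3. The alignment settings and any filter of the authors are not given in the sources used here, and the genome build was not taken from the notes. The FPKM of a library summed to between 519562 and 553716, and the 20 most abundant genes held 22.0% to 26.8% of the sum. Of the IDs, 129 had no match in the RefSeq table, and these are given by Entrez Gene ID.

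Counts of fragments cannot be recovered from FPKM of genes with several transcripts, so no counting intervals are given. The depth estimate rests on the spacing of the lowest values and had a median of 14.9 in WT/TAC and 13.0 in KO/TAC in units of 1000000 fragments, a ratio of 1.15.

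Values were analysed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with a mean of at least 0.5 FPKM were tested on log2(FPKM + 0.5) with lmFit and eBayes with a trend, with all p two-sided and adjusted over the genes tested. Folds given as ratios are ratios of mean FPKM. The study's thresholds are an unadjusted p under 0.05 and a fitted fold of at least 1.2 in either direction. Data were simulated 5 times, with noise independent between genes, for 12520 genes of which 200 changed, and 5.6 unchanged genes passed the adjusted limit on average. Sets of 50 genes shifted by a log2 of 0.5 were called by camera in 5 of 5 simulations. Members of real lists vary together, with an estimated correlation of 0.18 for matrix genes, so this does not give camera's power or error rate there.

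The 38 gene lists cover hypertrophy and adult cardiomyocyte genes, the HCM pathway in 2 parts, TGF-β, matrix, NF-κB, cytokines, interferon, immediate early genes, the respiratory chain, the tricarboxylic acid cycle, fatty acid oxidation, branched-chain amino acid breakdown, the mitochondrial ribosome, glycolysis, the PGC-1 network, FGF signalling, miR-27 targets, the candidates of the study and markers of cell types and of atrial, valve, skeletal muscle and mesothelial tissue. A list of mitochondrially encoded genes had 0 members in the files, which left 37 lists tested. The lists were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry, adjusted over the lists. By camera 25 lists had an adjusted p under 0.05, 13 higher and 12 lower in KO/TAC. With the estimated correlation 0 did, the lowest adjusted p being 0.185, and by fry 7 did. Members were also adjusted over the list alone.

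Genes named in the text are those the paper names for its RNA-sequencing, 10 genes higher and 10 lower by the fixed rule with a mean of at least 1 FPKM and groups that do not overlap, which ranks genes past an adjusted p of 0.05 by the size of the change and fills up by the smallest p, as was needed here, up to 4 members of each list past an adjusted p of 0.05 or else the 2 with the smallest p, and a set of sex, strain and locus genes. This gave 155 genes, of which 154 were tested. Values of many in the paper's tables had been seen when the rule was written. Chamber and adipocyte markers were added after their values were seen.

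Seed sites were searched in the longest 3′ UTR of each gene in GENCODE M21 on GRCm38, with 12320 tested genes searched. The adjustment over the 3 tests of sites and the counts of list and panel members with a library left out were added after the results were seen. Positions of Mir27b, the deletion and the sites come from matches of their sequences to that genome. The alternatives were pseudocounts of 0.1 and 1, no filter, a minimum mean of 5 FPKM, rescaling by median ratios, quantile normalization, no variance trend, robust eBayes, sample weights, a replicate number as a term, each library left out in turn, a gene-by-gene 2-sample test on values with and without logarithm, an adjusted p of 0.1 in place of 0.05, the longer site, bins of 3′ UTR length and a wider tolerance of folds. Those added later were log2 Myl7 as a covariate, only the 3 libraries with Myl7 under 1 FPKM, and the 2-sample test without logarithm or filter. The subset with Myl7 under 1 FPKM sets WT/TAC replicate 2 alone against KO/TAC replicates 1 and 3, so its values describe 1 WT/TAC heart. A count-based test was left out because the deposited values are not counts.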

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

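Of the tests below, those of Myl2, of log2 Myl7 as a covariate, of the libraries with Myl7 under 1 FPKM, of the quartiles of cell type markers, of the Nnt groups and of the other splits were chosen after the results were seen, while those of Mybphl, Sbk2 and Sbk3 and of the neighbours of Mir27b were written before.

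Myl7, singled out after its values were seen, was at 8140 FPKM in WT/TAC replicate 1, and the 10 atrial markers were lower in KO/TAC with a median log2 fold change of -1.42 (camera adjusted p = 0.0148, and 0.401 with an estimated correlation), a call lost without WT/TAC replicate 1 (adjusted p = 0.0830), WT/TAC replicate 3 (0.108) or KO/TAC replicate 1 (0.0620), over a range of 1.36e-04 to 0.108. A return of ventricular muscle to a fetal programme is argued against by ventricular Myl2, which in WT/TAC replicate 1 was 0.00832 times the lowest of the other 5 libraries. Atrial tissue in the sample was tested by Mybphl, Sbk2 and Sbk3, atrial genes outside the fixed list. Their median ratio to the median of the other 5 libraries was 389, as that explanation predicts. Ventricular Myl3 was at 188 FPKM in WT/TAC replicate 1 and at no less than 7011 FPKM in the other libraries. WT/TAC replicate 1 may thus not hold the same tissue as the other libraries. The labels name no chamber, so which part of the heart was sampled stays open, and no further explanation was tested.

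Matrix genes were lower in KO/TAC and so were 10 of 14 fibroblast markers, with a median of -0.75 (camera adjusted p = 1.17e-09, and 0.223 with an estimated correlation), or -0.50 without WT/TAC replicate 1. Atrial tissue in WT/TAC replicate 1 as the whole source is argued against by the matrix median, which was -0.77 and stayed at -0.78 without that library. It was -0.89 with log2 Myl7 as a covariate, but that fit cannot decide the question. On a log scale KO/TAC replicate 2, with Myl7 at 333 FPKM, stands near WT/TAC replicate 1, at 8140 FPKM. An atrial share that scales with FPKM is therefore not removed by it. A larger share of cardiomyocyte RNA in KO/TAC, which would lower the markers of every other cell type alike, is argued against by endothelial markers, whose lower quartile was 0.0512 while the upper quartile of fibroblast markers was -0.49. The paper reports less fibrosis in miR-27b-null hearts after TAC from stained sections, and whether this accounts for the lower matrix RNA stays open as a hypothesis. Fewer fibroblasts against less matrix expression per fibroblast also stays open, since bulk RNA does not separate them.

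Nnt, the mitochondrial transhydrogenase, is not discussed by the paper and rose from 115 ± 45.8 to 314 ± 22.1 FPKM (SD, n = 3 each), a log2 fold change of 1.54 (limma adjusted p = 0.240), with all KO/TAC hearts above all WT/TAC hearts. A difference in the DNA around the edited locus that alters many genes is argued against by the neighbours of Mir27b, of which 8 of 100 passed the study's thresholds against 11.1% of other genes (odds ratio 0.696, 95% interval 0.291 to 1.43). An Nnt allele carried by a linked or unlinked segment was not tested by it. C57BL/6J mice carry a known deletion in Nnt that related substrains lack, and a substrain difference, with 2.73 times the Nnt level in KO/TAC, cannot be told apart from the genotype, since every KO/TAC heart came from the edited line, which was bred from heterozygotes according to the methods, where WT littermates are named as controls of transgenic mice, at the start of the paragraph on angiotensin II, and WT mice for TAC are called C57Bl/6J. Wdfy1, Entpd4 and Ide, the other strain genes of the fixed rule, overlapped between the groups, with log2 fold changes of 0.23, -1.10 and 0.001. An effect of miR-27b loss on Nnt stays open as well.

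Genes the paper does not discuss also passed. Entrez Gene 108168691 and Entrez Gene 105246618, at 0 or near it in every WT/TAC heart, had fitted log2 differences of 3.89 and 3.05, which depend on the pseudocount and are no bounds. Ccn2 had a log2 fold change of -3.14 (adjusted p = 0.0706). The Y-linked gene Ddx3y, on the list of label checks, had a log2 fold change of 0.52 (adjusted p = 0.359) and was above 0 in all libraries; it did not pass without KO/TAC replicate 3 (0.42).

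Among muscle and stress lists that the paper does not report, hypertrophy genes had a median of -0.88, with 5 of 15 lower and 3 when adjusted over the list alone (adjusted p = 3.90e-05, and 0.232 with an estimated correlation), and 13 of 15 were lower without WT/TAC replicate 1, 3 without KO/TAC replicate 2 or 3, with a median of -0.37 without WT/TAC replicate 2. Adult cardiomyocyte function genes had a median of 0.40 (adjusted p = 2.59e-04, and 0.223 with an estimated correlation), and 14 cardiomyocyte markers had a median of 0.32, with 2 higher and 1 when adjusted over the list alone (adjusted p = 3.56e-04, and 0.232 with an estimated correlation), 4 without WT/TAC replicate 1, with a median of 0.18, and 1 without WT/TAC replicate 2 or KO/TAC replicate 2 or 3. Immediate early genes had a median of -0.77, with 15 of 23 lower and 1 higher, 6 and 1 when adjusted over the list alone (adjusted p = 2.46e-10, and 0.185 with an estimated correlation), and 8 were lower without WT/TAC replicate 2 or KO/TAC replicate 1 and 7 without KO/TAC replicate 3. Branched-chain amino acid breakdown had a median of 0.49, with 12 of 24 higher and 10 when adjusted over the list alone (adjusted p = 2.46e-13, and 0.185 with an estimated correlation), and 7 without KO/TAC replicate 3. The mitochondrial ribosome had a median of 0.30, with 14 of 46 higher and by limma 0 when adjusted over the list alone (adjusted p = 1.38e-12, and 0.232 with an estimated correlation), and 23 without WT/TAC replicate 2, 8 without WT/TAC replicate 3, 7 without KO/TAC replicate 1 and 3 without KO/TAC replicate 3. The PGC-1 network had a median of 0.14 (adjusted p = 0.0431, and 0.232 with an estimated correlation), lost without WT/TAC replicate 1 (0.332), WT/TAC replicate 2 (0.0994), KO/TAC replicate 2 (0.0555) or KO/TAC replicate 3 (0.0509), with sample weights (0.183), no variance trend (0.0530) or log2 Myl7 as a covariate (0.0629), over a range of 0.00183 to 0.332.

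Among cell type and immune lists, activated fibroblast markers had a median of -1.28, with 5 of 13 lower and 4 when adjusted over the list alone (adjusted p = 8.74e-06, and 0.232 with an estimated correlation), and a median of -0.52 without WT/TAC replicate 2. Valve and cartilage markers had a median of -0.80, with 3 of 9 lower (adjusted p = 3.56e-04, and 0.232 with an estimated correlation), 5 without WT/TAC replicate 1 and a median of -0.37 without WT/TAC replicate 3. Mesothelial markers, highest in WT/TAC replicate 1, had a median of -1.50, with 3 of 10 lower (adjusted p = 1.84e-05, and 0.232 with an estimated correlation), and 9 were lower without WT/TAC replicate 2. Their median was -0.69 without WT/TAC replicate 1, -0.30 with log2 Myl7 as a covariate and -0.01 in only the libraries with Myl7 under 1 FPKM. The planned range of the camera adjusted p was 1.14e-07 to 0.0329. Interferon genes had a median of 0.24, with 5 of 33 higher, 13 without WT/TAC replicate 2, 3 without WT/TAC replicate 1 or 3 or KO/TAC replicate 1, and by limma 0 when adjusted over the list alone (adjusted p = 9.70e-04, and 0.552 with an estimated correlation), lost without WT/TAC replicate 1 (0.117) or KO/TAC replicate 1 (0.219) and with log2 Myl7 as a covariate (0.458), over a planned range of 1.07e-07 to 0.219. T and NK cell markers, of which 6 of 16 were tested, had a median of 0.78, with 3 higher (adjusted p = 9.70e-04, and 0.223 with an estimated correlation). Endothelial markers had a median of 0.20 (adjusted p = 0.0372, and 0.391 with an estimated correlation), lost without WT/TAC replicate 1 (0.355) or KO/TAC replicate 1 (0.137), with sample weights (0.113) or log2 Myl7 as a covariate (0.256), over a planned range of 0.0116 to 0.355. Their median was 0.14 in only the libraries with Myl7 under 1 FPKM. Erythroid markers had a median of -0.78 (adjusted p = 0.0399, and 0.523 with an estimated correlation), lost without WT/TAC replicate 2 (0.655) or KO/TAC replicate 3 (0.224) and at a minimum mean of 5 FPKM (0.0946), over a range of 0.00447 to 0.655.

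Only 10 splits of the 6 libraries into equal groups exist, too few for a share under 0.05. The real split gave 2 genes at an adjusted p under 0.05, where the highest other gave 0, and 1387 at the study's thresholds, where the highest other gave 1197 and the lowest 64. It called 25 gene lists, where the highest other called 22 and the lowest 8. The counts of 2, 1387 and 25 were each reached by 1 split, the real one. Camera called lists in every other split too, so its adjusted p alone does not set the real groups apart. The split with 1197 genes sets WT/TAC replicates 1 and 3 and KO/TAC replicate 2, the libraries with Myl7, against the rest and thus points to a structure of the samples. For seed sites, 6 of the 10 splits gave a camera p as small as 0.644, the lowest being 0.230.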

How the results depend on the processing

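Of the settings below, log2 Myl7 as a covariate and the 3 libraries with Myl7 under 1 FPKM, of which only 1 is WT/TAC, were chosen after seeing the data. Of the tests of named genes with all libraries, 1441 kept direction and side of the threshold under the planned settings, 45 lost the call and 22 gained it, and with a library left out the numbers were 785, 113 and 24. The count under an adjusted p of 0.05 by limma was 1 with a pseudocount of 0.1, median-ratio rescaling or quantile normalization, and 0 with a pseudocount of 1, no filter, a minimum mean of 5 FPKM or log2 Myl7 as a covariate, where 1401, 1713, 972 and 1232 genes had an unadjusted p under 0.05. It ran from 0, without WT/TAC replicate 2 or KO/TAC replicate 3, to 14, without WT/TAC replicate 1. At the study's thresholds leaving a library out gave 631 genes, without KO/TAC replicate 3, to 1961, without WT/TAC replicate 2, with 262 to 941 higher and 369 to 1171 lower, and 510 were lower at a minimum mean of 5 FPKM, where fewer genes are tested. With the replicate number as a replicate block the counts were 0 at the adjusted limit, 879 at the study's thresholds and 355 higher. Residuals of hearts with equal numbers correlated at -0.29, -0.57 and -0.35, and those of WT/TAC replicate 2 and KO/TAC replicate 1 at 0.49. Residuals of 3 hearts per group cannot settle whether the numbers pair hearts, and the labels name no pairing. With an estimated correlation 0 lists passed, and the adjusted p was 0.223 for HCM integrin genes and the tricarboxylic acid cycle, 0.185 for TGF-β, matrix and complexes II to V, 0.314 for NF-κB, 0.210 for complex I and 0.232 for fatty acid oxidation. By fry 7 lists passed, with 0.0792 for HCM integrin genes, 0.124 for NF-κB, 0.0883 for the tricarboxylic acid cycle and 0.0987 for fatty acid oxidation. The HCM integrin list had 0.0946 at a minimum mean of 5 FPKM and 0.0143 to 0.0997 with a library left out, and the HCM sarcomere list 0.0301 to 0.716, its lowest value without WT/TAC replicate 2. For matrix, TGF-β, NF-κB, complex I, complexes II to V, the tricarboxylic acid cycle and fatty acid oxidation no left-out library ended the camera call. The direction turned for Cidea (-0.37) and Acta1 (-2.35) without WT/TAC replicate 1 and for adipocyte markers (adjusted p = 0.0308) without WT/TAC replicate 3. In only the libraries with Myl7 under 1 FPKM it turned for interferon genes (0.908), atrial markers (0.593), Ide (-0.61) and Acta1 (-2.23). Of these results, only the interferon and atrial lists were called with all libraries. Medians of lists with no call also changed sign, without WT/TAC replicate 1 for the HCM sarcomere list (-0.01), glycolysis (-0.10), mural (-0.28) and macrophage markers (0.02), without WT/TAC replicate 2 for B cell (0.17) and skeletal muscle markers (-0.07), without WT/TAC replicate 3 for adipocyte (0.94) and glia and neuron markers (0.04), without KO/TAC replicate 1 for mural (-0.04), adipocyte (0.13) and skeletal muscle markers (-0.33), without KO/TAC replicate 2 for mural markers (-0.05) and without KO/TAC replicate 3 for B cell (0.12) and adipocyte markers (0.15). Under the planned settings with all libraries they did so with sample weights for glycolysis (-0.01), mural (-0.17) and skeletal muscle markers (-0.14), and for skeletal muscle with a pseudocount of 0.1 (-0.04) or a minimum mean of 5 FPKM (-0.26) and B cell markers with no filter (0.06). With a library left out Cidea ran from -0.37 to 0.82, Acta1 from -2.35 to 1.98 and the adjusted p of the adipocyte list from 0.0308 to 0.726. Seed sites kept a camera p of 0.398 to 0.954 with a library left out. Beyond the smaller number of genes or libraries, the cause was not tested. A count-based test was not run on FPKM, and depth limits the genes below about the filter's 0.5 FPKM, which were not tested.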

Differences from the paper's values

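The test without logarithm and filter and the settings on Myl7 were chosen after seeing the values. The paper places miR-27b on chromosome 8, the paper's value, while the hairpin matched chromosome 13 of GRCm38. None of the settings bears on this, so none reaches the paper's value.

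The paper's text counts 1228 DEGs with 607 up-regulated, the paper's values, and its table lists 1232, of which 606 are higher. The thresholds used here gave 1387 and 618. The paper states the limit on P but no fold limit or software for this step, so the counts can be set side by side only at limits read from its table, which alternatives such as a pseudocount of 0.1 (1388 genes) and the planned 2-sample test on values without logarithm (1022 genes, 503 higher, with 989 of 1216 table genes) and with logarithm (1037 genes, 455 higher, with 968 of 1216) also use. Among the planned settings, the count lay more than 1.5 times from the paper's without WT/TAC replicate 1 (1876), WT/TAC replicate 2 (1961) or KO/TAC replicate 3 (631), and the number higher without WT/TAC replicate 1 (941), KO/TAC replicate 1 (366), 2 (396) or 3 (262) and with a replicate block (355). The 2-sample test without logarithm and filter, chosen after seeing the values, gave 1242 genes with 606 higher and dropped 227 of the 1232 genes in the paper's table. With log2 Myl7 as a covariate, also chosen after seeing the values, 1231 genes passed with 531 higher, and 461 of the 1216 table genes tested were dropped. These are settings under which the count falls near the paper's, not the paper's method.

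The paper describes HCM-related genes as lower. Of the genes it draws for this, 8 of 9 fell here and Myh7 (log2 fold change -1.12, adjusted p = 0.806) did not pass. It passed without WT/TAC replicate 1 (-2.80), and its log2 fold change was -4.34 in only the libraries with Myl7 under 1 FPKM, which hold 1 WT/TAC heart. The sarcomere and dystrophin list had a median of 0.14 and no call (adjusted p = 0.194), with -0.01 without WT/TAC replicate 1 and -0.02 in only the libraries with Myl7 under 1 FPKM, while the integrin, hormone and calcium list was lower (adjusted p = 0.0322, and 0.223 with an estimated correlation), a call lost without WT/TAC replicate 3 (0.0997), without KO/TAC replicate 3 (0.0746) and at a minimum mean of 5 FPKM (0.0946), over a range of 0.0129 to 0.0997. Of the NF-κB genes drawn, Rela (-0.26) did not pass here, and it passed with the 2-sample test on values without logarithm, with or without the filter, with sample weights and without WT/TAC replicate 1 or 2.

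Of the respiratory chain genes drawn, 12 of 17 rose here. Ndufb9 (0.27) passed with a minimum mean of 5 FPKM, robust eBayes and every 2-sample test, and Ndufb4 (0.29) with median-ratio rescaling, sample weights, every 2-sample test, without WT/TAC replicate 1 and with log2 Myl7 as a covariate. Ndufv1, Ndufb7 and Ndufb11 passed under no setting and are not in the paper's table.

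Of the candidate genes compared, 15 of 18 rose here. Opa1 (0.31) passed with no filter, quantile normalization and without WT/TAC replicate 2, Neurl4 (0.26) without WT/TAC replicate 3 and with log2 Myl7 as a covariate, and Pparg (0.43) under no setting. Pparg is not in the paper's table.

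Of the 1216 table genes tested, 157 did not pass here. Among the other genes named in the text these were Ppargc1a, C1qc and Csf1r. Ppargc1a (log2 fold change 0.30), higher in the paper's table, passed with no filter, a minimum mean of 5 FPKM, median-ratio rescaling, quantile normalization, sample weights, every 2-sample test, without WT/TAC replicate 1 and with log2 Myl7 as a covariate. C1qc (-0.28), lower in the table, passed with no filter, every 2-sample test and without WT/TAC replicate 2, and Csf1r (-0.30), also lower there, with no filter, a minimum mean of 5 FPKM, median-ratio rescaling and without WT/TAC replicate 2.

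The sites mutated in the Fgf1 3′ UTR according to the methods, at 943, 1415 and 2938, match the sites found in Fgf1-201. Fig. 4C labels the sites with other positions, and for the last pair of sites these do not overlap a site found in that transcript.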

Other observations

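The test of the genes on the chromosome of Mir27b was chosen after the results were seen and Lgals3 was picked after its values were seen, as were the settings on Myl7, while the other tests here were set before the data were examined. Igtp and Iigp1, interferon-induced GTPases, rose in KO/TAC, from 10.5 ± 3.78 to 29.8 ± 9.02 FPKM and from 5.71 ± 2.92 to 14.8 ± 1.72 FPKM (SD, n = 3 each). Cd28 and Ctla4, receptors of T cells, rose from 0.753 ± 0.314 to 1.65 ± 0.0814 and from 0.493 ± 0.309 to 1.66 ± 0.581 FPKM. Egr2, an immediate early transcription factor, fell from 4.70 ± 2.57 to 0.537 ± 0.158 FPKM. Of 20 cytokine genes 3 rose and 5 fell, 1 and 5 when adjusted over the list alone, with a median of -0.24 (camera adjusted p = 0.0869), and the list was lower without WT/TAC replicate 1 (0.0478) or KO/TAC replicate 1 (0.0145), with no filter (0.0212), quantile normalization (0.0381), a replicate block (0.0303) and log2 Myl7 as a covariate (0.0221), over a range of 0.0145 to 0.459. Serpina3n, an acute phase protease inhibitor, and Ptgs2, the inducible cyclooxygenase, fell from 29.3 ± 12.5 to 9.15 ± 2.67 and from 1.53 ± 0.970 to 0.247 ± 0.0379 FPKM. Of 17 macrophage markers none passed the study's thresholds, by limma 0 when adjusted over the list alone, and the median was -0.14 (adjusted p = 0.161), with an adjusted p of 0.0494 without KO/TAC replicate 1 and 0.0280 at a minimum mean of 5 FPKM in a range of 0.0280 to 0.957, and a median of 0.02 without WT/TAC replicate 1 and 0.06 in only the libraries with Myl7 under 1 FPKM. Of these markers C1qc and Csf1r, which the paper's table lists as lower, had log2 fold changes of -0.28 and -0.30 with no overlap between the groups. Lgals3, which encodes Mac-2, was at 97.6 FPKM in WT/TAC replicate 1 and at most 6.93 in the others. Il1b was too low to be tested, at 0.403 ± 0.335 and 0.390 ± 0.151 FPKM.

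Ppm1k and Bckdhb, a phosphatase and a subunit of the branched-chain ketoacid dehydrogenase complex, rose from 9.79 ± 2.45 to 19.3 ± 3.08 and from 28.1 ± 4.10 to 45.5 ± 4.11 FPKM, and Mrpl45 and Mrpl39, of the mitochondrial ribosome, from 34.5 ± 4.99 to 51.0 ± 0.211 and from 42.3 ± 2.49 to 54.9 ± 1.51 FPKM. Of 19 glycolysis genes 2 rose and 2 fell, by limma 0 when adjusted over the list alone, with a median of 0.07 (adjusted p = 0.587). Pgam1 and Hk1 fell, with log2 fold changes of -0.51 and -0.42, Hk1 not without KO/TAC replicate 3 (-0.36). The regulators of mitochondrial biogenesis Ppargc1a and Ppargc1b were at 9.82 ± 0.811 and 12.2 ± 1.20 and at 5.56 ± 1.45 and 5.89 ± 0.783 FPKM, with adjusted p of 0.452 and 0.889, and for Ppargc1a, which the paper's table lists as higher, the groups did not overlap. Rxrg rose with a log2 fold change of 0.58 and Pprc1 fell with -0.40, calls lost for Rxrg without KO/TAC replicate 1, 2 or 3 and for Pprc1 without WT/TAC replicate 3 or KO/TAC replicate 2 or 3. Of 19 FGF signalling genes 4 rose and 4 fell, by limma 0 when adjusted over the list alone, with a median of -0.31 (adjusted p = 0.178). The receptor Fgfr1 fell from 20.3 ± 6.24 to 10.4 ± 1.26 FPKM. Smad3 was at 8.12 ± 2.76 and 6.43 ± 0.551 FPKM (adjusted p = 0.708).

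Comp, a matrix protein of cartilage and fibrotic heart, fell from 20.0 ± 1.33 to 2.35 ± 1.88 FPKM, Mmp2, a matrix protease, from 61.4 ± 6.57 to 27.4 ± 7.43, Sox9 from 2.25 ± 0.525 to 0.653 ± 0.333 and Aldh1a2, a mesothelial marker, from 9.35 ± 3.99 to 2.58 ± 0.571. Fhl1, a hypertrophy gene, fell from 157 ± 40.1 to 84.1 ± 13.1, Tcap, of the sarcomeric Z disc, rose from 1417 ± 549 to 2305 ± 509, and the atrial gene Pam fell from 1154 ± 1158 to 230.5 ± 46.2 FPKM, calls lost for Pam without KO/TAC replicate 1 or 3 and for Tcap without WT/TAC replicate 2 or 3 or KO/TAC replicate 2 or 3. By limma 0 of 11 mural markers, 0 of 2 B cell, 0 of 4 neutrophil, 0 of 9 adipocyte and 0 of 4 skeletal muscle markers passed when adjusted over the list alone and none passed the study's thresholds, with medians of 0.06, -0.13, -0.28, -0.35 and 0.02 and adjusted p of 0.375, 0.709, 0.344, 0.773 and 0.826. The mean of the skeletal muscle markers was -0.12, of the other sign than its median. Mural markers had an adjusted p of 0.0236 without WT/TAC replicate 3 in a range of 0.0236 to 0.746, and adipocyte markers 0.0308 without WT/TAC replicate 3 and 0.0491 without KO/TAC replicate 2 in a range of 0.0308 to 0.924. Of 8 markers of glia and neurons 1 fell, Uchl1, which passed with a library left out only without WT/TAC replicate 1, with a median of -0.20 (adjusted p = 0.199), and 0.0476 without WT/TAC replicate 2 and 0.0480 with sample weights in a range of 0.0476 to 0.954. The Y-linked genes Eif2s3y, Kdm5d and Uty were above 0 in all libraries, at 14.2 ± 5.19 and 17.6 ± 1.93, 2.14 ± 0.199 and 2.43 ± 0.0520, and 2.94 ± 0.671 and 3.71 ± 0.277 FPKM. Fancc, near Mir27b, was at 2.48 ± 0.478 and 2.20 ± 0.478 FPKM. On the chromosome of Mir27b, 54 of 428 tested genes passed the study's thresholds (odds ratio 1.17, 95% interval 0.854 to 1.56).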
